# Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis

**DOI:** 10.1101/gr.258871.119

**Published:** 2020-06

**Authors:** Yingshu Li, Yongjie Liu, Hang Yang, Ting Zhang, Kiyoshi Naruse, Qiang Tu

## Abstract

Medaka (*Oryzias latipes*) has become an important vertebrate model widely used in genetics, developmental biology, environmental sciences, and many other fields. A high-quality genome sequence and a variety of genetic tools are available for this model organism. However, existing genome annotation is still rudimentary, as it was mainly based on computational prediction and short-read RNA-seq data. Here we report a dynamic transcriptome landscape of medaka embryogenesis profiled by long-read RNA-seq, short-read RNA-seq, and ATAC-seq. By integrating these data sets, we constructed a much-improved gene model set including about 17,000 novel isoforms and identified 1600 transcription factors, 1100 long noncoding RNAs, and 150,000 potential *cis*-regulatory elements as well. Time-series data sets provided another dimension of information. With the expression dynamics of genes and accessibility dynamics of *cis*-regulatory elements, we investigated isoform switching, as well as regulatory logic between accessible elements and genes, during embryogenesis. We built a user-friendly medaka omics data portal to present these data sets. This resource provides the first comprehensive omics data sets of medaka embryogenesis. Ultimately, we term these three assays as the minimum ENCODE toolbox and propose the use of it as the initial and essential profiling genomic assays for model organisms that have limited data available. This work will be of great value for the research community using medaka as the model organism and many others as well.

Medaka (*Oryzias latipes*) is a small freshwater fish native to East Asia, including Japan, Korea, and China. Compared with zebrafish, one of the most popular model organisms in life science, medaka has many unique characteristics, both genetic and physiological in nature. It is closely related to pufferfish, stickleback, and killifish, having diverged from a common ancestor with zebrafish ∼230 Myr ago (Kumar et al. 2017; Hughes et al. 2018). Medaka lives in small rivers, creeks, and rice paddies and can stand a wide range of temperatures (4°C–40°C) and salinities as shown by their tolerance to brackish water (Inoue and Takei 2002). Additionally, medaka has clearly defined sex chromosomes, and its sex determination mechanism has been intensively studied over the years (Matsuda et al. 2002). Consequently, various molecular, genetic, and developmental biology technologies have been developed for this model fish. More than 600 wild-type populations, mutants, transgenic, and inbred strains have been established and maintained at Japan National BioResource Project (NBRP) Medaka resource center. It has become an important vertebrate model widely used in genetics, developmental biology, endocrinology, biomedical science, and environmental sciences (Wittbrodt et al. 2002; Sasado et al. 2010; Kirchmaier et al. 2015).

The genome of medaka is ∼800 Mb, only half the size relative to that of the zebrafish genome. The genome sequence was published in 2007 with a contig N50 of 9.8 kb (Kasahara et al. 2007). Recently a high-quality (HQ) version based on the long-read single-molecule genome sequencing technology has been released (Ichikawa et al. 2017). The contig N50 is as long as 2.4 Mb for the Hd-rR strain, 1.3 Mb for the HNI-II strain, and 3.3 Mb for the HSOK strain (http://viewer.shigen.info/medaka/index.php). This version of the genome sequence of three inbred lines provides a solid foundation for various genomic analyses. However, past gene annotation efforts left room for improvement, as they were based primarily on computational prediction, comparative genomics, limited EST data, and short RNA-seq reads, all of which have inherent limitations. In addition, there is a lack of multiple omics data, further complicating the study of regulatory mechanisms.

To improve the quality of the existing reference genome annotation, we constructed data sets with multiple omics technologies and described a comprehensive landscape of transcriptional activity during medaka embryogenesis. We built a new gene model set, unveiled a large number of isoforms, and identified transcription factors (TFs) and long noncoding RNAs (lncRNAs) encoded in the genome; we obtained the temporal expression profiles of all these genes during embryogenesis and identified those that use different isoforms across developmental stages. Furthermore, we acquired chromatin accessibility dynamics and investigated *cis*- and *trans*-regulatory logic between accessible elements and genes. Ultimately, we built a user-friendly medaka omics data portal to help researchers explore the expression and regulatory information of genes of interest.

## Results

### Building multiple omics time-series data sets

We surveyed samples of multiple embryonic stages with multiple omics technologies (Fig. 1). First, we collected 10 embryonic stages from cleavage, blastula, gastrula, somite, and late stages until hatching (9 d post fertilization). We also collected multiple larval and adult organ samples, including brain, heart, ovary, testis, gut, and muscle. In total, 19 samples were collected in this study (Supplemental Table S1). Next, 18 samples (all samples except a larval stage) were pooled into five libraries and sequenced using the single-molecule real-time (SMRT) platform from Pacific Biosciences (PacBio) to generate a long-read data set, which was used for gene model construction. Thirteen samples (embryonic stages, a larval stage, adult ovary/testis) were sequenced using the Illumina short-read sequencing platform, and this data set was used for gene expression quantification. Chromatin accessibility of nine embryonic samples was profiled using transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) to identify potential regulatory elements (Buenrostro et al. 2013; Corces et al. 2017). All embryonic time points surveyed have two replicates. Most adult tissues were not profiled individually, so no further analysis was performed. In total, time-series data sets covering major embryonic stages were constructed by three different omics technologies.

**Figure 1.**
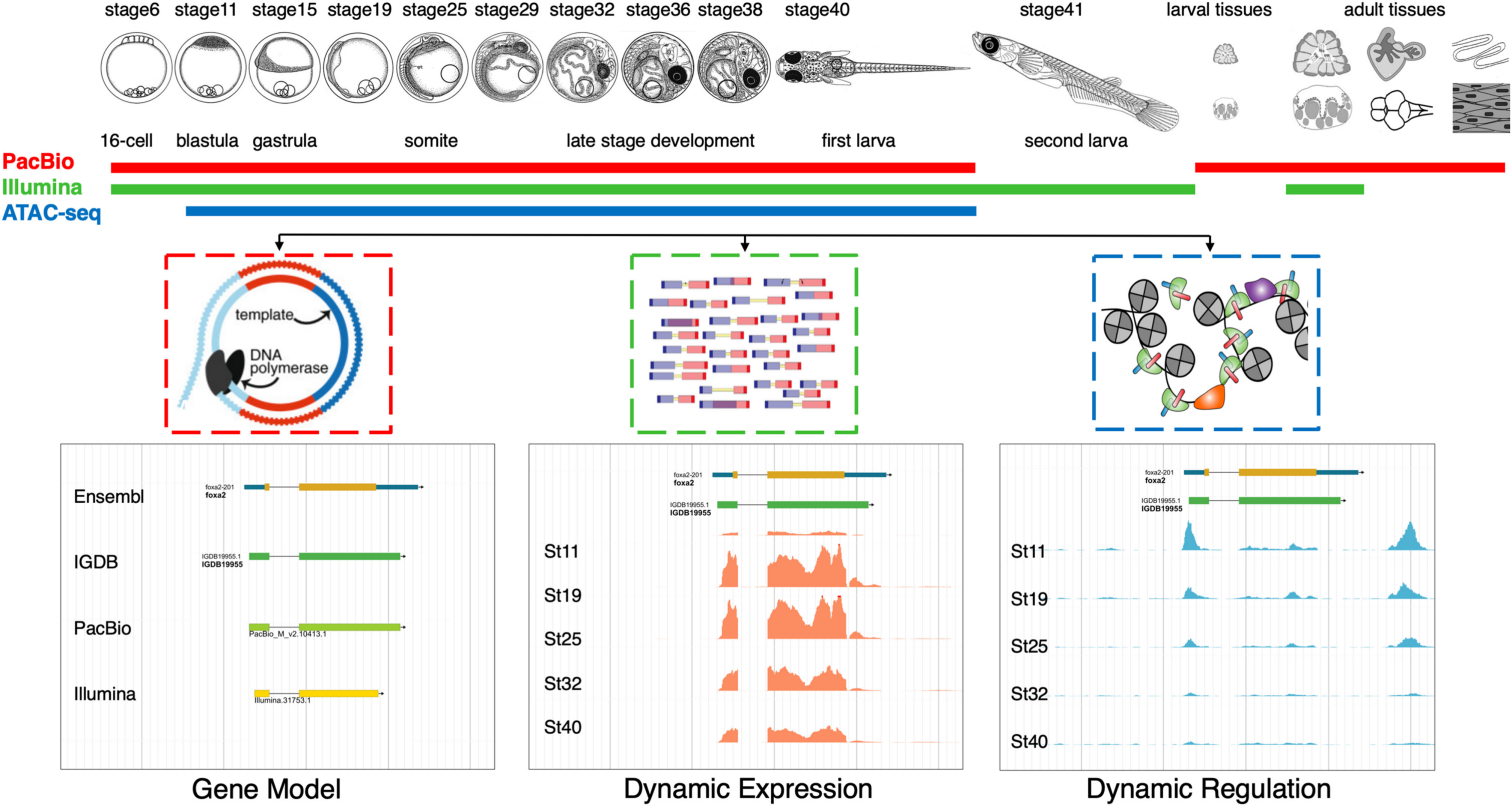
Overview of the study. Samples used are listed on the *top*, including embryonic stages and adult organs. Samples used for PacBio long-read sequencing (red bar) include 10 embryonic stages and six different adult organs. This data set was used for gene model construction. Samples used for Illumina short-read sequencing (green bar) include 10 embryonic stages, one larva stage, and two adult organs. This data set was used for gene expression quantification. Samples used for ATAC-seq (blue bar) contain nine embryonic stages. The resulted data set was used to define the genomic regulatory dynamics.

### Gene model construction

As discussed above, the existing gene model set of medaka was generated mainly based on computational predictions including protein-to-genome alignments, annotation from reference species, and short-read RNA-sequencing data sets (https://www.ensembl.org/Oryzias_latipes/Info/Annotation). These methods have inherent limitations and could miss or yield inaccurate gene models. For example, short reads often fail in resolving large structural features, including alternative splicing, alternative transcription initiation, or alternative transcription termination. In addition, short reads originating from transcriptional noise and often mapping to intronic or intergenic regions may produce false gene models (Goodwin et al. 2016; Kuo et al. 2017; Nudelman et al. 2018). In contrast, with long-read RNA-sequencing technologies, it has become a reality that one read is one transcript (Wang et al. 2019). These technologies produce single reads covering the entire DNA or RNA molecules, independent of the error-prone computational assembly. Thus, these technologies could eliminate many common issues in data derived from short reads, and have become important tools to improve the gene annotation in multiple species (Sharon et al. 2013; Kuo et al. 2017; Zhang et al. 2017; Nudelman et al. 2018; Wang et al. 2018).

To generate an improved gene model set, we extracted HQ RNA from 18 samples, pooled and built five cDNA libraries, and then sequenced using the PacBio SMRT platform. In total, 30.5 million subreads were generated, which yielded 134,548 HQ full-length consensus transcripts. We mapped these consensus sequences to the latest version of the reference genome (Ichikawa et al. 2017). The mapping rate was 99.9%, which indicated that the quality of both transcriptome and genome is high. We merged mapped transcripts into a unified PacBio model set containing 17,523 genes with 28,427 transcripts.

Because we also generated short-read data sets for embryonic stages, we validated the quality of splicing junctions observed from the mapped full-length transcripts (Fig. 2A). We found more than half junctions (62%) were supported by over 500 short reads, and 29% were supported by one to 500 reads. Only 9% of junctions were not supported by short reads. These could be because biological samples used in long-read sequencing were more than those used in short-read sequencing. In addition, these nonsupported junctions could be true, as a previous study showed longer reads significantly improve the splice junction detection (Chhangawala et al. 2015). Overall, the strong support of splice junction from a different technology indicated the HQ of the PacBio long-read data set.

**Figure 2.**
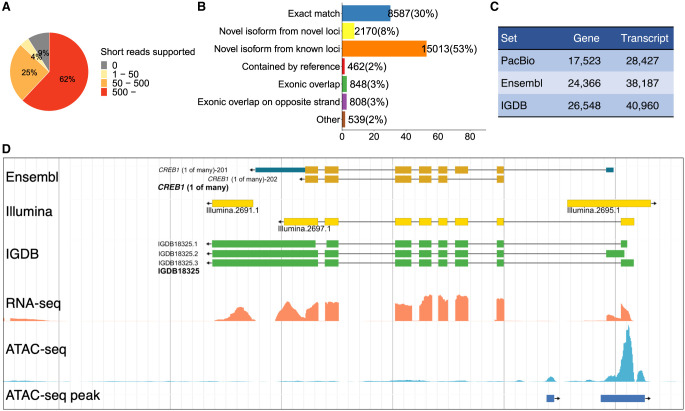
Gene model construction. (*A*) Splice junctions from the PacBio set validated by the Illumina short reads. Splice junctions are classified into four groups depending on the numbers of short reads supported. (*B*) Comparison of the PacBio set with the Ensembl set. The largest class is “novel isoforms from known loci.” (*C*) Numbers of genes and transcripts in three model sets. (*D*) An example showing the improved annotation of the medaka genome. The Ensembl model is correct overall. The Illumina models missed isoforms or are likely inaccurate owing to transcriptional noise. The IGDB model identified multiple novel isoforms with accurate boundaries. The ATAC-seq clearly showed the activity of the promoter.

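The promoter of this gene, named creb1a in Supplemental Table S5, carried one of the stronger accessible elements of the genome. IGDB18325 lies on the reverse strand of chromosome 2 of the medaka assembly ASM223467v1, from 14225473 to 14230136. An element of 495 bp, from 14229840 to 14230334, overlapped its TSS. Its peak score (read here as the −log10 of a q value) was 409, against a median of 30.8 over all elements, and it was merged from 9 peaks. A weaker element of 86 bp, from 14229232 to 14229317, lay inside the gene 0.862 kb downstream of the TSS, with a score of 16.1 and a single peak behind it. A further element 2.88 kb upstream had a score of 33.5. Of the 6 elements for which this gene was the closest, 3 were farther than 5 kb from it.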

To estimate the differences between this set with the existing annotation in the Ensembl database, we compared the PacBio model set with the Ensembl model set (release 94) using the gffcompare program (Fig. 2B). Among 28,427 transcripts in the PacBio set, 8587 transcripts (30%) matches with the Ensembl set very well, which means models from two sets have the exact match of intron chain and the start/stop of the transcript may be slightly different. The majority of the PacBio set corresponds to novel transcripts, including 15,013 (53%) are novel isoforms from known loci, and 2170 (8%) are isoforms from novel loci. Therefore, this PacBio set discovered a large number of novel isoforms (17,183), providing a wealth of information on alternative splicing/initiation/termination in the medaka genome. The remaining 2657 (9%) transcripts are different from the Ensembl models in various ways. This low proportion of well-matched and the high proportion of novel isoforms were similar to a recent study using long-read RNA-seq technology to annotate the zebrafish genome (Nudelman et al. 2018), indicating that the short-read–based gene model construction is far insufficient to unveil the complex transcriptome structure.

On the other hand, the PacBio set covered fewer genes and transcripts. Of the 38,187 transcripts of the Ensembl set, 24,910 (65%) overlap with transcripts in the PacBio set (Supplemental Fig. S1A). As the throughput of long-read RNA-seq technologies is still limited and as samples surveyed in this study were also limited, those lowly or specifically expressed transcripts could be missed. By using the quantification data discussed below, we estimated the expression levels of PacBio-supported genes and Ensembl-only genes. The result showed that the latter, if they were true, were expressed at very low levels in surveyed samples (Supplemental Fig. S1B).

The PacBio set provides direct observation of full-length cDNAs but covers fewer loci, and the Ensembl set covers more loci but could generate false gene and transcript models. To take advantage of both, we used the PacBio set as the main source, supplemented by the Ensembl set. Roughly 61% of models came from the former, and 39% came from the latter (Fig. 2C). We named this combined version as the Institute of Genetics and Developmental Biology (IGDB) set and used it for further analysis. About 86% of splicing junctions in this set were supported by short reads (Supplemental Fig. S2). This IGDB set contains 26,548 genes and 40,960 transcripts. Figure 2D is an example showing the differences between different sets: The Ensembl model is correct as a whole, the IGDB model that was derived from the PacBio model provides accurate information on exon boundaries and alternative splicing events, and the Illumina model could be broken or with inaccurate exon boundaries. The median length of genes and transcripts are 7.2 kb and 2.5 kb. The median number of exons per transcript is eight (Supplemental Fig. S3). We transferred many types of functional annotation (Interpro protein domain matches, human/mouse/zebrafish/fly orthologs, Gene Ontology [GO] annotation) from the Ensembl database to the new IGDB gene set when possible. All sequences and functional annotations of the IGDB set can be retrieved using the medaka omics data portal discussed below.

### TF and lncRNA annotation

We paid particular attention to two classes of genes: TFs and lncRNAs.

TFs recognize specific DNA sequences, form a protein complex, and control the transcription of genes. Many TFs have in the past carried the moniker of “master regulators” or “selector genes” and play critical regulatory roles in all biological processes (Smith and Matthews 2016; Lambert et al. 2018). Identifying and classifying TFs will be of great value for all studies related to gene regulation. For example, a catalog of approximately 1600 human TFs had been made through extensive manual curation (Lambert et al. 2018). In this study, we used AnimalTFDB (Hu et al. 2019), a comprehensive database of animal TFs, to annotate TFs encoded in the medaka genome. In total, we identified 1646 TFs of 68 families (Supplemental Table S2). The largest three families are C2H2 zinc finger proteins (578, 35%), Homeobox (227, 14%), and the bHLH family (129, 8%) (Supplemental Fig. S4). They are also the largest three families encoded in the human genome.

LncRNAs are a heterogeneous class of RNAs longer than 200 nucleotides. They are often 5′-capped, spliced, and polyadenylated. However, they lack protein-coding potential and are not translated into proteins. The functions of the majority of lncRNAs are unknown, but some lncRNAs are known to play critical regulatory functions in diverse biological processes (Engreitz et al. 2016; Quinn and Chang 2016; Marchese et al. 2017). In the past decade, the total number of lncRNAs has grown rapidly as experimental and computational omics profiling technologies were improved substantially. However, many previous studies identified lncRNAs based on Illumina short reads, which has inherent difficulties of reconstructing transcript structures as discussed above. This particularly affects lncRNAs, as they often lack protein-coding capacity and conservation. Our PacBio long reads provide a solid base to identify lncRNAs expressed during medaka embryogenesis. We removed transcripts that either are short, are homologous to known coding genes, or have high coding potential. We noticed that known coding genes in the Ensembl database had high coding potential scores around one, whereas scores of novel genes showed a bimodal distribution, indicating that a large portion of them are noncoding genes (Supplemental Fig. S5). In the end, 1135 lncRNAs were identified (Supplemental Table S3). This work is a great expansion of lncRNA annotation in the medaka genome as no systematic survey had been performed yet. As expected, the majority of these lncRNAs are not conserved. We compared medaka lncRNAs with human and zebrafish lncRNAs collected in the RNAcentral database (The RNAcentral Consortium 2019). Only eight match with human lncRNAs, and 10 match with zebrafish lncRNA (*e*-value <10^−10^). LncRNAs are also expressed at relatively low levels compared with the protein-coding genes (Supplemental Fig. S6).

### Dynamic gene expression

Long-read RNA-sequencing technologies are powerful for elucidating transcript structure. However, the throughput of these technologies is not high enough to estimate the abundance of transcripts. Therefore, we used Illumina's short-read RNA-sequencing technology to profile gene expression at embryonic stages. In total, we generated 301 Gb (1020 million reads) of short-read data from two replicates, mapped these reads to the reference genome, and quantified the gene expression with our IGDB model set, in terms of transcripts per million (TPM) (Li et al. 2010). In the end, we obtained expression profiles of all genes during medaka embryogenesis, 79% (20,885) of which reach at least 1 TPM at one stage in both replicates. We calculated the Spearman's correlations among all stages (Supplemental Fig. S7) and also compared this data set with a previously published data set (Supplemental Fig. S8; Ichikawa et al. 2017). The high correlation between adjacent or similar stages indicated the HQ of the data.

We clustered these expression profiles using the c-means fuzzy clustering method (Futschik and Carlisle 2005). Many clustering algorithms produce a hard partition of data, which means the given expression profile is assigned to just one cluster. The assumption of these algorithms is that the internal structure of the data is well separated. However, this is not true for gene expression profile clustering. The given expression profile could belong to multiple similar clusters with certain probabilities (Futschik and Carlisle 2005). The fuzzy clustering algorithm assigns each expression profile a membership value for each cluster so that researchers can obtain expression profiles belonging to a given cluster using different fuzziness values. By using Mfuzz (Kumar and Futschik 2007), we clustered expression profiles into 30 clusters (Fig. 3A). With a cutoff of membership >0.3, 85.7% of profiles were assigned to one cluster, 11.7% were assigned to two or more clusters, and 2.6% were not assigned to any cluster (Fig. 3B). Take gene *rnf19a* as an example; its expression profile is very similar to three clusters. Thus, its membership values for multiple clusters are all above 0.3 (Fig. 3C–E). Therefore, this fuzzy clustering method provides us an opportunity to retrieve all potential members of the cluster of interest by adjusting the membership cutoff.

**Figure 3.**
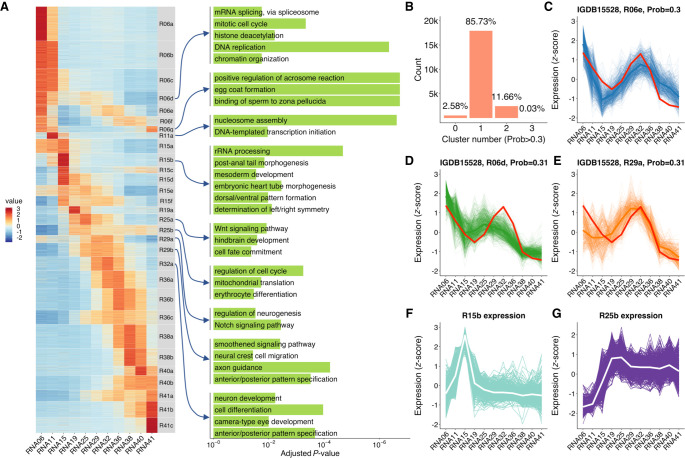
Clustering of expression profiles using a fuzzy clustering algorithm. (*A*) Heatmap of 30 expression profile clusters across embryogenesis. Genes expressed at >1 TPM in at least one stage are shown. Clusters were sorted by the stage when the maximum expression occurs. The bar plots on the *right* show selected GO enrichment of relevant clusters. (*B*) Adjustable fuzziness. With a cutoff of membership >0.3, 85.7% of genes were assigned to one cluster, 11.7% were assigned to two or more clusters, and 2.6% were not assigned to any cluster. (*C*–*E*) An example of one gene (*rnf19a*) assigned to three different clusters with membership >0.3, showing the similarity to multiple clusters. (*F*) Time-series expression profile of cluster R15b, which enriched mesoderm and body axis formation genes. The white line represents the average expression of the cluster, and the background lines represent all genes assigned to this cluster. (*G*) Time-series expression profile of cluster R25b, which enriched erythrocyte differentiation genes. The expression values were represented by TPM/*z*-score.

GO enrichment analysis of these 30 clusters showed enrichment of a lot of functions corresponding to the relevant stages (Fig. 3A; Supplemental Fig. S9). For example, mesoderm developmental genes and body axis formation genes are highly enriched in cluster R15b, which reaches the peak expression level at stage 15, the mid-gastrula stage (Fig. 3F). Genes involved in the erythrocyte differentiation are enriched in cluster R25b, which reaches the peak expression level at stage 25 (Fig. 3G). This is the 18- to 19-somite stage, when the heart just starts to beat slowly and the blood begins circulating. The clustering information could be useful for identifying genes underlining major biological events and for understanding how these genes orchestrate in the complex embryogenesis.

### Isoform switching

As PacBio long reads provide single reads for alternatively spliced transcripts and as Illumina short reads provide quantification information of transcripts abundance, we are able to identify isoform switching events during medaka embryogenesis. We first looked for genes with multiple isoforms that have an expression level of TPM >1 for at least one stage, and we got 5313 genes that have multiple expressed isoforms (13,663). We defined isoform switching as that the predominant isoform (>60% of all isoforms of the given gene at the given stage) has been changed during embryogenesis, and we identified 1879 genes, which means 35% of genes with multiple expressed isoforms have switched the predominant transcripts during embryogenesis (Supplemental Table S4; Supplemental Fig. S10). By using the ATAC-seq data discussed below, potential *cis*-regulatory elements controlling the isoform switching could be identified (Supplemental Fig. S11).

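In rufy3, shown in Supplemental Fig. S11C, the strongest element lay inside the gene and not at its end. This element, on chromosome 9 of ASM223467v1 from 691343 to 692326, was 984 bp wide and lay 4.40 kb from the higher-coordinate end of the gene, with a peak score of 218 and 6 merged peaks. The element at that end, from 695550 to 696271, was merged from 15 peaks and had a lower score of 71.2. At the other end of rufy3, an element from 681302 to 681458 had a score of 55.8 and 8 merged peaks. Within 5 kb of itgb1, the RefSeq gene taken here as itgb1a, 16 elements were found on chromosome 20, and 13 of these overlapped the gene. The strongest of them, from 8313263 to 8313933, had a score of 239 and lay 19.0 kb from the higher-coordinate end. The third gene of Supplemental Fig. S11 was not analysed here. The list holds no values per stage, so a switch of elements between stages could not be measured.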

Take *tpma* as an example; this gene encodes tropomyosin, which is a component of actin thin filament that constitutes myofibrils. Tropomyosin isoforms are known to be master regulators of the functions of actin filaments. These actin filaments play different functions in various physiological processes using different tropomyosin isoforms, including embryogenesis, morphogenesis, cell trafficking, cytokinesis, skeletal muscle, cancer, and so on (Gunning et al. 2015). Mammals have four tropomyosin genes, *TPM1*, *TPM2*, *TPM3*, and *TPM4*, which produce a total of 40 different isoforms (Geeves et al. 2015). Fish have six tropomyosin genes, including the paralogs of *TPM1* (*TPM1-1* and *TPM1-2*) and *TPM4* (*TPM4-1* and *TPM4-2*), and medaka *tpma* is the fish-specific paralog of *TPM1*. A previous study reported that several isoforms of zebrafish *tpma* are expressed in skeletal muscle (Dube et al. 2017). Here we not only identified multiple novel isoforms supported by both PacBio long reads and Illumina short reads but also found that the shorter isoform is predominant during early embryonic stages and that the longer isoform, which encodes an extra partial tropomyosin domain (Supplemental Fig. S12), is used during late stages (Fig. 4A,B). These isoforms switch at stage 19–25 when somites start to develop, which suggested that the long isoform might play an important role in somite development.

**Figure 4.**
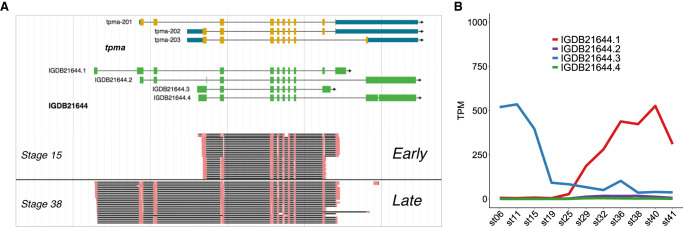
An isoform switching event during medaka embryogenesis. For gene *tpma*, the short isoform is predominant at early developmental stages, and the long isoform is so at late stages. (*A*) Genome view of reads mapped to different exons. (*B*) Expression dynamics of different isoforms.

### Accessible element annotation

Active regulatory elements are often depleted for nucleosomes, accessible to the transcription machinery and also enzymes, so that they are sensitive to digestion by nucleases such as DNase I or Tn5 transposase. This feature enables the identification of regulatory elements with the assay for transposase-accessible chromatin using sequencing (ATAC-seq) (Thurman et al. 2012; Buenrostro et al. 2013). Identifying regulatory elements and characterizing their dynamics are critical to understand the regulatory mechanisms controlling the development. Previous studies have reported chromatin accessibility dynamics of early embryos of zebrafish, mouse, and human when the embryos are still relatively simple (Wu et al. 2016, 2018; Gao et al. 2018; Liu et al. 2018, 2019; Jung et al. 2019) or whole embryogenesis of *Caenorhabditis elegans* and amphioxus, but developmental stages surveyed were limited (Daugherty et al. 2017; Jänes et al. 2018; Marlétaz et al. 2018).

To profile the regulatory landscape of medaka embryogenesis, we applied ATAC-seq to detect genomic chromatin accessibility of nine embryonic stages. 

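The ATAC-seq libraries came from whole medaka embryos at stages 11, 15, 19, 25, 29, 32, 36, 38 and 40, with 2 replicates of each, which makes 18 libraries. In this assay the Tn5 transposase cuts and tags open chromatin, so that an excess of reads marks an accessible element. The authors trimmed the reads with Trimmomatic 0.36, aligned them with Bowtie2 2.3.4.1, merged the replicates of each stage and called peaks with MACS2 2.1.2. They kept peaks with a −log q above 7 and merged them over all stages into a single list. This deposited list gives the position of each element, a peak score and a whole number. The score is read here as the −log10 of the q value by MACS2, because every score is above 7, the limit of the authors. The whole number, from 1 to 29, is read here as the number of stage-level peaks merged into the element, because it has a second mode at 9, the number of stages. The libraries were pooled in this list, so no value below carries an error between replicates, and neither the depth per library nor the accessibility per stage was used.

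For the analysis at the claims below, elements were placed by their midpoint against the 26832 RefSeq genes on the 24 chromosomes of the assembly ASM223467v1. The positions in Supplemental Table S2 were on the same assembly: 99.1% of the TF genes on these chromosomes overlapped a RefSeq gene, and 57.4% shared an end with one within 50 bp, against 1.31% after a shift of 50 kb. Each element was assigned to the gene whose body was closest. An element within 1 kb of either end of a gene was called a gene-end element, since the RefSeq table used has no strand, an element elsewhere in a gene a gene-body element, one within 5 kb of a gene proximal, and any other distal. TF genes were the 1646 genes of Supplemental Table S2. Of these, 1518 overlapped a RefSeq gene, and each was matched to the gene with the highest shared part of both lengths, which gave 1481 different genes. They were compared with the 24977 genes that overlap no TF gene, and with all remaining genes in the test of genes with more than 2 distal elements.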

The percentage of mitochondrial reads and the enrichment of TSSs were used to determine the quality of ATAC-seq libraries (Corces et al. 2017). The read distribution associated with genomic regions showed that reads are highly enriched in the transcription start sites (TSSs) (Fig. 5A), which indicated the relatively low backgrounds in our profiles. The length of insert fragments showed a ∼200-bp period and a clear periodicity equal to the helical pitch of DNA (∼10.5 bp) (Supplemental Fig. S13; Buenrostro et al. 2013). ATAC-seq data from two replicates and two adjacent time points showed high correlations, indicating that ATAC-seq can reliably and reproducibly measure chromatin accessibility in these samples (Fig. 5B). A high correlation was also found between our data and a previously published smaller data set (Supplemental Fig. S14; Marlétaz et al. 2018).

**Figure 5.**
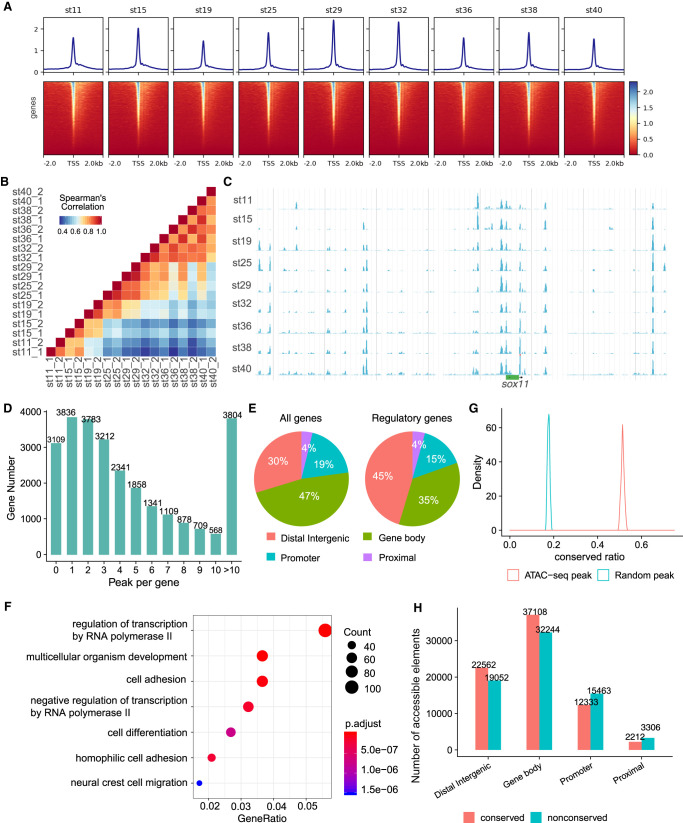
Overview of chromatin accessibility profiles. (*A*) Heatmaps of read distribution associated with genomic regions across all libraries. (*B*) Spearman's correlations among stages. (*C*) Representative screenshot of accessibility profiles across developmental stages. (*D*) Histogram of the number of accessible elements per gene. (*E*) Four types of elements according to their genomic locations. (*F*) GO enrichment analysis of genes with more distal intergenic accessible elements. (*G*) The distributions of conserved ratios of accessible elements and random regions. (*H*) The number of conserved or nonconserved accessible elements.

To define DNA elements that are accessible at any developmental stage, we identified all peaks of significant ATAC-seq-read enrichment and merged them across all developmental samples. To build a HQ data set, we used a stringent filter (−log(*q*-value) > 7) to keep only highly confident peaks (Fig. 5C). Eventually, we obtained 149,539 accessible elements. They were assigned to the closest genes, and ∼88% of genes (23,439) have at least one highly confident accessible element (Fig. 5D). 

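The accessible elements were narrow, and most of them were merged from more than 1 peak. Chromosomes 2 and 18 held fewer than all other chromosomes for their length. The 149539 elements had a median width of 255 bp (quartiles of 177 and 374 bp) and covered 45.0 Mb in all. Their peak scores had quartiles of 16.5 and 67.0 around the median. Elements merged from a single peak numbered 41464 and had a median score of 13.6, whereas the 15189 elements merged from 9 peaks had a median score of 149. Of all elements, 144280 lay on the 24 chromosomes and the others on 457 scaffolds. Chromosome 22 was the densest with 219 elements per Mb, followed by chromosome 16 with 217. Chromosome 2 had 145 elements per Mb and chromosome 18 had 143, while the other 22 chromosomes ranged upward from 177, the value of chromosome 1, with a median of 202. Chromosome 8 had the most protein-coding genes per Mb, 42.4, and 214 elements per Mb. Chromosome 23 had the fewest protein-coding genes per Mb, 23.7, and 191 elements per Mb.

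**Figure D1:**
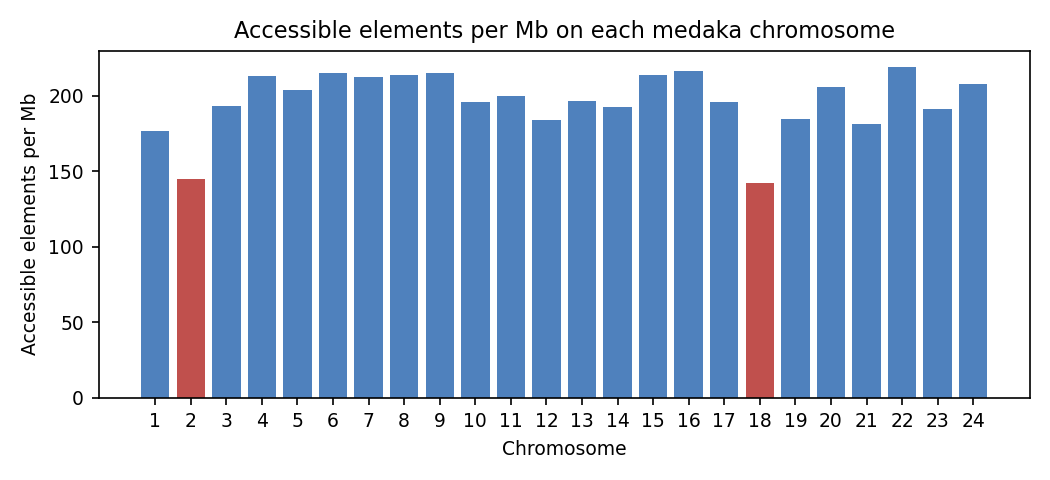
Accessible elements per Mb on each of the 24 chromosomes of ASM223467v1, counted between the first and the last element of each. Chromosomes 2 and 18 lie at 145 and 143, below the 177 to 219 of the others.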

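Protein-coding genes were far more often the closest gene of an element than genes of small RNAs. Of the 26832 genes, 21898 had at least 1 element (81.6%, 95% Wilson interval 81.1 to 82.1%). This held for 19654 of 22058 protein-coding genes (89.1%), for 1871 of 3096 lncRNA genes (60.4%) and for 136 of 763 tRNA genes (17.8%). The median gene had 3 elements (quartiles of 1 and 6), and the mean was 5.38 ± 8.60 (SD over genes). More than 10 elements were assigned to 3627 genes, and 4934 genes had none. The genes with the most elements were long and carried most of them inside the gene. LOC101161760, which is 409.6 kb long, had 156 elements, of which 127 lay in the gene body. fbrsl1 had 128 (115 in the gene body), auts2 had 121 (100), macrod2 had 116 (111) and robo1 had 104 (101). bcas3 and lrmda had 105 each and diaph2 had 101. Among genes that the paper names, ppara had 11 elements, eomes (eomesb in Supplemental Table S5) had 7, ddx4 had 6 and rnf19a had 5. The Wilson interval covers counting error only.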

Across all developmental stages surveyed, 90% of elements (135,516) show variable accessibility for over twofold change, and 40% of elements (60,260) show variable accessibility for over fivefold change. These observations suggested a very dynamic landscape of DNA accessibility during medaka embryogenesis.

We classified these elements into four categories according to their genomic locations, namely, the distance to the nearest genes (Fig. 5E). 

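Gene bodies held more of the elements on the chromosomes than any other place. The elements at gene ends were stronger and were merged from more peaks than those in other places. Gene bodies held 74273 elements (51.5%, 95% Wilson interval 51.2 to 51.7%), and gene ends held 33738 (23.4%, 23.2 to 23.6%). These shares depend on the limits chosen: over the alternatives gene bodies held 45.6 to 68.1%, and gene ends 6.72%, when gene bodies were placed first, to 32.1%. A further 11352 were proximal (7.87%, 7.73 to 8.01%) and 24917 were distal (17.3%, 17.1 to 17.5%). The gene-end elements had a median score of 49.2 and 33.2% of them were merged from 9 or more peaks. Distal elements had a median score of 27.9, and 3.89% of them were merged from 9 or more peaks. For TF genes longer than 2 kb, whose strand Supplemental Table S2 gives, 85.4% of 1511 had an element within 1 kb of the start and 43.7% within 1 kb of the 3′ end. For 908 lncRNA genes of Supplemental Table S3 these shares were 45.0% at the start and 51.2% at the 3′ end. Distal elements lay a median of 17773 bp from the closest gene, and 705 of them (2.83%) lay more than 100 kb from it. The distal share was lowest on chromosome 8 (12.1%) and highest on chromosome 2 (24.1%). Chromosome 8 had the highest share at gene ends, 30.4%, and chromosome 3 the lowest, 18.9%.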

We found that for all genes, 47% of elements are enriched in gene-body regions, 19% are enriched in promoter regions, and 30% are enriched distal intergenic regions. Genes associated with the GO term “regulation of transcription” have far more distal elements (45% vs. 30%) (Fig. 5E; Supplemental Fig. S15). 

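Elements assigned to TF genes were more often distal than those of other genes. Of 14269 elements of TF genes 3452 were distal (24.2%), against 21325 of 128640 elements of the other genes (16.6%). The difference of 7.62 percentage points had p = 1e-05 in a two-sided permutation test of the gene labels, the smallest p that 100000 permutations can give. It stayed between 6.44 and 7.98 points when each chromosome was left out in turn, and was 15.5 points (33.6% against 18.1%) when elements were assigned to protein-coding genes only. TF genes had 19.5% of their elements at gene ends, against 23.8%, and 47.0% in gene bodies, against 51.9%, which were not tested. A TF gene had a mean of 2.33 ± 5.76 distal elements (SD over genes) and any other gene 0.854 ± 2.96, while the median was 0 in both groups. Among the 221 homeobox genes 34.5% of the elements were distal, and among the 451 zf-C2H2 genes 21.2%. TF genes also had more space around them: the intergenic space next to a TF gene had a median of 12.2 kb, and that next to another gene 7.34 kb. The difference in distal share was not compared within groups of genes with similar space. The TF genes of Supplemental Table S2 stand in here for the GO term, whose gene list was not used. The 374 genes that overlap a TF gene matched to another gene were in neither group.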

An extreme example is *sox11*, which has a large number of accessible elements, but no neighboring gene exists within ∼350 kb (Fig. 5C). 

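sox11 had more distal elements than any other of the 26832 genes, while 37 genes had more elements in all. It lies on the forward strand of chromosome 22 from 10643822 to 10646963 (IGDB19787). It was the closest gene of 78 elements, of which 70 were distal, 4 proximal and 4 at its ends. None lay in the gene body. The next protein-coding genes are colec11, 350.3 kb upstream, and cmpk2, 318 kb downstream. Between them lay 190 elements, 105 upstream of sox11 and 83 downstream, or 283 per Mb against 197 per Mb over all chromosomes. The lncRNA gene LOC105356921, 167 kb upstream of sox11, was the closest gene of 49 distal elements. The element over the TSS, from 10643725 to 10644158, had a score of 228 and 9 merged peaks. The strongest element of the region lay 157 kb downstream of the TSS, from 10800644 to 10801135, with a score of 683 and 9 merged peaks. Another one 35.4 kb downstream, from 10679029 to 10679477, had a score of 554. Of the 190 elements 53 (27.9%) came from a single peak and 17 (8.95%) from 9 or more.

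**Figure D2:**
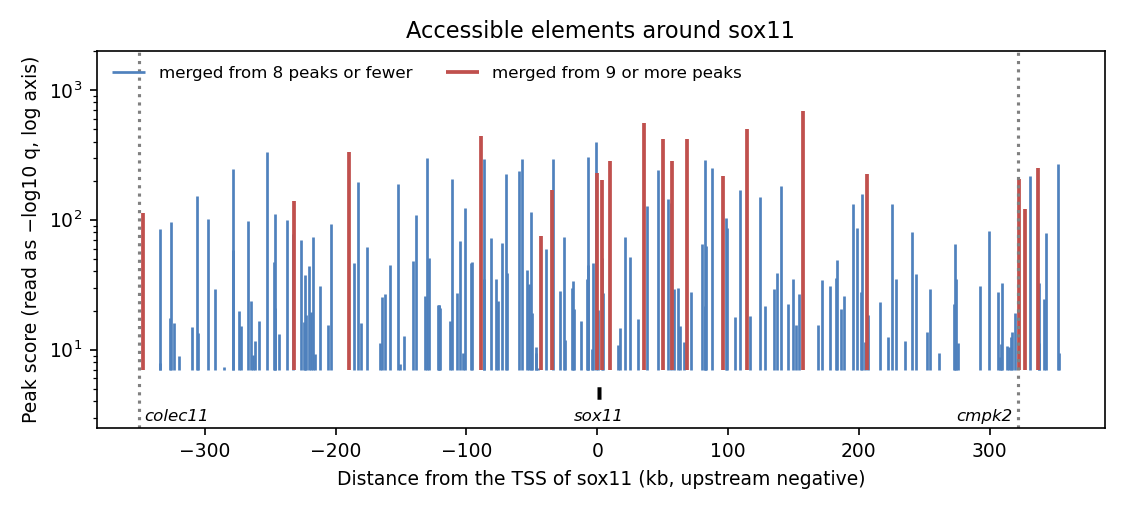
Accessible elements around sox11 by distance of the element from the TSS in kb and by peak score (read here as −log10 q, log axis). Dotted lines mark the neighbouring protein-coding genes colec11 and cmpk2, and the highest line is the element with a score of 683.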

GO analysis also showed that genes with multiple (more than two) distal elements are highly enriched in the term “regulation of transcription” (Fig. 5F). 

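TF genes were over-represented among the genes with more than 2 distal elements. Of 1481 TF genes 326 had more than 2 (22.0%), against 9.29% of the remaining genes, an odds ratio of 2.75 (two-sided Fisher's exact test, p = 5.06e-45). TF genes made up 12.2% of the 2682 genes with more than 2 distal elements and 5.52% of all genes. After sox11, the genes with the most distal elements were LOC110016486 with 57, pou3f1 with 54, LOC110016065 and klf6a (LOC110017318) with 53 each, and mafb and LOC105356921 with 49 each. LOC105357891 had 46, and irx3 and ephb3 had 44 each. Of these, pou3f1, klf6a, mafb and irx3 encode TFs of Supplemental Table S2. LOC110016486, LOC110016065, LOC105356921 and LOC105357891 are lncRNA genes, to which elements were assigned by distance alone, as to any other gene. pou3f1, of 3.51 kb, had 265 kb of intergenic space next to it and only 1 element in its gene body. ephb3, of 52.8 kb, had 26. In homeobox genes 27.1% of 221 genes had more than 2 distal elements, and in zf-C2H2 genes 17.1% of 451.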

Further studies using ATAC-seq data from human (Wu et al. 2018), mouse, chicken (Uesaka et al. 2019), and zebrafish (Liu et al. 2018) also showed this term enrichment in genes with multiple (more than two) distal elements (Supplemental Fig. S16). These indicated that regulatory genes have a more complex regulatory apparatus.

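Among the gene lists examined, the neural and sensory TFs had the highest mean number of distal elements. For 14 gene lists fixed in advance, of which 317 of 447 symbols were found, the mean number of distal elements per gene was compared with all other genes (two-sided permutation tests, adjusted over the lists). Of these, 5 lists had more. The 45 neural and sensory TFs had 6.67 ± 13.5 distal elements (SD over genes) against 0.919 (adjusted permutation p = 0.00014), and 18 of them had more than 2. sox11, irx3 and irx1a (LOC101162949, 36 distal elements) had the most among them. sox2 on chromosome 4 had none, but it lies inside a lncRNA gene, LOC101162358, that takes the elements there. The 16 retinoid signalling genes had 5.06 ± 9.69 (adjusted permutation p = 0.00917), led by nr2f2 (LOC101172490) with 39, nr2f5 with 11 and stra6 with 10. The 12 signalling ligands and antagonists of axis formation had 4.50 ± 6.65, with bmp4 at 23 and wnt11 at 10. The 18 neural crest and pigment genes had 3.83 ± 6.71, with foxd3 and tfap2c (LOC101167699) at 20 each. The 18 cardiac and endodermal TFs had 3.61 ± 5.51, with prox1 at 18 and mef2c at 16. The adjusted p of each of these last 3 lists was 0.0216. These means rest on a part of each list, since the medians were 1 for the neural and cardiac lists, 1.5 for the retinoid and ligand lists and 0 for the neural crest list.

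The mesoderm and body axis TFs had 2.68 ± 4.22 distal elements, led by otx2 with 13 and foxa2 with 12, and did not pass the test (adjusted permutation p = 0.0563). The 5 yolk syncytial and epidermal genes found, of 24 listed, had 4.40 ± 6.58 (adjusted permutation p = 0.072), of which foxi3 held 16. Among 31 Hox genes 29 had no distal element, and hoxd3 had 17. The mean was 0.867 in erythroid and blood genes, 0.36 in proteasome genes, 0.357 in germ cell genes, 0.298 in ribosomal protein genes, 0.25 in skeletal muscle genes and 0.135 in oxidative phosphorylation genes, none of them past the test. A distal element lies over 5 kb from every gene, which leaves little room where the intergenic space is small. The median space was 6.01 kb for Hox, 2.86 kb for ribosomal protein and 2.72 kb for oxidative phosphorylation genes. It was 4.5 kb for proteasome, 4.4 kb for germ cell, 7.16 kb for skeletal muscle and 17.2 kb for erythroid and blood genes. Compared within 10 groups of genes with similar intergenic space, only the neural and sensory TFs passed the test (adjusted permutation p = 0.00014 under each alternative), with 4.32 more distal elements than other genes, against 5.75 without these groups. The other 4 lists kept the direction of the difference and did not pass. Space still differs within a group, and it was measured wrongly for genes that overlap another, so the groups even out space only in part. The excess of the retinoid signalling genes went from 4.14 to 3.02 (adjusted permutation p over the alternatives 0.00973 to 0.0645, the highest within these groups, as for the next lists). It went from 2.68 to 1.59 for cardiac and endodermal TFs (0.0223 to 0.164), from 2.91 to 1.34 for neural crest and pigment genes (0.0223 to 0.296) and from 3.57 to 0.852 for ligands (0.0227 to 0.734). With a proximal limit of 10 kb the ligands did not pass either (adjusted permutation p = 0.0712). From the larger share of distal elements in regulatory genes, their excess among genes with multiple distal elements, and the same excess in data from human, mouse, chicken and zebrafish, which were not analysed here, the paper infers that regulatory genes have a more complex regulatory apparatus.

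**Figure D3:**
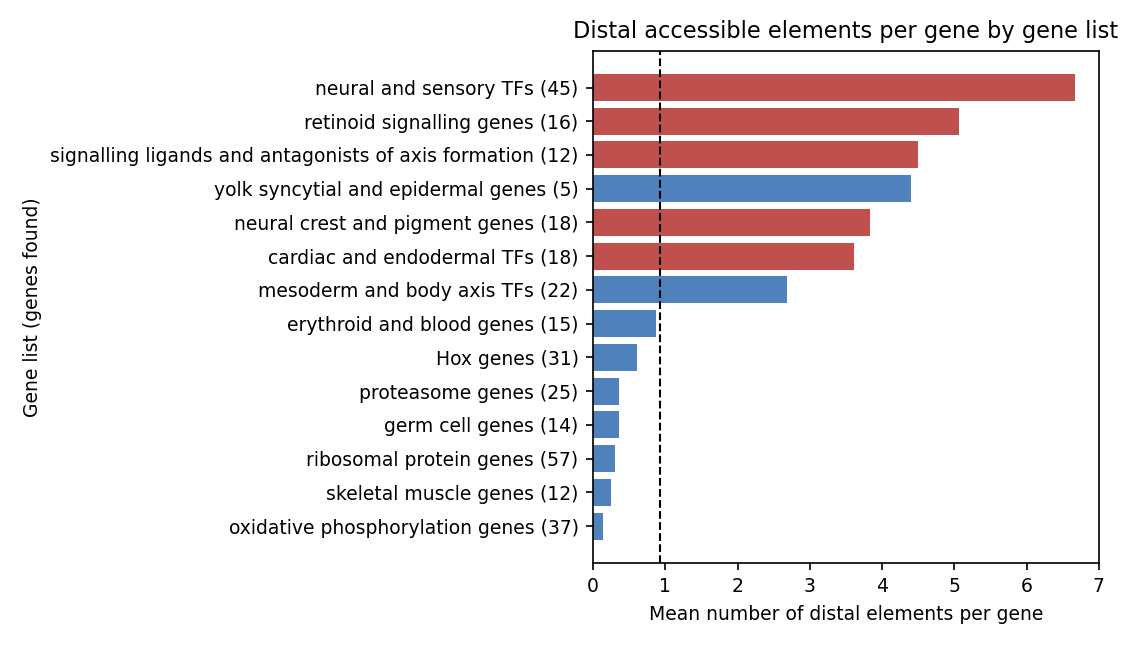
Mean number of distal accessible elements per gene in 14 gene lists, with the number of genes found in parentheses. Red bars are lists with an adjusted p under 0.05, blue bars all others, and the dashed line is the mean of all other genes, so that the neural and sensory TFs stand highest at 6.67.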

To examine the evolutionary conservation of accessible elements, we analyzed the selective constraint of these elements. First, we downloaded constrained regions of the medaka genome computed based on 51 fish genomes from the Ensembl Compara database. Accessible elements that overlapped with constrained regions were defined as conserved, and 51% elements fall into this category. We randomly sampled genomic elements with a similar length distribution to accessible elements, and only 18% of them were conserved. We repeated the sampling process 200 times and found the conserved ratio of accessible elements is significantly higher than that of random peaks (Kolmogorov–Smirnov test, *P*-value = 2.2 × 10^−16^) (Fig. 5G). This indicated that accessible elements are under higher selective constraint than expected. We found that among the four different categories of accessible elements, distal intergenic and gene-body elements are more conserved than others (Fig. 5H). Again, genes with more conserved elements than nonconserved elements (more than twofold) are enriched in the GO term “regulation of transcription” (Supplemental Fig. S17).

### *Cis*-regulatory logic

One of the major difficulties in accessible element analysis is how to link these elements to the genes they regulate. The common practice is to assign the elements to their closest genes, assuming a correlation between functional regulation and genomic distance. Previous studies had shown that the “closest gene” assignment is likely correct 90% of the time (Yoshida et al. 2019). Therefore, we used the genomic location as the rough proxy to establish the link between the accessible elements and genes.

To uncover the *cis*-regulatory logic between genes and accessible elements, we first assigned elements to its nearest gene and then calculated the correlation between the transcriptional activity of genes and the accessibility of elements. We found at least four common types of *cis*-regulatory logic: synchronization, repression, enhancer switching, and early opening (Fig. 6A–E).

**Figure 6.**
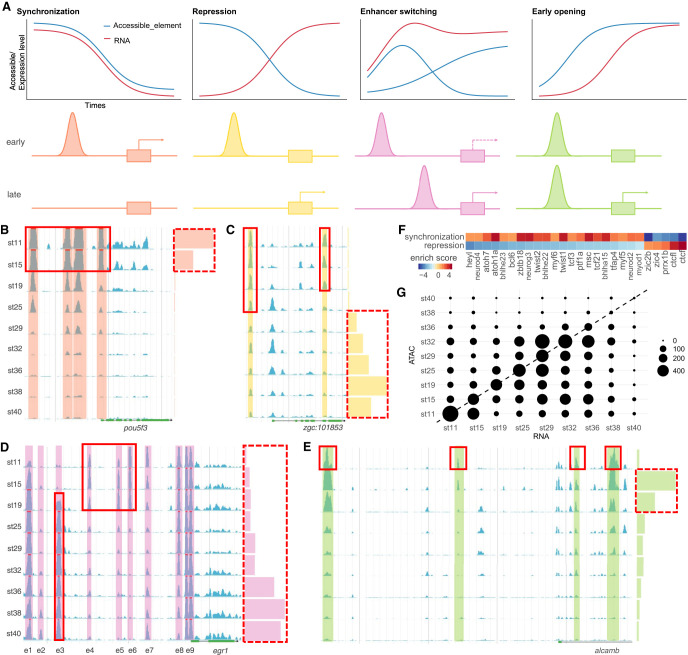
*Cis*-regulatory logic between genes and accessible elements. (*A*) Schematic diagram of four common types of *cis*-regulatory logic: synchronization, repression, enhancer switching, and early opening. (*B*–*E*) Cases of four types of *cis*-regulatory logic. Chromatin accessibility is presented by blue peaks with color shading. Gene expression is presented by color bars on the *right*. (*B*) Synchronization. (*C*) Repression. (*D*) Enhancer switching. (*E*) Early opening. (*F*) Differential TF binding motif enrichments between synchronization and repression peaks. (*G*) Early opening events are common. Circle position denotes the stage when gene expression first reaches 50% of its maximum (*x*-axis) versus the stage when the accessibility of the promoter first reaches 50% of its maximum (*y*-axis). The circle size indicates the number of genes.

The first type is synchronization. For example, there are four upstream accessible elements near *pou5f3*, and the accessibility of all these elements and the promoter as well are highly synchronized with the expression of *pou5f3* (Fig. 6B). 

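Within 10 kb upstream of the TSS of pou5f3 lay 5 elements, and 4 of them were stronger than the element at the TSS. The gene was identified as IGDB13298, which Supplemental Table S5 lists as Pou5f1, on the forward strand of chromosome 12 from 15942154 to 15945347. The element over its TSS, from 15942050 to 15942263, had a peak score of 91.8 and was merged from 4 peaks. The closest upstream element, 1.10 kb upstream from 15940809 to 15941309, had the highest score, 189, and 6 merged peaks. The next were 1.58 kb upstream (score 147, 6 peaks) and 3.18 kb upstream (score 160, 4 peaks). A weak element 5.42 kb upstream came from a single peak with a score of 10.4. The farthest, 7.38 kb upstream, was 737 bp wide, with a score of 177 and 11 merged peaks. The closest gene of the 3 farther elements was not pou5f3 but its upstream neighbour LOC101172509. Read by eye, the TSS element and the next 3 upstream have the spacing of the shaded peaks of Fig. 6B. The paper counts 4 upstream elements besides the promoter, so this match does not account for all of them. The counts depend on the reach chosen here: 3 elements lay within 5 kb upstream and 8 within 20 kb.

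**Figure D4:**
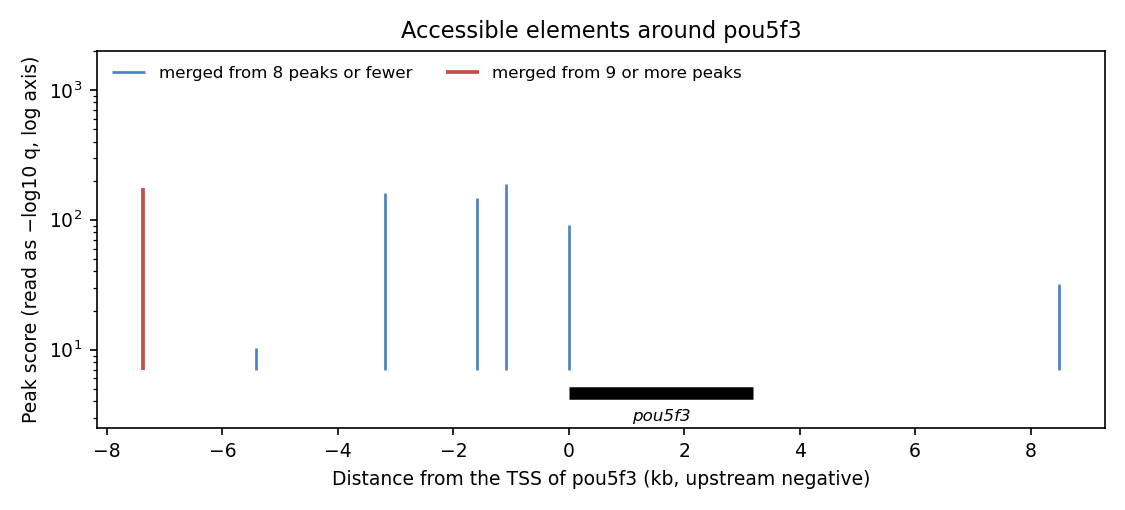
Accessible elements around pou5f3 by distance from the TSS in kb and by peak score (read here as −log10 q, log axis), in red if merged from 9 or more peaks. The element 7.38 kb upstream is the only red one.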

The precise synchronization indicated that four enhancer elements and the promoter control the timing of *pou5f3* expression during embryogenesis. When using Spearman's correlation >0.8 as the cutoff, there are 7839 elements that show tight synchronization between their accessibility and the expression of the corresponding 4077 genes.

The second type is repression. An upstream accessible element of *zgc:101853* might be a repression element because the expression of *zgc:101853* and the accessibility of this element are mutually exclusive during embryogenesis (Fig. 6C). Similarly, when using a Spearman's correlation of less than −0.8 as the cutoff, there are 3396 elements that show repression regulatory logic with their corresponding 2533 genes. We then asked whether synchronization and repression accessible elements are regulated by different TFs. We used GimmeMotifs (Bruse and van Heeringen 2018) to identify differential TF binding motifs between two types of elements and found that CTCF and CTCFL binding motifs are highly enriched in repression accessible elements (Fig. 6F).

The third type is enhancer switching, a more complex scenario. For example, the gene *egr1* has eight accessible elements (Fig. 6D). It is expressed at relatively low levels (∼10% of the max level) at the early stages and then gradually turned on, reaching high levels (∼65%–100% of the max level) from stage 36 to 38. 

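Upstream of egr1, 8 elements lay within 13 kb of the TSS, apart from the promoter element. They differed widely in score and in the number of merged peaks. The gene (IGDB11998) lies on the forward strand of chromosome 10 from 17273562 to 17276914. Taken in order toward the TSS, these elements and the promoter element have the spacing of e1 to e9 of Fig. 6D, read by eye. The farthest, in the place of e1, lay 12.8 kb upstream from 17260305 to 17261289, with a peak score of 168 and 10 merged peaks. The element in the place of e2 came from a single peak with a score of 22.5, and that of e3, 10.2 kb upstream, had a score of 167 and 6 peaks. Those in the places of e4, e5 and e6, at 7.81, 5.59 and 4.69 kb, had scores of 34.9, 66.0 and 88.8 from 3, 4 and 3 peaks. The element in the place of e7 had a score of 60.3. The one in the place of e8, 0.95 kb upstream, had a score of 120 and 8 peaks. The promoter element, from 17273095 to 17273683, overlapped the TSS and was the strongest, with a score of 248 and 12 peaks. By distance, 7 of these 9 elements were closest to the lncRNA gene LOC105354913, which ends 6.07 kb upstream of egr1. The 8 elements assigned to egr1 itself were the nearest 2 of these, 1 in the gene and 5 downstream. The reach of 13 kb was chosen to span Fig. 6D after the positions were seen.

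**Figure D5:**
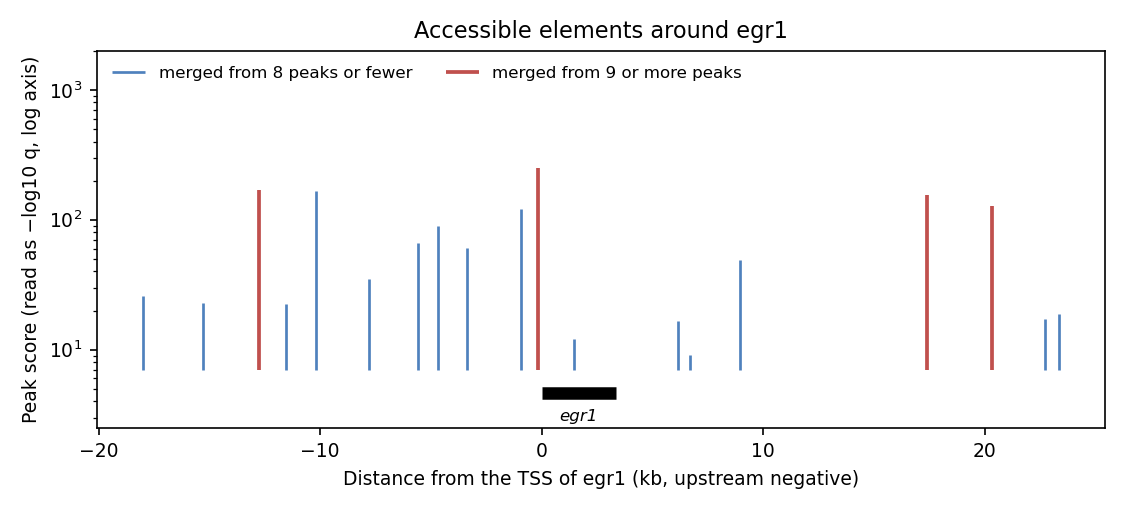
Accessible elements around egr1 by distance from the TSS in kb and by peak score (read here as −log10 q, log axis), in red if merged from 9 or more peaks. The promoter element is the highest line, at a score of 248.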

At very early stages (stage-11 blastula to stage-19 two-somite), elements e2 and e3 are closed, whereas e4 to e6 are open. Along with the boost of the transcription activity, e2 and e3 gradually become more accessible, whereas e4 to e6 are turned off. The promoter element e9 is constitutively open, and e1 is similar to e9 except that it is almost closed at stage 11. These observations indicated that e2 and e3 probably control the late-phase high-level expression, and e4 to e6 contribute to the early-phase low-level expression. The enhancers switch at different developmental stages. The promoter e9, and element e1 as well, might be necessary for the transcription activity of *egr1* and does not contribute to the switch of different expression phases. A previous study of zebrafish had shown that the expression of *egr1* is first detected in the presomitic mesoderm at early stages. Then, its expression is observed only in specific brain areas. Eventually, *egr1* is expressed in specific domains of multiple tissues (Close et al. 2002). The expression pattern switch of *egr1* in zebrafish embryogenesis is highly similar to the dynamic accessible elements switch in medaka *egr1*. To test whether the enhancer switching logic commonly exists, we first selected the element pairs whose accessibility levels are negatively correlated, and then applied a linear regression to fit gene expression level and accessibility level of each element pair. By using *F*-test cutoff <0.1, we get 9296 element pairs containing 11,766 accessible elements regulating 2428 genes.

The fourth type is early opening. A typical case can be seen in *alcamb*. This gene starts to express at stage 19, whereas elements in the 5′ upstream region and the first intron are open at stage 11, earlier than its expression (Fig. 6E). To consider generally how common accessible elements are open earlier than the expression of corresponding gene, we searched for genes with gradually increased expression and gradually opened accessible elements (Supplemental Methods; Supplemental Fig. S18). For these genes, we compared the differentiation stage when the expression level of the gene, or the accessibility of elements, reaches 50% of their maxima (Fig. 6G). If the accessible elements open together with the increase of expression, we will see genes fall onto the diagonal line. However, strongly skewed patterns were observed: For 3012 genes, 5775 accessible elements became open before the onset of transcription. This suggested that early opening might be a common regulatory pattern in embryogenesis.

### *Trans*-regulatory logic

In addition to the analysis of *cis*-regulatory logic between genes and their nearby DNA elements, we also investigated the *trans*-regulatory logic between genes and TFs. This can be inferred from the TF binding motif enrichment and TF footprints from the ATAC-seq profiles.

Pioneer TFs bind to previously closed chromatin, open the region, and allow other TFs to bind nearby (Zaret and Carroll 2011; Soufi et al. 2012). The protein interaction quantification (PIQ) algorithm calculates a chromatin opening index score on the basis of the frequency of transposase cutting sites surrounding TF footprints. This method has been used to validate and predict new pioneer TFs (Sherwood et al. 2014; Gehrke et al. 2019). Another algorithm, chromVAR (Schep et al. 2017), calculates the motif enrichment of the given TF. We integrated the binding information extracted from these algorithms and the expression information obtained above to predict pioneer TFs in medaka embryogenesis. Those TFs with chromatin opening index score >2.5, chromVAR score >10, and gene expression TPM >5 were defined as pioneer TFs (Supplemental Table S5).

We found that previously known pioneer TFs were recovered in our data particularly in the relevant stages. For example, in stage 11 (blastula), Pou5f3 (ortholog of human POU5F1), Sp6, and Eomesb were identified as pioneer TFs (Fig. 7A). They also left obvious footprints (the drop of Tn5 insert counts around the TF binding motif) in the accessible elements (Fig. 7B). Genes encoding these TFs are known to play critical roles in early embryogenesis (Pan and Thomson 2007; Lee et al. 2013; Simon et al. 2017). In stage 19 (two-somite) to stage 25 (18/19-somite) when embryonic brain and nerve cord can be recognized, Nr2f6 was recognized as a top candidate (Supplemental Fig. S19). Previous studies showed that Nr2f6 is required in the development of the locus coeruleus, which is the major noradrenergic nucleus of the brain (Warnecke et al. 2005). By using ATAC-seq data from multiple species discussed above, we compared chromatin opening index scores among human, mouse, chicken, zebrafish and medaka and found that these pioneer scores are highly correlated (Supplemental Fig. S20), suggesting a set of common pioneer TFs are used during early embryogenesis in the vertebrate. We believe that many novel pioneer TFs identified in this study will be valuable for further study.

**Figure 7.**
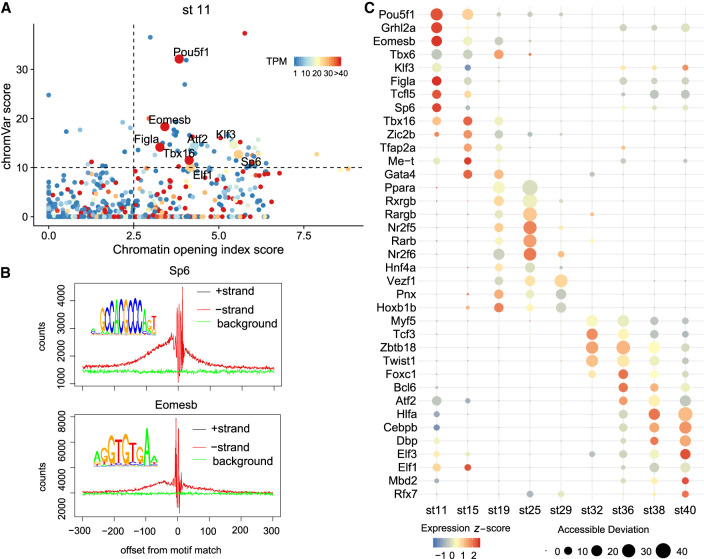
*Trans*-regulatory logic between genes and TFs. (*A*) Pioneer TF prediction at stage 11. Pioneer score is the *x*-axis, chromVAR score is the *y*-axis, and the expression level is represented by the color. Pioneer TFs are those dots with high scores of three measurements, plotted with larger size. (*B*) TF footprint of Sp6 and Eomesb. Within accessible elements, Tn5 insert counts suddenly drop around the given TF binding motif owing to the protection of that TF. (*C*) TF expression and enrichment of its binding motif. The size of the dots was correlated with accessible deviation calculated by chromVAR, indicating the enrichment of TF motifs. The color of the dots reflects the expression level of the given TF.

We also investigated the dynamics of TF activities during embryogenesis, integrating both expression data and DNA motif enrichment of TFs with binding matrices data available (Fig. 7C; Supplemental Fig. S21). The result showed that many TFs are expressed at high levels (orange/red color) when their binding motifs are also significantly enriched in the accessible elements (large size) at the same stages, indicating the critical regulatory functions of these genes at the corresponding stages. For example, retinoic acid (RA) signal-related genes *nr2f6*, *rxrgb*, *rarb*, and *pparaa* are enriched in stages 19–32 when medaka organogenesis is happening. It is known that RA signaling plays a central role during vertebrate development, including neuronal differentiation in the hindbrain and spinal cord, eye morphogenesis, differentiation of forebrain basal ganglia, and heart development (Cunningham and Duester 2015).

The above *cis*- and *trans*-regulatory logic analyses showed that integrating gene expression and chromatin accessibility time-series data sets provided a wealth of information on dynamic gene regulation during embryogenesis.

### Medaka omics data portal

To facilitate the use of these data sets, we built a medaka omics data portal containing three web tools (http://tulab.genetics.ac.cn/medaka_omics/). The first one is the genome browser implemented using JBrowse (Supplemental Fig. S22A; Buels et al. 2016). With this tool, users could compare gene models from the Ensembl, RefSeq, PacBio, and IGDB sets and explore all Illumina and ATAC-seq read coverage and alignments at any genomic locus at each time points. We also incorporated multiple published medaka omics data sets (Nakamura et al. 2014; Tena et al. 2014; Ichikawa et al. 2017; Marlétaz et al. 2018; Uesaka et al. 2019). In total, we constructed 100 tracks to present various annotations, read coverage, and alignments in embryonic stage (24) and adult tissue (seven) samples, using different technologies including RNA-seq (42), ATAC-seq (21), and histone modifications (13). Users can use a sophisticated track selector to search for tracks of interest.

The second tool is a gene viewer for functional annotation and quantification data query and visualization (Supplemental Fig. S22B). This web tool was implemented with R Shiny (R Core Team 2020; https://shiny.rstudio.com), with an SQLite database as the backend. The database contains all gene models in the IGDB set, including their sequences and corresponding Ensembl gene ID, name, GO annotation, Interpro protein domain annotation, and TF family, as well as their orthologs in human, mouse, zebrafish and fly. The essential function of this web tool is to query and visualize the quantification data of gene expression. Users can obtain TPM, percentage, or *z*-scores of expression data for any gene of interest and visualize them using heatmaps or line plots.

The third tool is a BLAST server implemented by sequenceserver (Priyam et al. 2019). Users can search the medaka genome and cDNA sets by their sequences. The genome BLAST report has links to the genome browser to visualize the hits on the genome (Supplemental Fig. S22C). The gene viewer also has links to the genome browser so that users can quickly explore all information of gene of interest. This set of tools makes the enormous amount of medaka omics data easily accessible for all researchers and could become a daily and essential data portal for the community.

## Discussion

### Improving genome annotation with minimum ENCODE toolbox

Extraordinary progress has been made in high-throughput sequencing technologies in the past decade. The widespread use of these technologies generated a vast amount of data and, as a consequence, revealed genome-wide molecular mechanisms underlining complex biological processes at an unprecedented rate (Goodwin et al. 2016). For example, to date in the NCBI Gene Expression Omnibus (GEO) database, a genomics data repository, there are 3,203,367 samples that have been profiled by array- or sequencing-based technologies (https://www.ncbi.nlm.nih.gov/geo/summary/?type=taxfull). Among these profiles, human and mouse have been studied intensively, which contribute 54% and 25% of samples, respectively, in the GEO database. These data sets provide a tremendous amount of information regarding the activity and function of human and mouse genomes under various conditions (The ENCODE Project Consortium 2012; Yue et al. 2014). In contrast, there are significantly fewer genomic data sets available for other organisms. At the organism list sorted by sample numbers, the next eight organisms collectively account for 10% of all archived data, with the remaining approximately 4600 organisms contributing 11% (Supplemental Table S6). Therefore, for most organisms, the research resources are very limited. How to maximize the information that could be acquired from limited research resources is a big challenge.

The ENCODE Consortium uses a set of genomic assays as the standard, including DNA binding (ChIP-seq for histones and TFs), DNA accessibility (ATAC-seq, DNase-seq), DNA methylation (WGBS), 3D chromatin structure (ChIA-PET, Hi-C), transcription (bulk RNA-seq, long read RNA-seq, small RNA-seq, etc.), and RNA binding (eCLIP, RNA Bind-N-Seq) (https://www.encodeproject.org/data-standards/). The Consortium has developed protocols and guidelines for these technologies. Nevertheless, it is demanding for any single laboratory to apply all such metrics to their organism of interest.

In this study, we generated three genomic data sets: PacBio long-read RNA-seq for gene model construction, Illumina short-read RNA-seq for transcript abundance quantification, and ATAC-seq for identification of potential regulatory elements. We refer to these three technologies as a minimum ENCODE toolbox.

Technically, they are all simple enough for most molecular biology laboratories. In our experience, the vital technical requirement of RNA-seq is to extract HQ RNA and of ATAC-seq is to purify HQ nuclei. Other than that, there are no significant requirements to prevent acquiring such data sets. Bioinformatics algorithms for analyzing these assays are rather straightforward. Lastly, bespoke antibodies are not required, which is critical for DNA binding assays, whereas it is often not available for many organisms.

On the other hand, the information obtained from these assays is of great value. Take this study as an example; we acquired information as follows:

1. A set of accurate gene models for protein-coding RNAs and lncRNAs. This is the most fundamental information for all other genomic metrics. As discussed above, gene models from many organisms are based on computational prediction, comparative genomics, and short-read RNA-seq, all of which carry inherent limitations. Long-read RNA-seq is the direct measurement of full-length cDNAs and provides a solid foundation for gene and isoform annotation.
2. Quantification of transcript abundance. This is another critical piece of information that indicates the activity of genes. High-throughput short-read RNA-seq has been used for this purpose for years and has become a standard method to measure the expression level of genes on a genome-wide scale.
3. A set of potential *cis*-regulatory elements. Perhaps the most elusive genomic information concerns DNA regulatory elements. Despite many assays used by the ENCODE project dedicated to this task, most require bespoke antibodies and sophisticated experimental techniques. Contrariwise, ATAC-seq reflects DNA accessibility, which is a proxy of DNA regulatory function. Although this assay is unable to distinguish individual TF binding sites, it does locate regions of the genome that likely harbor regulatory elements.
4. Dynamics of gene expression and DNA element accessibility. Profiling such metrics across developmental time informs upon the dynamics of genome activity. Biological events such as isoform switching, enhancer switching, etc., can be discovered from the profiles of genome activity. Critical regulatory genes and DNA elements underlining these events could be identified in further studies.

Given the straightforward experimental and computational protocols involved and the rich information thus obtained, we propose that the minimum ENCODE toolbox (long-read RNA-seq, short-read RNA-seq, and ATAC-seq) could serve as the initial and essential profiling assays for model organisms lagging behind in terms of available genomic information.

### Limitations

Our current annotation and data sets still have some limitations. The major one is the limited depth of long-read RNA-sequencing. PacBio sequencing is still costly compared with high-throughput Illumina sequencing. Therefore, the biological samples profiled in this study were limited, and pooling multiple samples into one sequencing library made the sequencing depth not deep enough. In the end, the PacBio gene models contribute 61% of the final gene set. Some genes or isoforms expressed at a low level or in the restricted domains are likely missed. For example, *vasa* is a germ cell specifically expressed gene (Shinomiya et al. 2000). In medaka embryos, *vasa* transcript presents in each blastomere at the early stages and then restricts to germ cells, which are only a tiny proportion of the whole embryo at late stages. In medaka adults, it is highly expressed in both ovary and testis. In our PacBio sequencing results, this transcript is detected in all libraries except the late-stage library pooled from stages 32, 36, 38, and 40. At these stages, there are only about 60 to 140 germ cells per embryo (Kobayashi et al. 2004). Thus, if a gene is expressed in such a small proportion of the embryo, our current sequencing depth is not able to detect the transcript.

lncRNAs could also be missed as they are likely expressed at lower levels with a time- or space-limited manner. For example, *LDAIR* is a newly identified seasonal regulated lncRNA, which is transcribed from the first intron of *lpin2* but in the opposite direction (Nakayama et al. 2019). Our PacBio set failed to detect this transcript. However, it was recovered from Illumina short reads and showed to be transiently expressed during stages 15–25 (Supplemental Fig. S23). However, all our data sets, including PacBio reads, Illumina reads, and ATAC-seq reads, showed that the Ensembl isoforms of *lpin2* were not accurate, at least for the biological samples surveyed in this study. Our data sets identified two longer isoforms and its highly accessible promoter as well.

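One strong accessible element lay at an end of lpin2, and the other elements of the gene were weak. lpin2 is on chromosome 20 of ASM223467v1 between emilin2 and myom1. The strong element, from 20461287 to 20461634, lay 0.483 kb inside the higher-coordinate end of the gene. It had a peak score of 122 and was merged from 9 peaks, the number of stages. The elements from 20452223 to 20452316 and from 20453184 to 20453345 lay in the gene body, each from a single peak, with scores of 7.52 and 16.5. No other element lay within 5 kb of the gene. The RefSeq table used has no strand, so which end is the start was not determined.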

## Methods

### Fish

All fish experiments followed the guidelines of the animal care and use committee of the Institute of Genetics and Developmental Biology, Chinese Academy of Sciences. Three medaka strains, Hd-rR, d-rR-Tg (olvas-GFP) (Tanaka et al. 2001), and Qurt (Wada et al. 1998), were used in this study. All three strains were obtained from the Japan NBRP Medaka resource center (https://shigen.nig.ac.jp/medaka/). Fish were maintained in freshwater at 28°C under photo-periodically regulated conditions (14-h light and 10-h dark).

### Sample collection and RNA extraction

Stages of development for embryos were determined by eye based on medaka normal developmental stages (Iwamatsu 2004). About 20-400 embryos were collected per stage depending on the RNA yield per embryo. Samples of different developmental stages were collected from synchronous embryos to ensure that all embryos were at the same developmental stage. All time course samples for RNA-seq surveyed in this study had two replicates. Adult organ samples were dissected using scissors and tweezers, and larval gonads were obtained by microdissection.

RNA was extracted using both TRIzol (Thermo Fisher Scientific 15596-018) and RNeasy Micro Kit (Qiagen 74004) with a modified protocol to ensure the complete lysis and high RNA yield. For details, see Supplemental Methods.

### RNA sequencing

For long-read RNA sequencing, barcoded SMRTBell libraries were sequenced on a PacBio Sequel platform. PacBio raw reads were first processed by the PacBio Iso-Seq pipeline to generate HQ, full-length, transcript isoform sequences.

For short-read RNA sequencing, stranded cDNA libraries of 13 samples were generated using TruSeq stranded mRNA library prep (Illumina 20020594) and sequenced on the Illumina HiSeq X TEN platform (PE150). Quality control was performed using the FastQC package, the FASTX-toolkit, and the RSeQC package. Reads were mapped to the medaka reference genome using HISAT2 (Kim et al. 2015). Quantification of genes and isoforms was performed using StringTie (Pertea et al. 2015, 2016) with the IGDB gene model constructed in this study. For details, see Supplemental Methods.

In this study, all RNA-seq and ATAC-seq libraries were sequenced by Annoroad Gene Technology.

### Gene model construction and analysis

PacBio HQ reads were mapped to the medaka reference genome with Spaln2 (Iwata and Gotoh 2012), and redundant transcripts models were collapsed using the merge mode of StringTie. Short-read coverage of splice junctions observed in the PacBio set was calculated using QoRTs. A different gene model set was compared using gffcompare program (Pertea and Pertea 2020). Finally, we integrated the PacBio set and Ensembl set gene models into one set (IGDB set).

For TF annotation, the protein sequences of IGDB set ORFs were screened using the TF prediction tool of AnimalTFDB 3.0 to obtain the TF family annotation. For lncRNA annotation, we scored the coding potential of sequences with CPAT and CPC software to remove the high coding potential transcripts. Time course profiling data (TPM) were standardized using the *z*-score method. Clustering analysis was performed using “Mfuzz” (R package). GO term enrichment analysis was performed using “clusterProfiler” (R package). For details, see Supplemental Methods.

### ATAC-seq and analysis

ATAC-seq libraries were prepared as previously reported with some modifications. All ATAC-seq samples surveyed in this study had two replicates. All ATAC-seq libraries were sequenced on the Illumina HiSeq X TEN platform.

Reads were trimmed and mapped to the reference genome. Sample replicates were merged for downstream analysis. Peak calling was performed with MACS2 (Zhang et al. 2008). Peaks from all stages were filtered with a stringent cutoff (−log(*q*-value) > 7) and then merged for downstream analysis. Accessible element distribution was calculated according to genomic location.

Medaka conserved regions data among 51 fish genomes were download from Ensembl Compara. Accessible elements that overlapped with constrained regions were defined as conserved. RS score of each conserved accessible element was represented by the maximum RS scores of all overlapped constrained regions.

When calculating the early opening of accessible elements, we compared the Spearman's correlation value between promoter–gene pairs and randomly picked promoter–gene pairs. The corresponding *P*-value was calculated, and only those genes showing a *P*-value ≤ 0.1 (Spearman's correlation coefficient > 0.7) were retained.

TF binding motif enrichment was calculated using chromVAR. We first forged a BSgenome package for *O. latipes*. We used chromVAR with default parameters according to a standard walkthrough. For motif matching, we collected human, zebrafish, and medaka motifs from the CIS-BP database (Weirauch et al. 2014; Lambert et al. 2019). For all motifs, frequencies were first normalized by the LICORS package with tolerance level 10^−6^. Frequencies were then renormalized to sum to one, before a 0.008 pseudo count was added.

The chromatin opening index score was calculated using PIQ. The source code for PIQ was modified to run with the *O. latipes* genome. To get a panoramic chromatin opening index score, PIQ was run according to default parameters using default JASPAR motifs (Fornes et al. 2020) and CIS-BP motifs as previously described. For details, see Supplemental Methods.

## Data access

The long-read RNA-seq data generated in this study have been submitted to the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/) under accession number PRJNA561263. The short-read RNA-seq data (including gene models in GFF, cDNA sequences, lists of TF/lncRNA IDs, and gene expression table) generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) (Fornes et al. 2020) under accession number GSE136018. The ATAC-seq data (including peak annotation in BED format, read coverage in bigWig format) generated in this study have been submitted to the NCBI GEO under accession number GSE136027. The data visualization tools can be accessed on our data portal webpage (http://tulab.genetics.ac.cn/medaka_omics/).

## Competing interest statement

The authors declare no competing interests.

## Supplementary Material

Supplemental Material

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis — Supplemental Material 

# Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemental\_Fig\_S12.pdf
- Supplemental\_Fig\_S13.pdf
- Supplemental\_Fig\_S14.pdf
- Supplemental\_Fig\_S15.pdf
- Supplemental\_Fig\_S16.pdf
- Supplemental\_Fig\_S17.pdf
- Supplemental\_Fig\_S18.pdf
- Supplemental\_Fig\_S19.pdf
- Supplemental\_Fig\_S20.pdf
- Supplemental\_Fig\_S21.pdf
- Supplemental\_Fig\_S22.pdf
- Supplemental\_Fig\_S23.pdf
- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_Methods\_edited.pdf

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

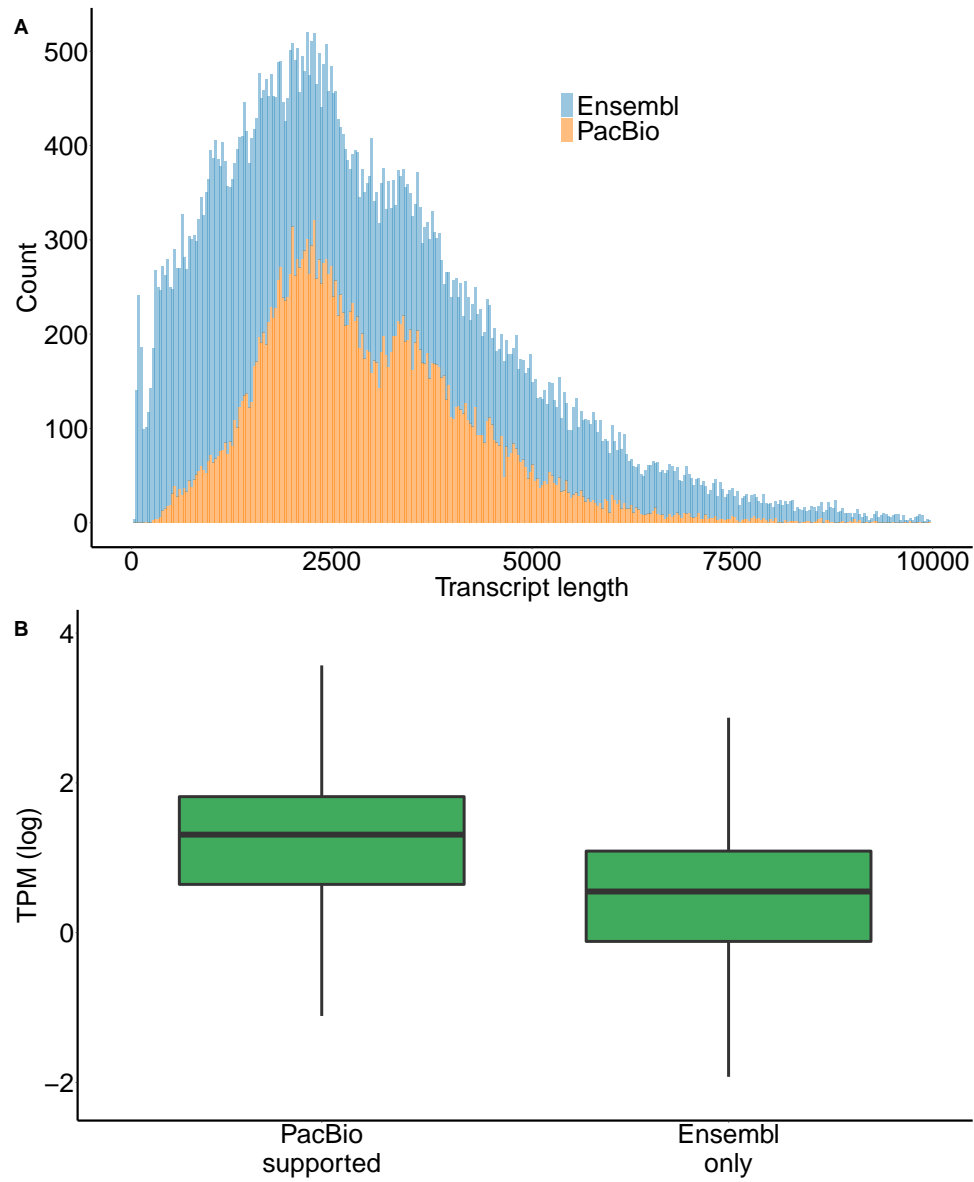

Supplementary Figures 1: (A) Length distributions of Ensembl transcripts and overlapping PacBio transcripts. About 65% of Ensembl transcripts overlap with PacBio transcripts. (B) Transcript abundance of PacBio-supported and Ensembl-only models. PacBio-supported models are gene models in Ensembl model set that have the corresponding PacBio set models. Ensembl-only models have no corresponding PacBio models. The gene expression level of the latter was much lower than that of the former.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

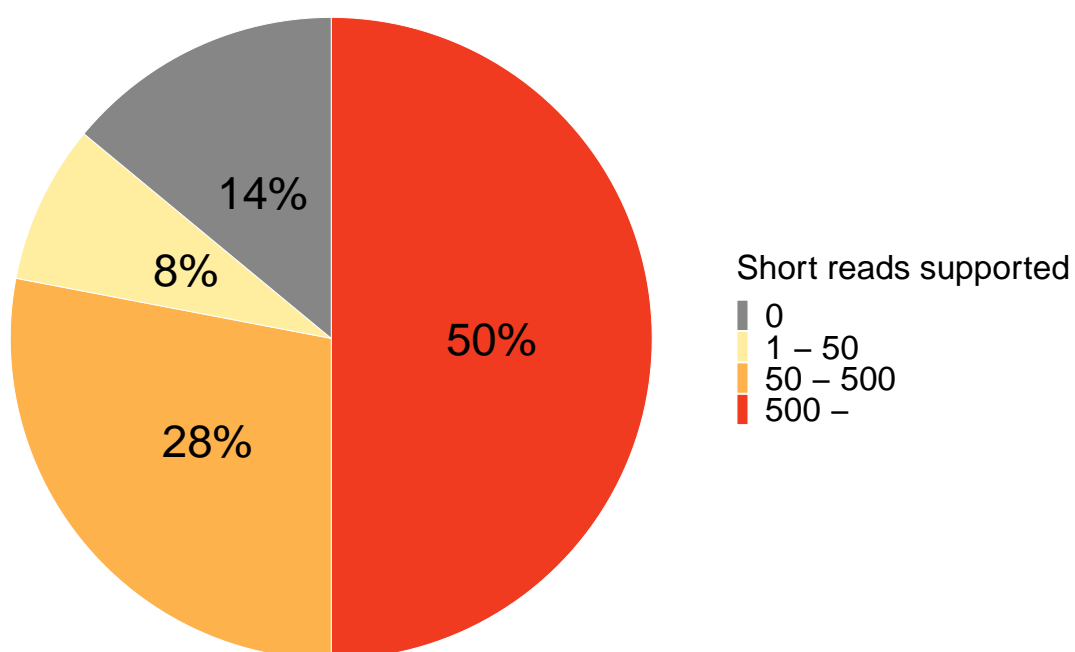

Supplementary Figures 2: Splice junctions from the IGDB set validated by the Illumina short reads. Splice junctions are classified into four groups depending on the numbers of short reads supported.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

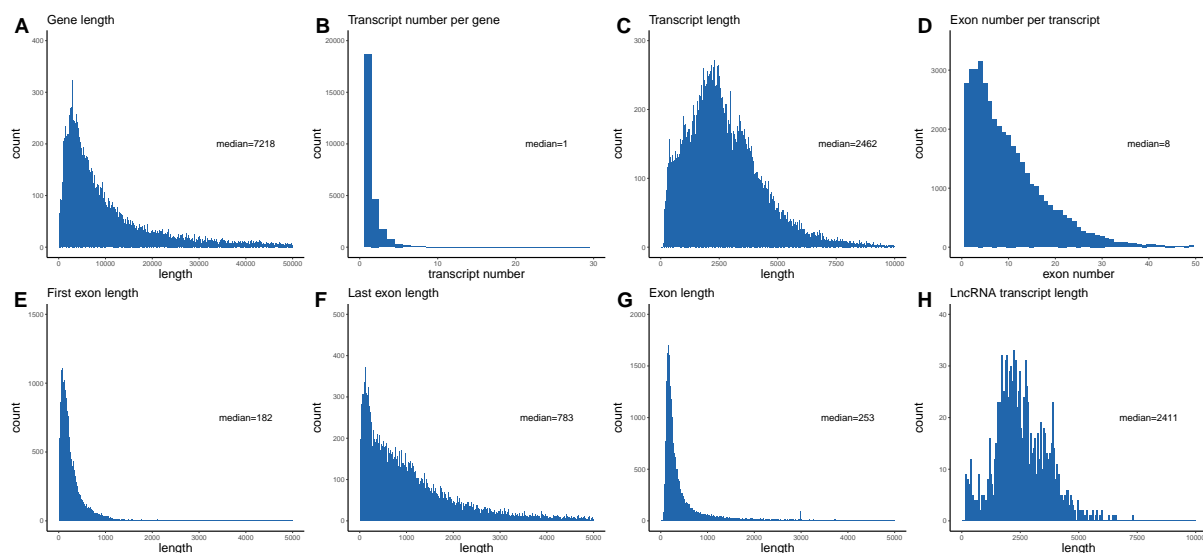

Supplementary Figures 3: Characteristics of IGDB models. (A-H) Distributions of gene length, number of transcripts per gene, transcript length, number of exons per transcript, first exon length, last exon length, exon length, lncRNA transcript length.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

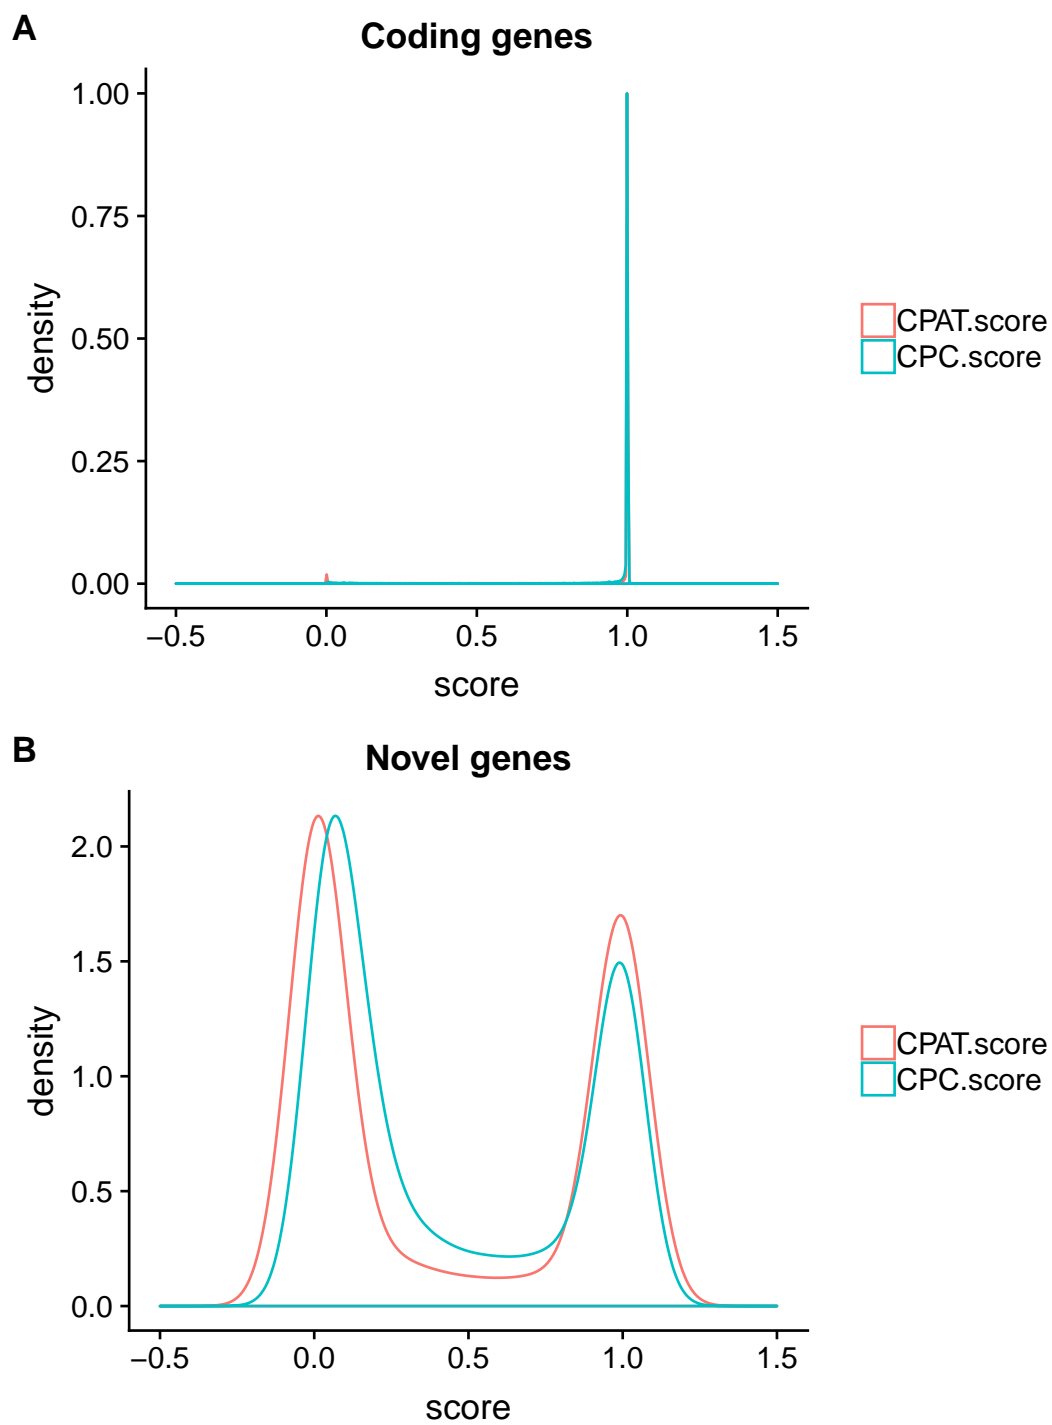

Supplementary Figures 5: Coding potential scores of coding genes and novel genes calculated by CPAT and CPC.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

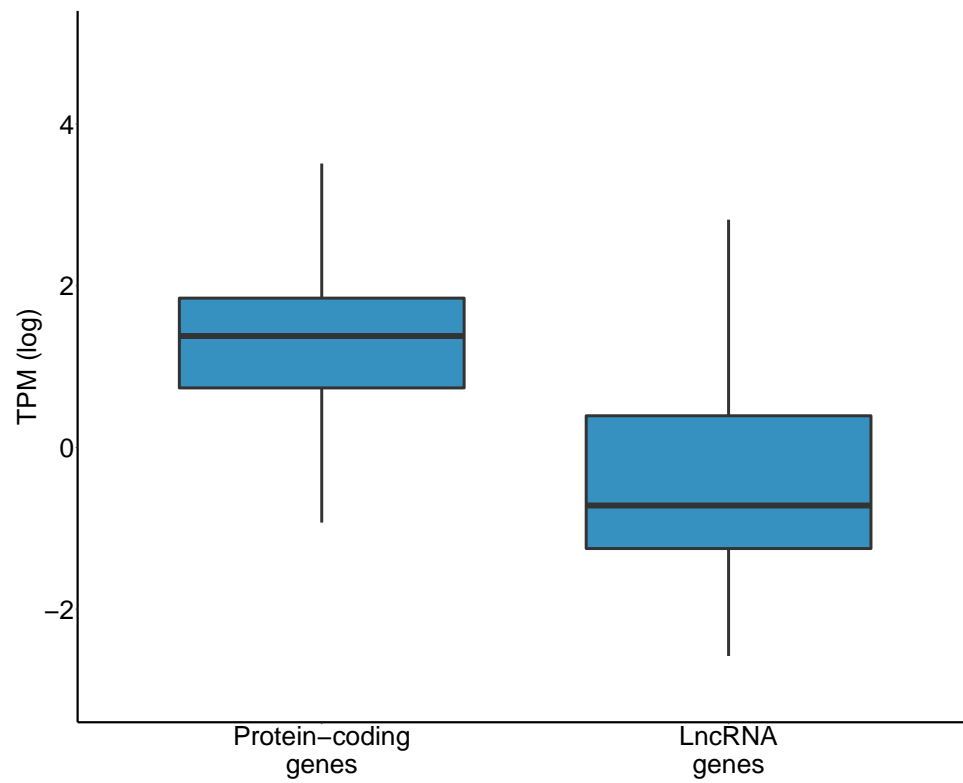

Supplementary Figures 6: Transcript abundance of coding and lncRNA genes. LncRNA expressed at relatively low levels compared to protein-coding genes.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

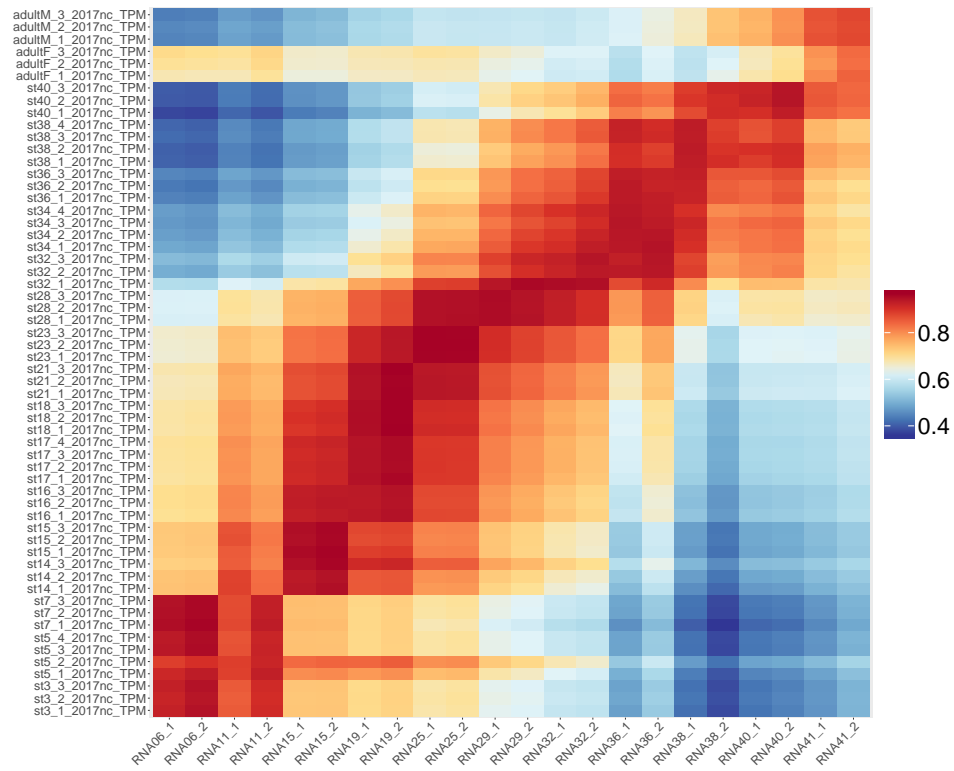

Supplementary Figures 8: Spearman's correlation among our RNA-seq data and previously published data of medaka embryos.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

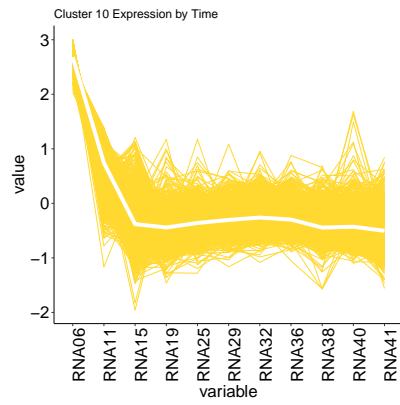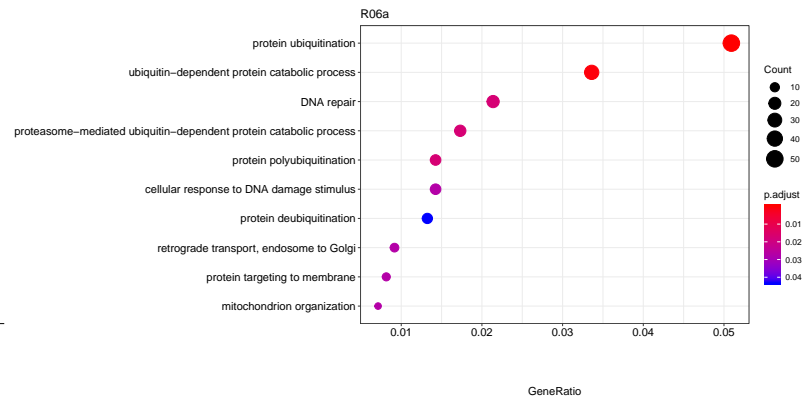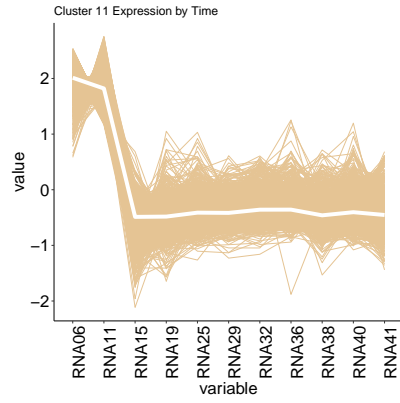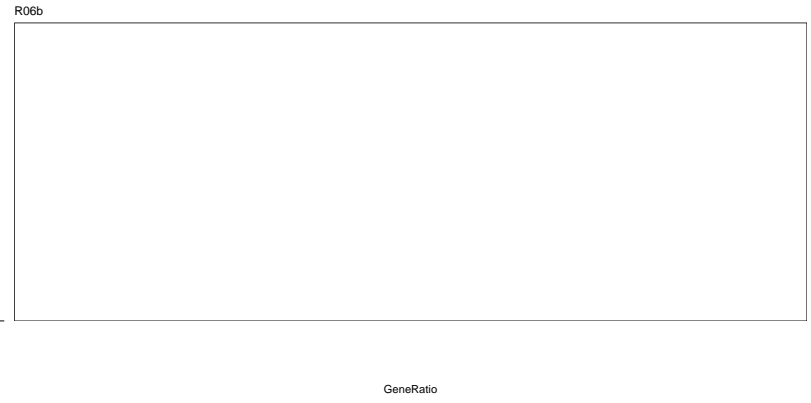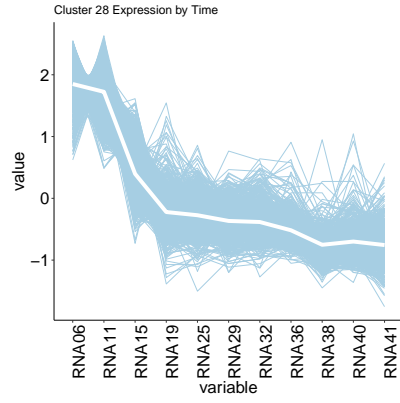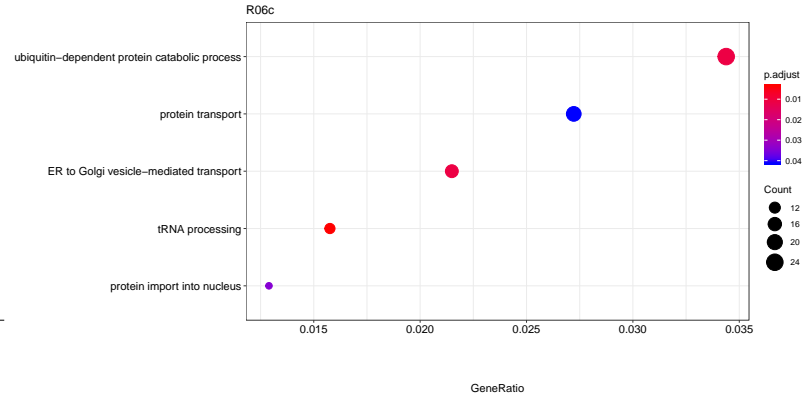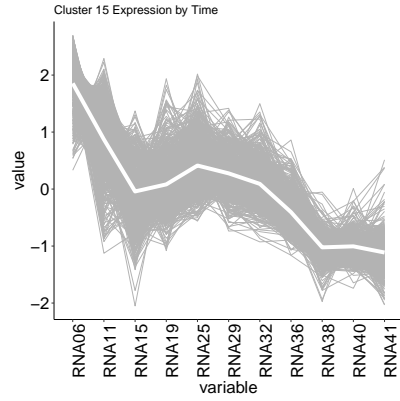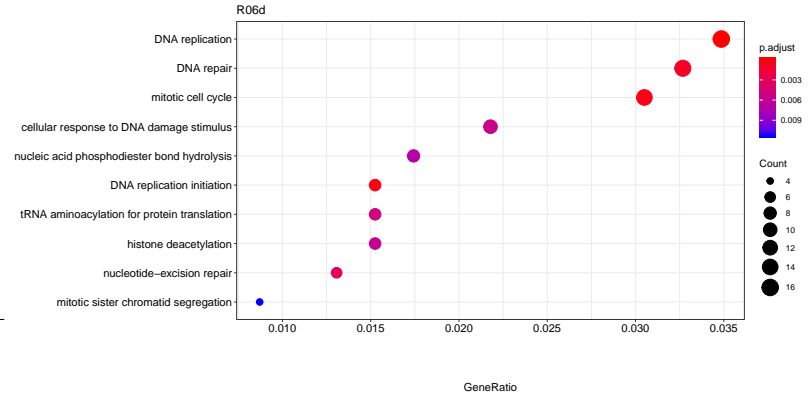

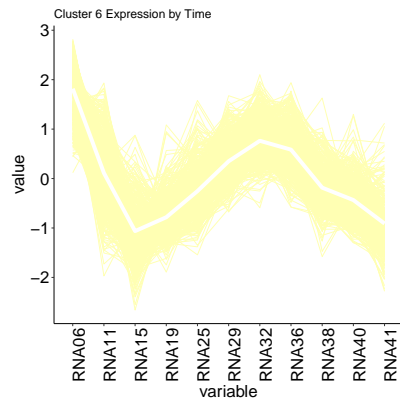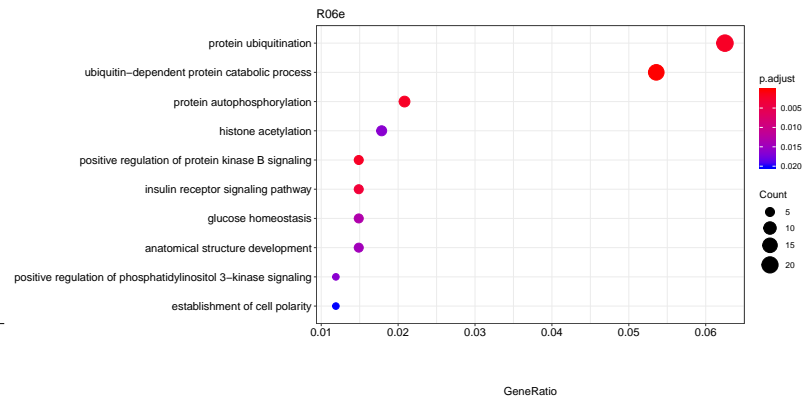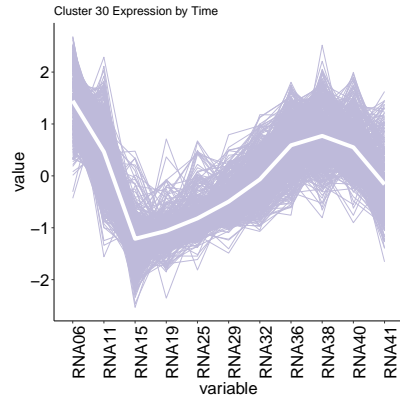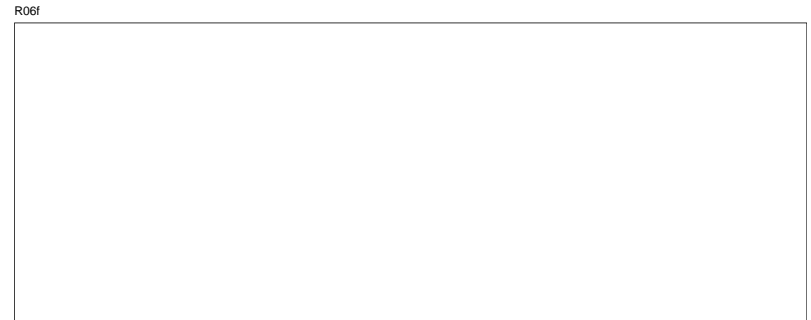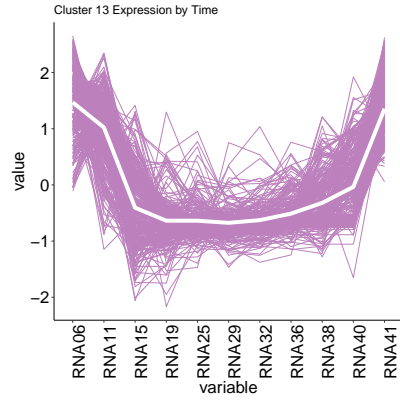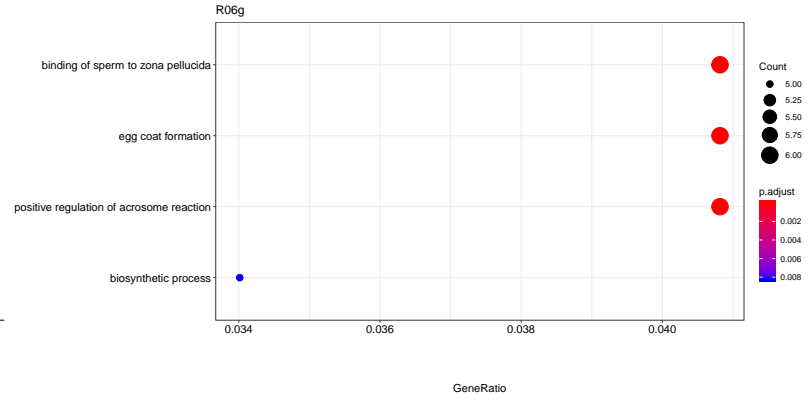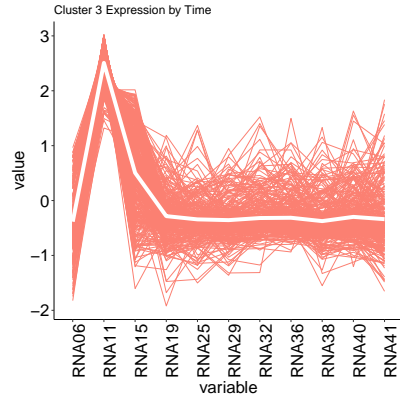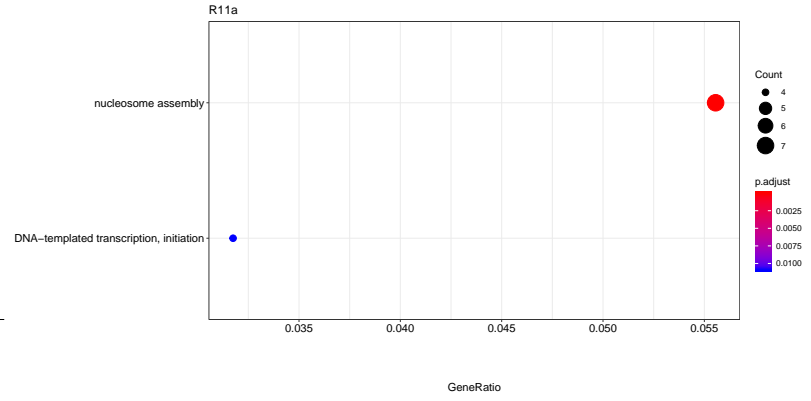

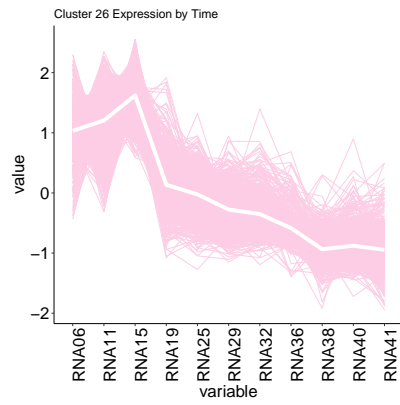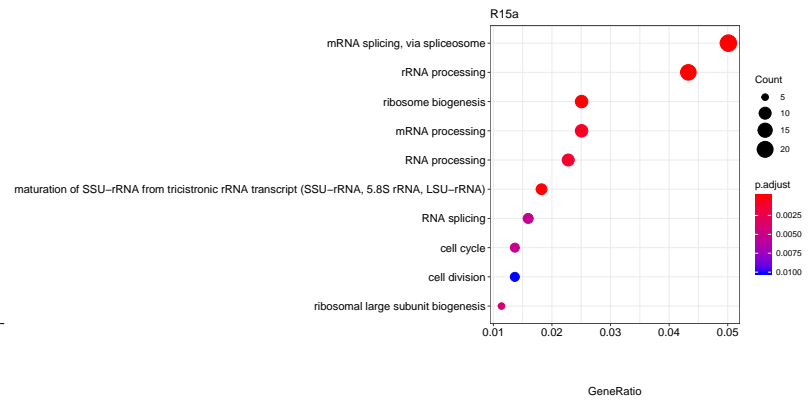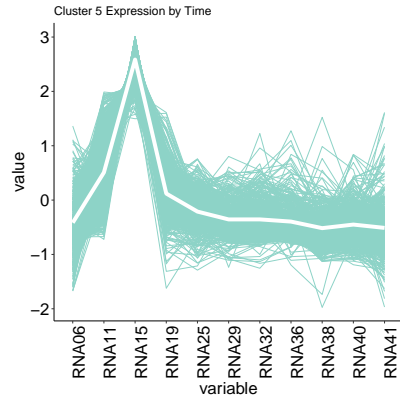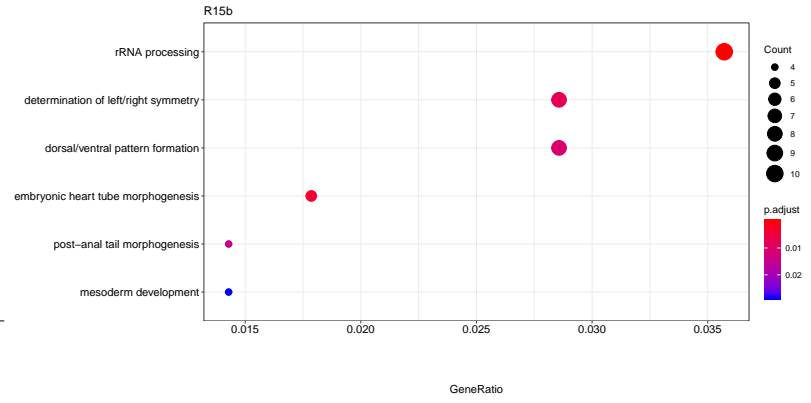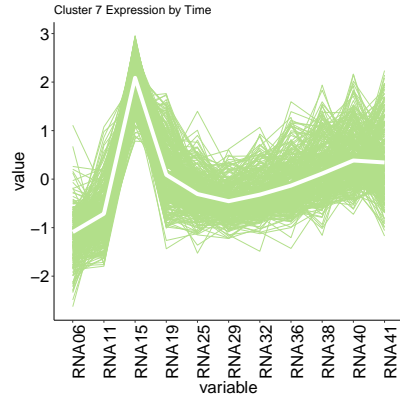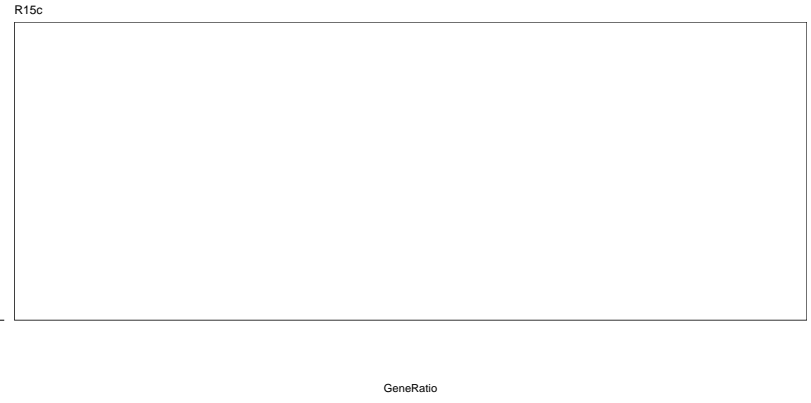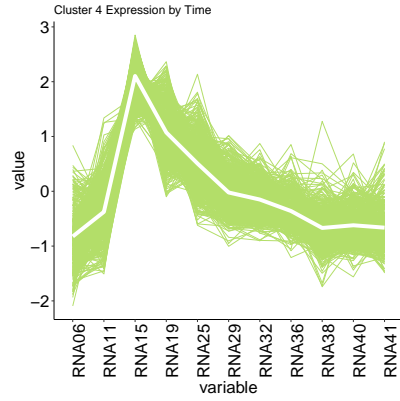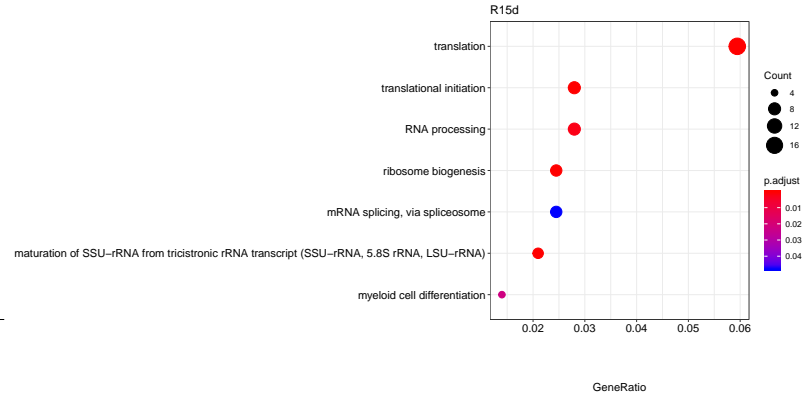

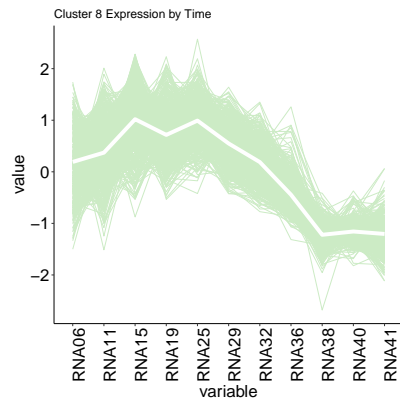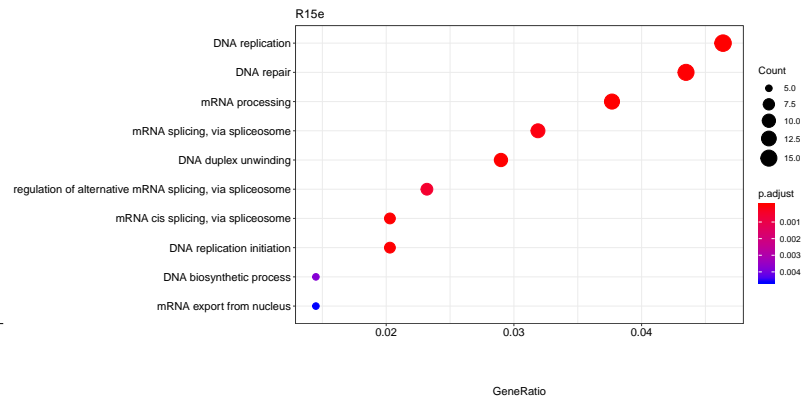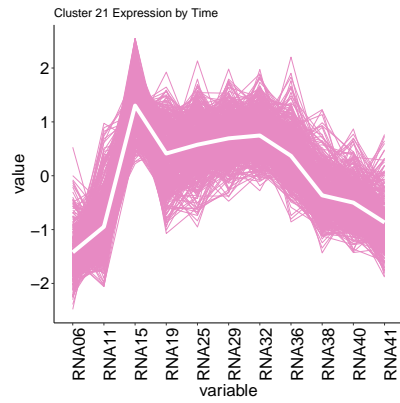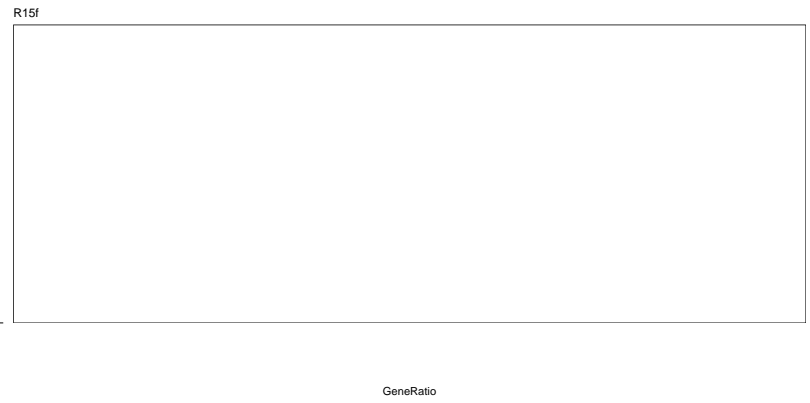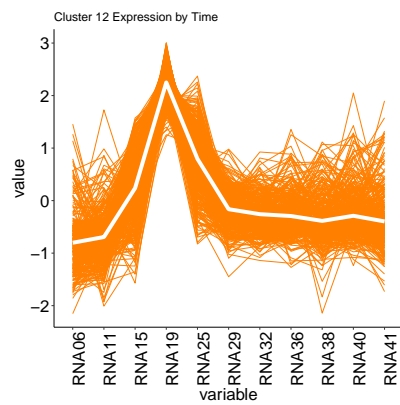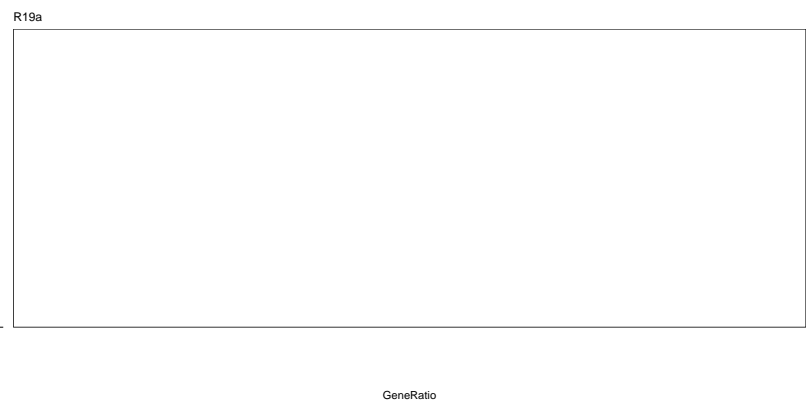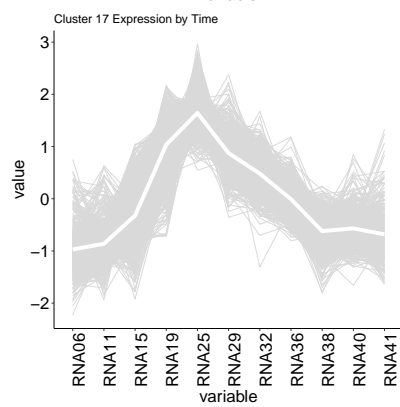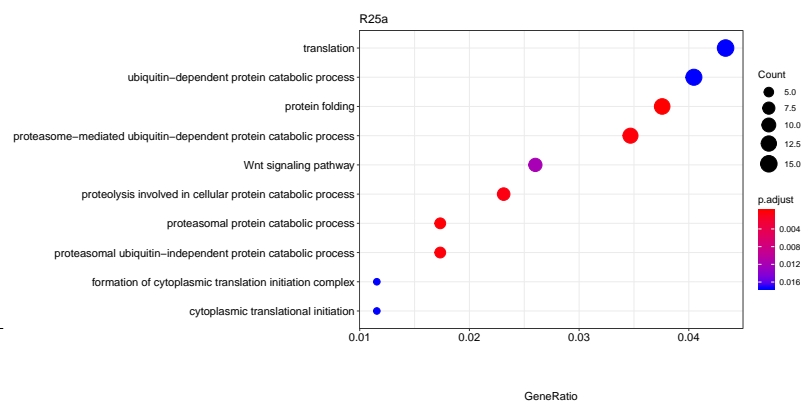

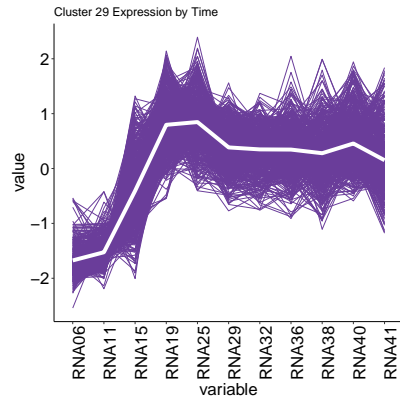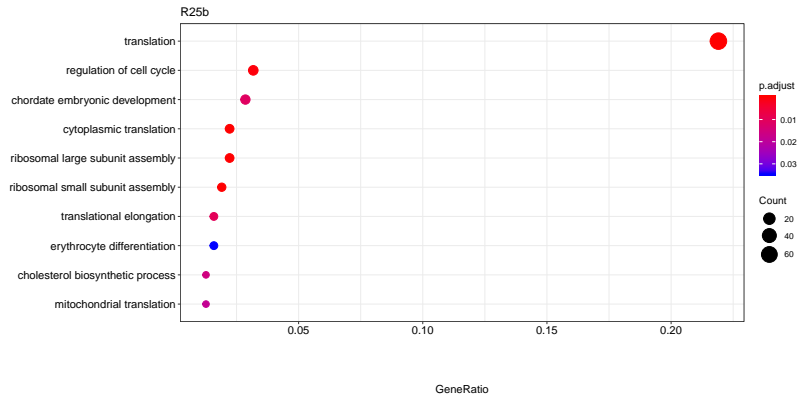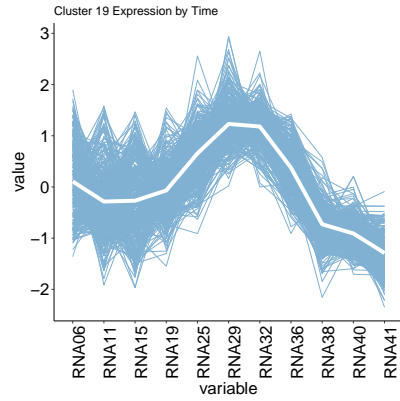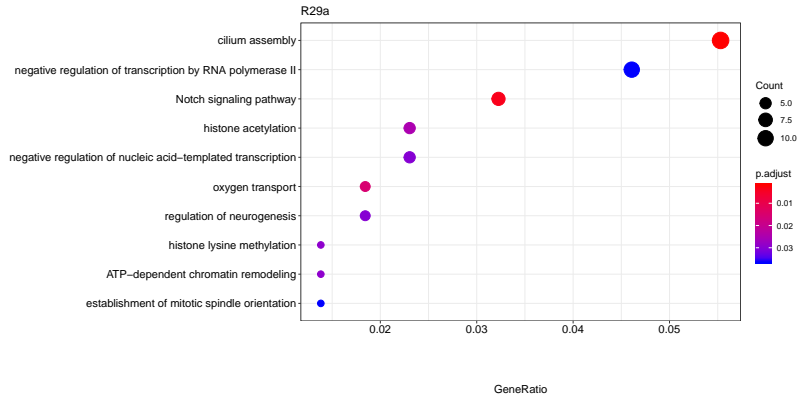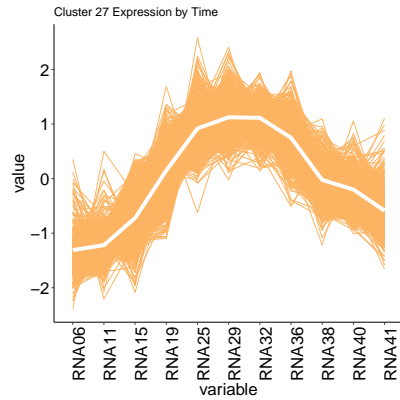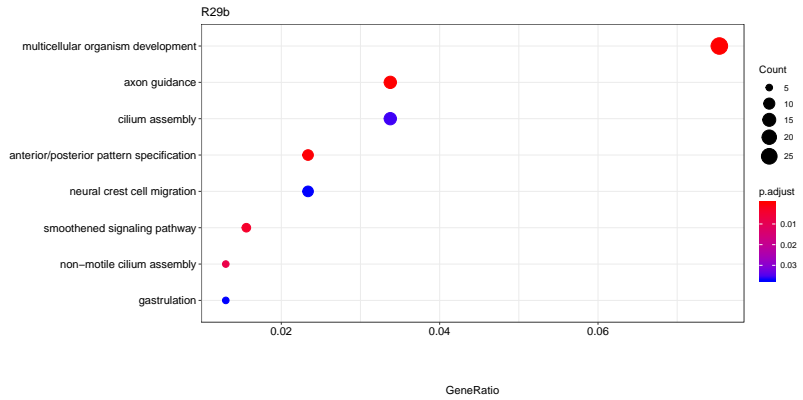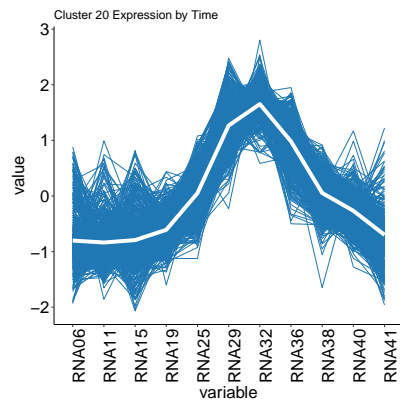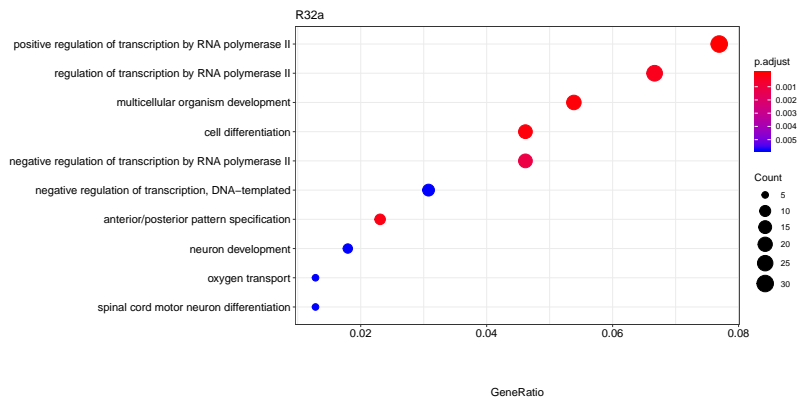

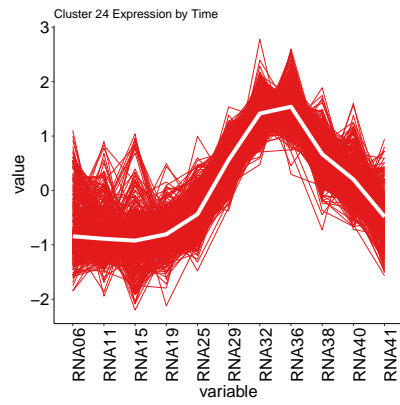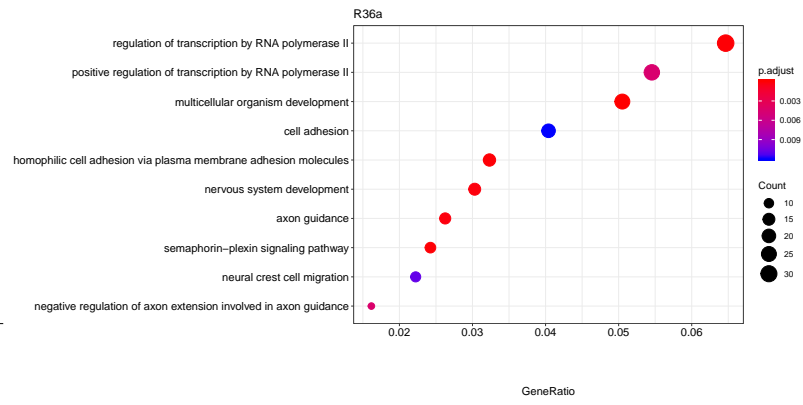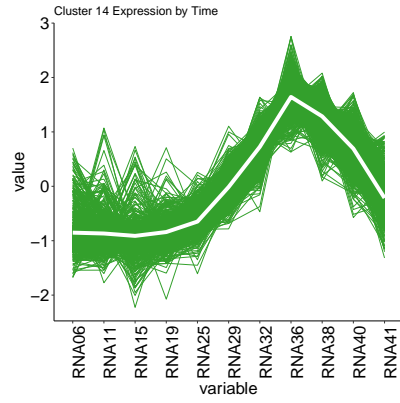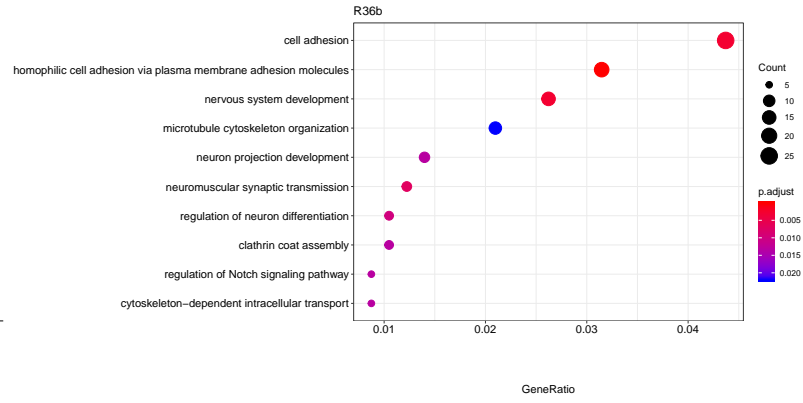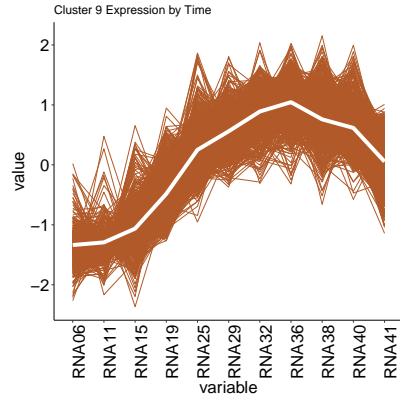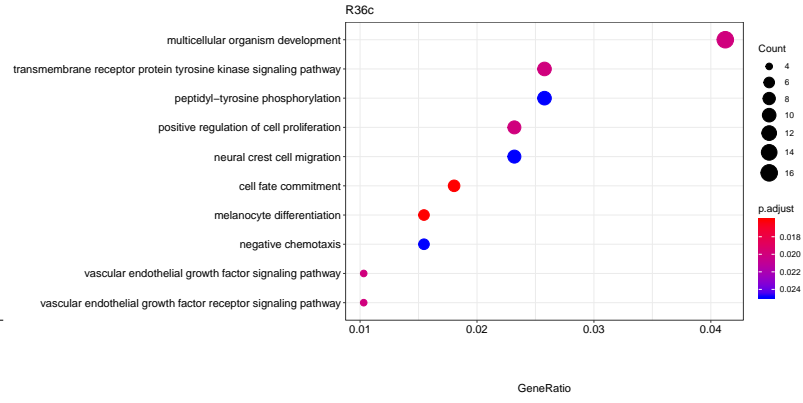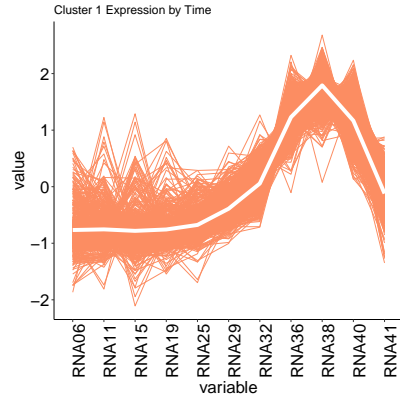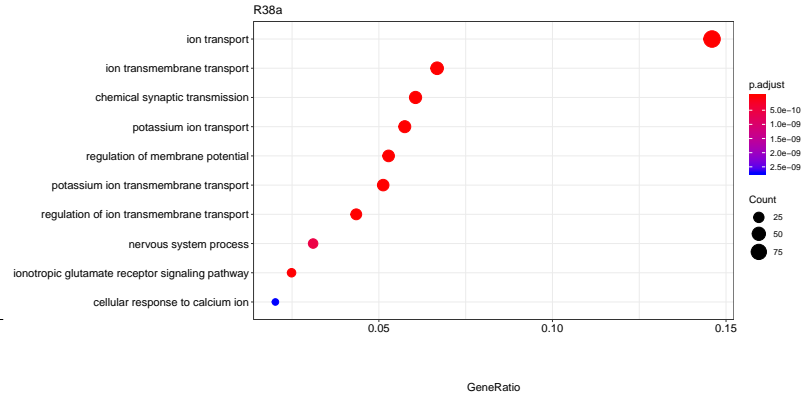

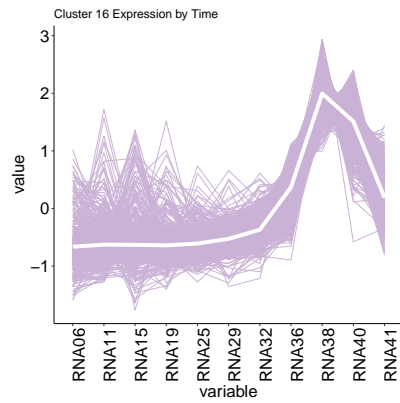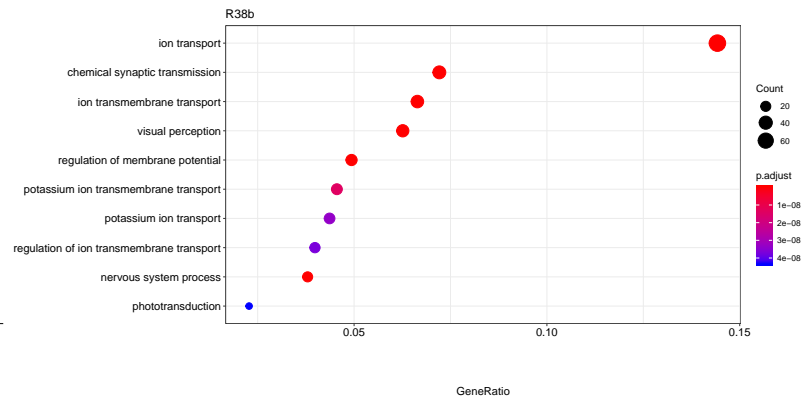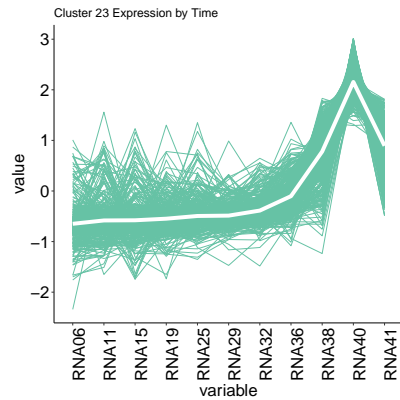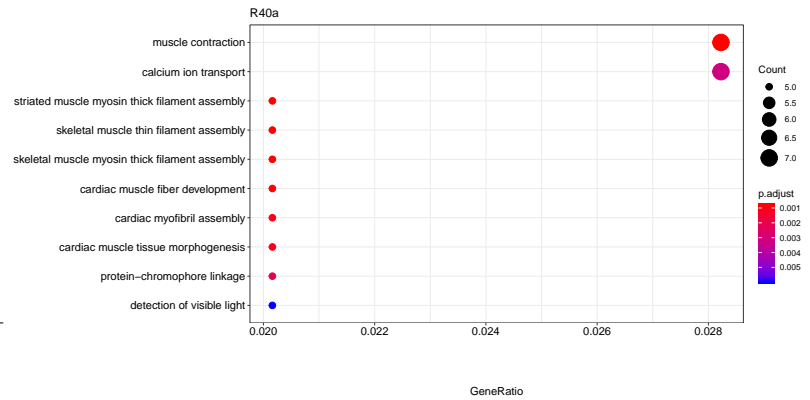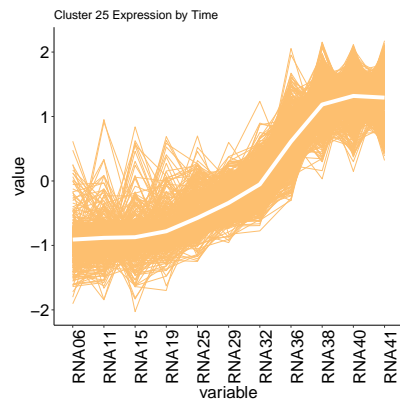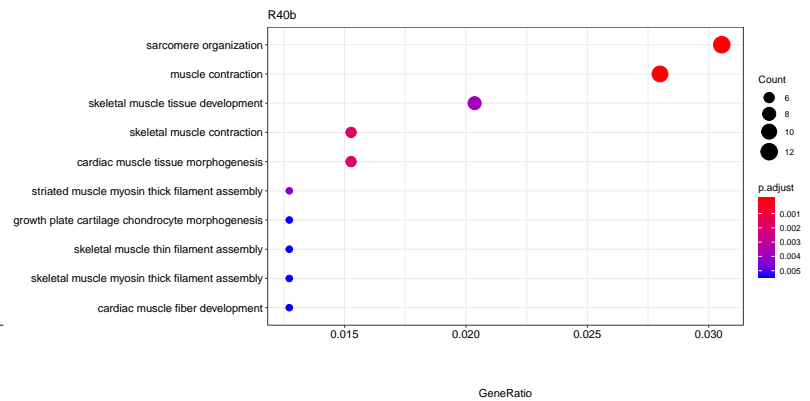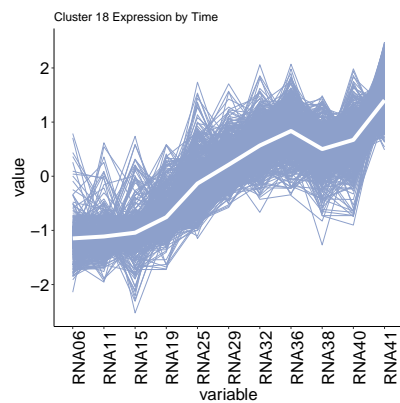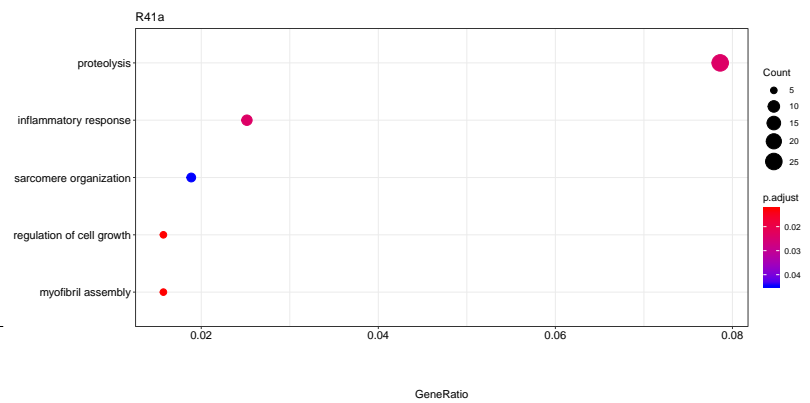

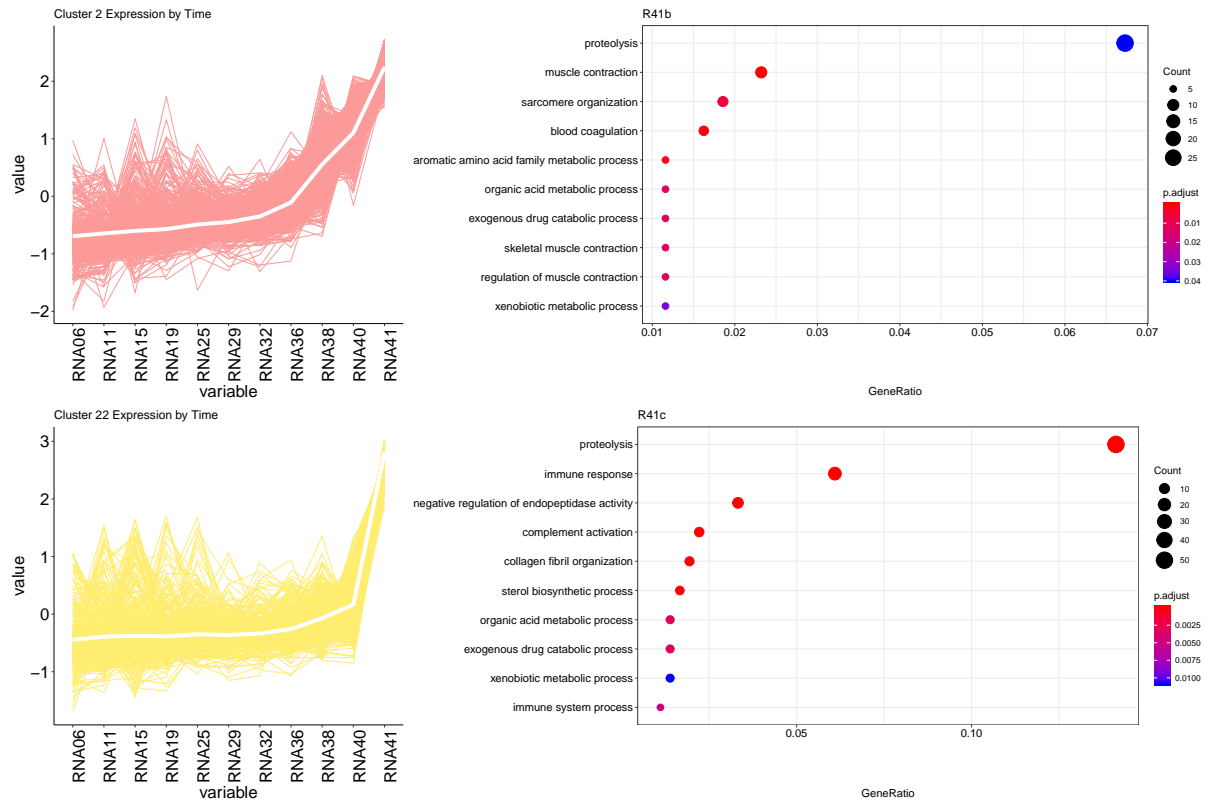

Supplementary Figures 9: Time-series expression profiles and corresponding GO term enrichment of all 30 clusters.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

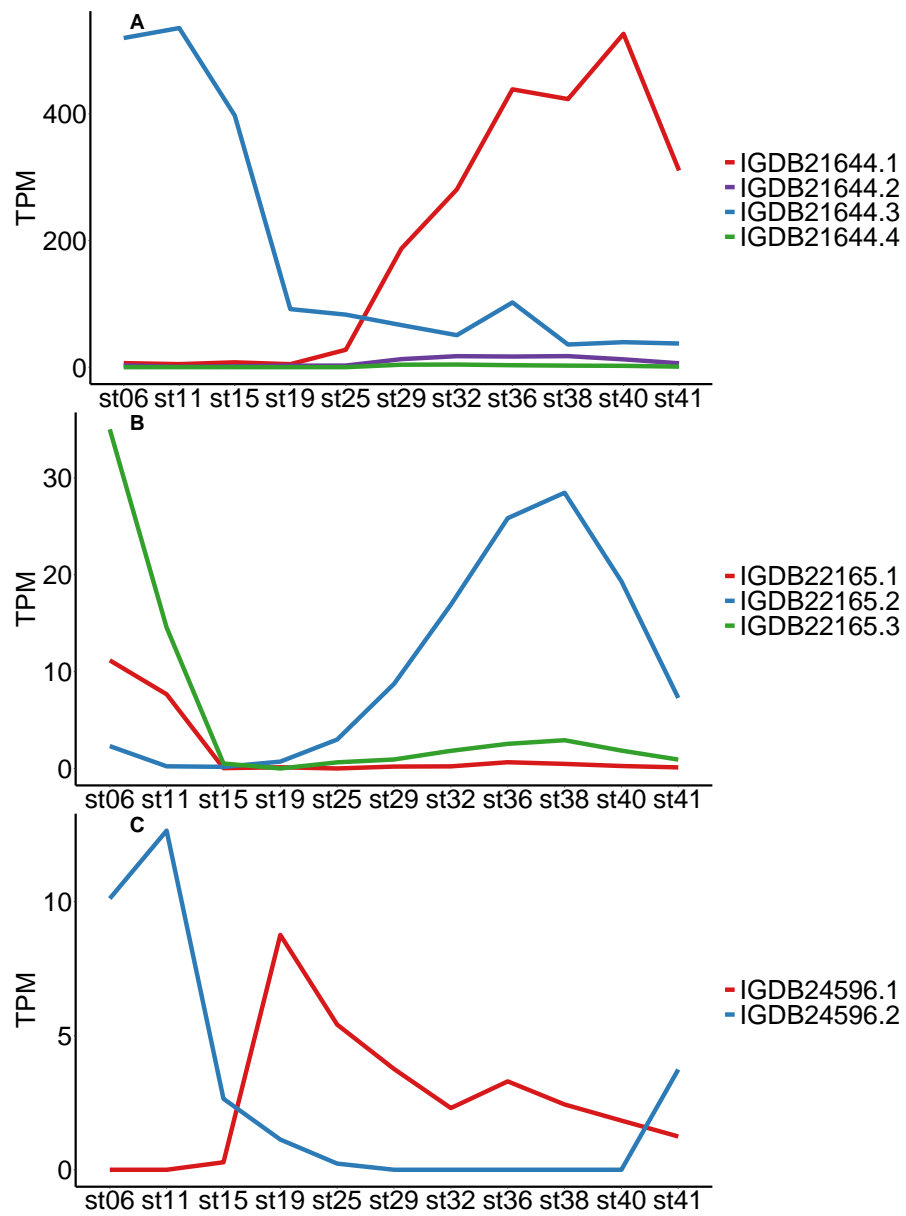

Supplementary Figures 10: Three examples of isoform switching during medaka embryonic development.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

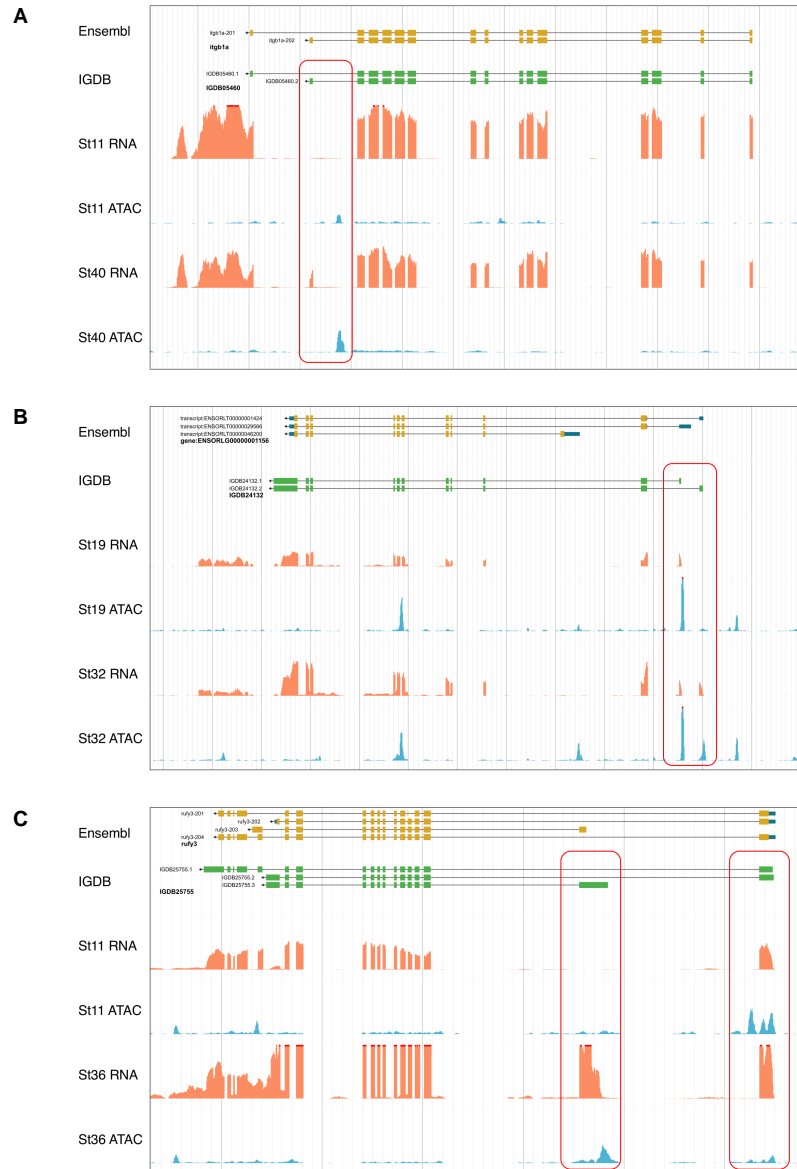

Supplementary Figures 11: Isoform switching and accessible elements switching. (A-C) Isoform switching events of gene IGDB05460, IGDB24132, and IGDB25755, and the corresponding ATAC-seq accessible elements switch in the promoter regions of different isoforms.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

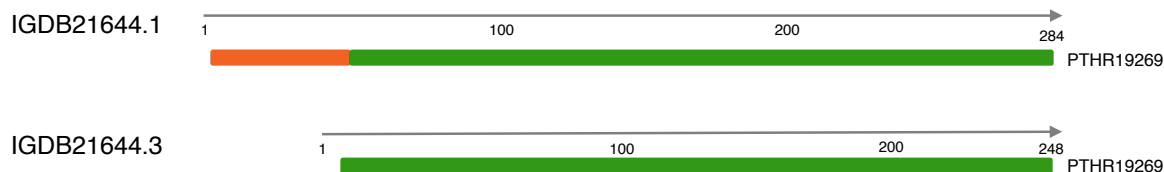

IGDB21644.1	MDAIKK **KMOMLKLDKENALDRAEQAESDKKASEDRSKQLEDDLVALQKKLKATEDEL** **DKY**	60
IGDB21644.3	-----MAGGSSLEAVKK **KKIKSLQE** **QADAA**	24
	..* *:***: : : *	
IGDB21644.1	**SEALKDAQEKLELA** **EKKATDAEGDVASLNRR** **IQLV** **EEELDRAQERLATA** **LTKLEEA** **EKAA**	120
IGDB21644.3	**EERAAQLQ** **RD** **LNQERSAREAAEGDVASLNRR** **IQLV** **EEELDRAQERLATA** **LTKLEEA** **EKAA**	84
	. * : * . * : . . *****	
IGDB21644.1	**DES** **ERGMKV** **IE** **NRAMKDEEK** **MELQE** **IQ** **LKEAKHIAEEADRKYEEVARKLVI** **IESDL** **ERTE**	180
IGDB21644.3	**DES** **ERGMKV** **IE** **NRAMKDEEK** **MELQE** **IQ** **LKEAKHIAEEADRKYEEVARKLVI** **IESDL** **ERTE**	144
	*****	
IGDB21644.1	**ER** **AE** **LS** **EGKCSE** **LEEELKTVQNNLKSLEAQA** **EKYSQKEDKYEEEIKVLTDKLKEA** **ETRAE**	240
IGDB21644.3	**ER** **AE** **LS** **EGKCSE** **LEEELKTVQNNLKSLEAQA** **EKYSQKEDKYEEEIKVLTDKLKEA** **ETRAE**	204
	*****	
IGDB21644.1	**FAERSVAKLEKTID** **DLE** **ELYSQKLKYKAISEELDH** **ALNDMTS** **I**	284
IGDB21644.3	**FAERSVAKLEKTID** **DLE** **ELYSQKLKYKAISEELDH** **ALNDMTS** **M**	248
	***** :	

Supplementary Figures 12: Domain structure of proteins encoded by *tpma* isoforms. The shorter isoform (IGDB21644.3) has one tropomyosin domain (green), while the longer isoform (IGDB21644.1) has an extra partial tropomyosin like domain (orange).

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

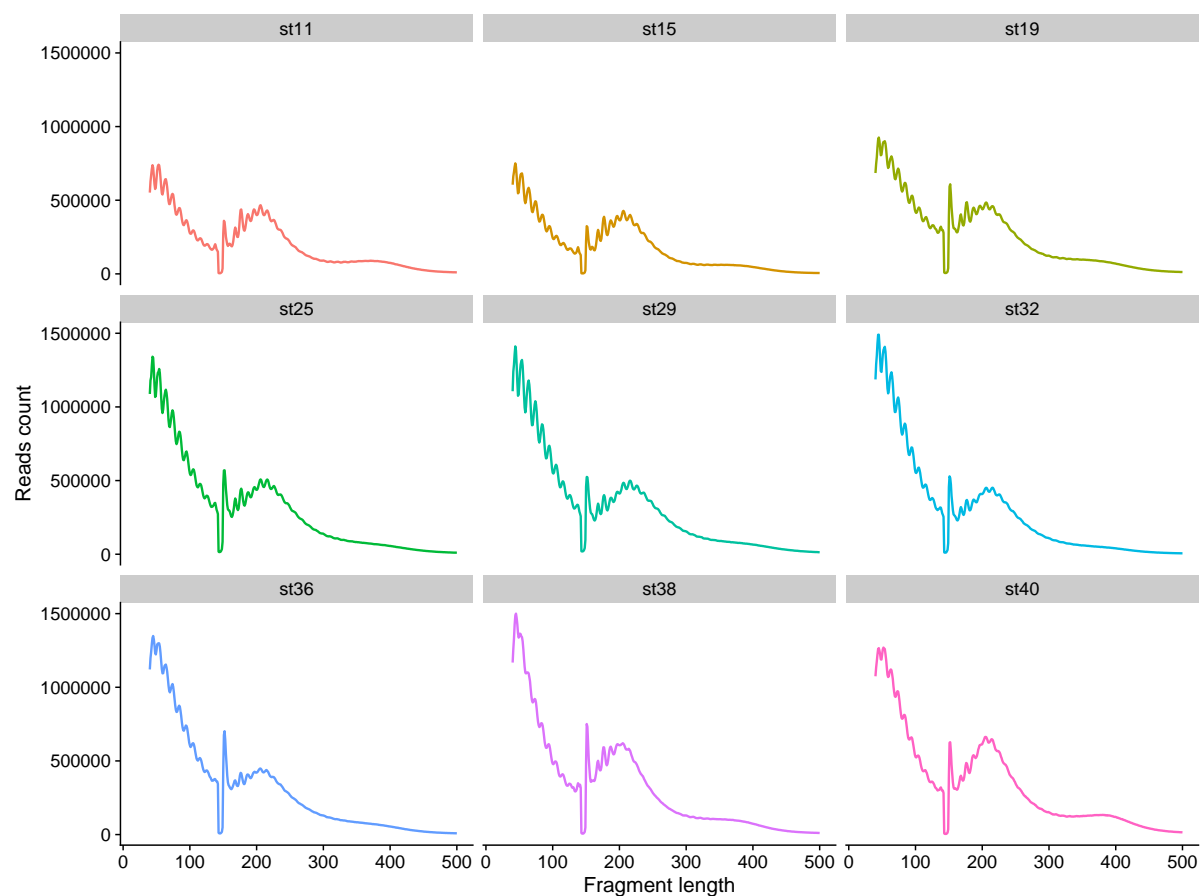

Supplementary Figures 13: ATAC-seq insert sizes determined by high-throughput sequencing. Adapters were not included and all fragments larger than 500 bp were removed.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

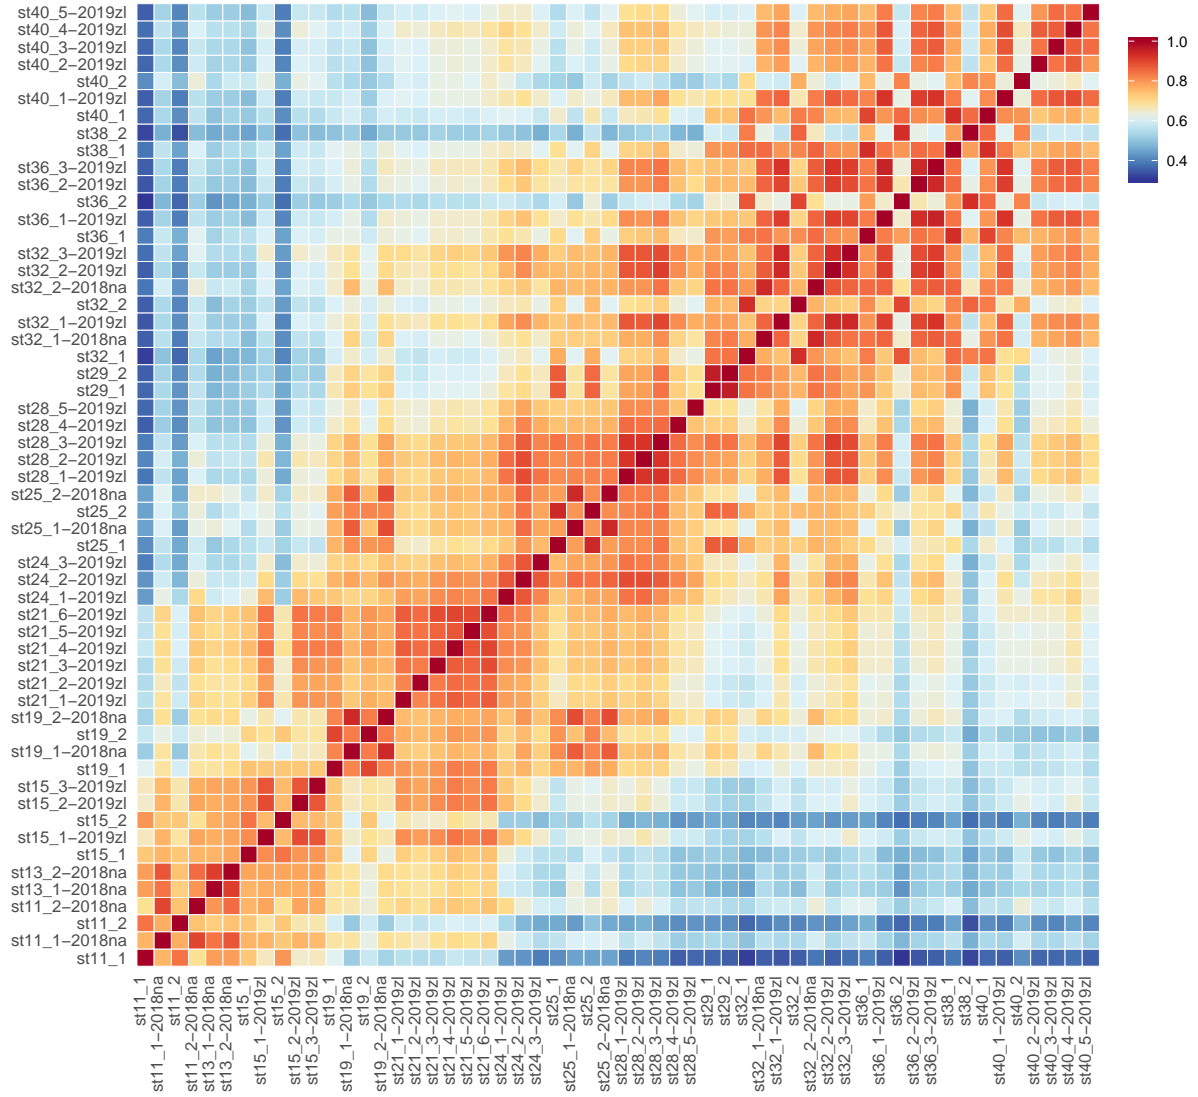

Supplementary Figures 14: Spearman's correlation among our ATAC-seq data and previously published data. All public samples are denoted by '2018na' or '2019zl'.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

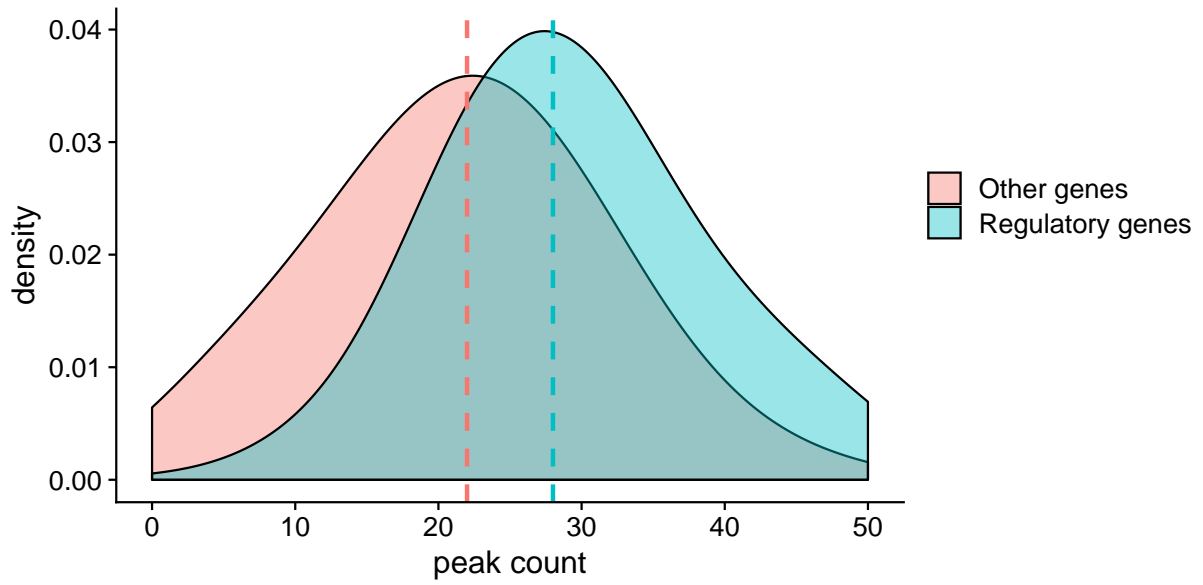

Supplementary Figures 15: Density plot of the number of accessible elements around regulatory genes or other genes (± 50 kb). We calculated the number of accessible elements located within ± 50 Kb of the TSS of each gene, and found that genomic regions adjacent to regulatory genes contain more accessible elements than regions adjacent to other genes do (median 22 versus 28).

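TF genes had more accessible elements within 50 kb than other genes, and the number differed between TF families. The mean was 25.8 ± 10.6 elements (SD) over 1481 TF genes and 21.2 ± 9.86 over 24977 other genes, a ratio of 1.22 (two-sided permutation test of the gene labels, p = 1e-05, the smallest that 100000 permutations can give). The medians were 25.5 (quartiles of 19 and 32.5) and 21.5 (14.5 and 28). These are means of the counts around both gene ends, because the start of the other genes is not known from the table used. Counted within 50 kb of the TSS alone, TF genes had 24.5 ± 11.6 elements (1646 genes) and the lncRNA genes of Supplemental Table S3 had 22.0 ± 11.6 (1135 genes, p = 1e-05 from the same permutation test). These counts include 114 TF genes and 80 lncRNA genes on scaffolds, where a window can run past the end of the sequence. An element overlapped the 1 kb on either side of the TSS in 1398 TF genes (84.9%, 95% Wilson interval 83.1 to 86.6%) and in 503 lncRNA genes (44.3%, 41.5 to 47.2%), an odds ratio of 7.08 (two-sided Fisher's exact test, adjusted p = 7.01e-114). At either end of the gene the shares were closer, 87.8% of TF genes, 75.6% of other genes and 66.6% of lncRNA genes.

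Of 22 TF families with 10 or more genes, 5 had more elements around the TSS than all other TF genes and 2 had fewer. For these 5, the other TF genes include the 578 zf-C2H2 genes, which had few elements and lower the mean. All TF genes outside zf-C2H2 had a mean of 27.5, and the bHLH and forkhead means, 28.4 and 29.3, lie much closer to it. No family was tested against TF genes without zf-C2H2. The 227 homeobox genes had 30.4 ± 9.92 elements against 23.5 (adjusted permutation p = 0.00011) and the 129 bHLH genes had 28.4 ± 8.97 (adjusted permutation p = 0.00044). With neighbouring homeobox genes counted as 1 cluster, the difference fell to 27.9 against 24.9 (adjusted permutation p = 0.00357, over the alternatives 7.33e-05 to 0.00357). The MH1 family, with 34.3 ± 11.5 elements in 15 genes, and the forkhead family, with 29.3 ± 8.67 in 62 genes, both had an adjusted p of 0.00389. With neighbouring genes of the family counted as 1 cluster, both passed less clearly (adjusted permutation p = 0.0268 for MH1 and 0.0418 for forkhead). The 13 PAX genes had 34.0 ± 9.21 (adjusted permutation p = 0.00962). The 578 zf-C2H2 genes had 19.0 ± 12.1 against 27.5 (adjusted permutation p = 0.00011) and the 40 THAP genes 15.4 ± 9.52 (adjusted permutation p = 0.000147). The zf-C2H2 difference was smaller with only genes on the chromosomes and the whole window inside the sequence. There 477 zf-C2H2 genes had 21.4 against 27.6 (adjusted permutation p = 7.33e-05). Counted as 379 clusters of neighbouring genes, the family had 21.2 against 26.9 (adjusted permutation p = 0.00011). The THR-like family, with 29.2 ± 11.4, did not pass (adjusted permutation p = 0.111), but did within 100 kb (adjusted permutation p = 0.0446, the lowest of its alternatives, which ranged up to 0.369). The TF genes with the most elements were rere (zf-GATA) with 64, mycn and LOC101175428 with 57 each, LOC100049282 and the homeobox gene LOC101174186 with 56 each, and LOC110015536 with 55. zfhx4, LOC101168823 and id3 had 54 each, and zmiz1 had 53. In their families pax6, cux1 and e2f2 led with 53 each, foxc1 and nfib with 50 each and tbx3 with 43. id3 and e2f2 are neighbours on chromosome 22, so their counts share elements.

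Among the 14 gene lists, 7 had more elements within 50 kb of the gene ends than all other genes. The 31 Hox genes had 41.0 ± 6.74, the neural and sensory TFs 35.1 ± 8.64, the mesoderm and body axis TFs 33.4 ± 10.6 (adjusted permutation p = 4.67e-05 each) and the retinoid signalling genes 32.2 ± 8.76 (adjusted permutation p = 7e-05). The ribosomal protein genes had 26.7 ± 8.61 (adjusted permutation p = 0.000252), the cardiac and endodermal TFs 27.4 ± 8.89 (adjusted permutation p = 0.0266) and the oxidative phosphorylation genes 25.3 ± 7.63 (adjusted permutation p = 0.0358). Hox genes lie in clusters and share elements, which the test does not take into account. The cardiac and endodermal TFs did not pass within 100 kb (adjusted permutation p = 0.0569, over the alternatives 0.0038 to 0.0569), nor when list symbols were matched without RefSeq synonyms (0.0523), an alternative chosen after the results were seen. The oxidative phosphorylation genes passed neither within 25 kb, nor within 100 kb, nor within 10 groups of genes with similar intergenic space (over the alternatives 0.015 to 0.117).

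**Figure D6:**
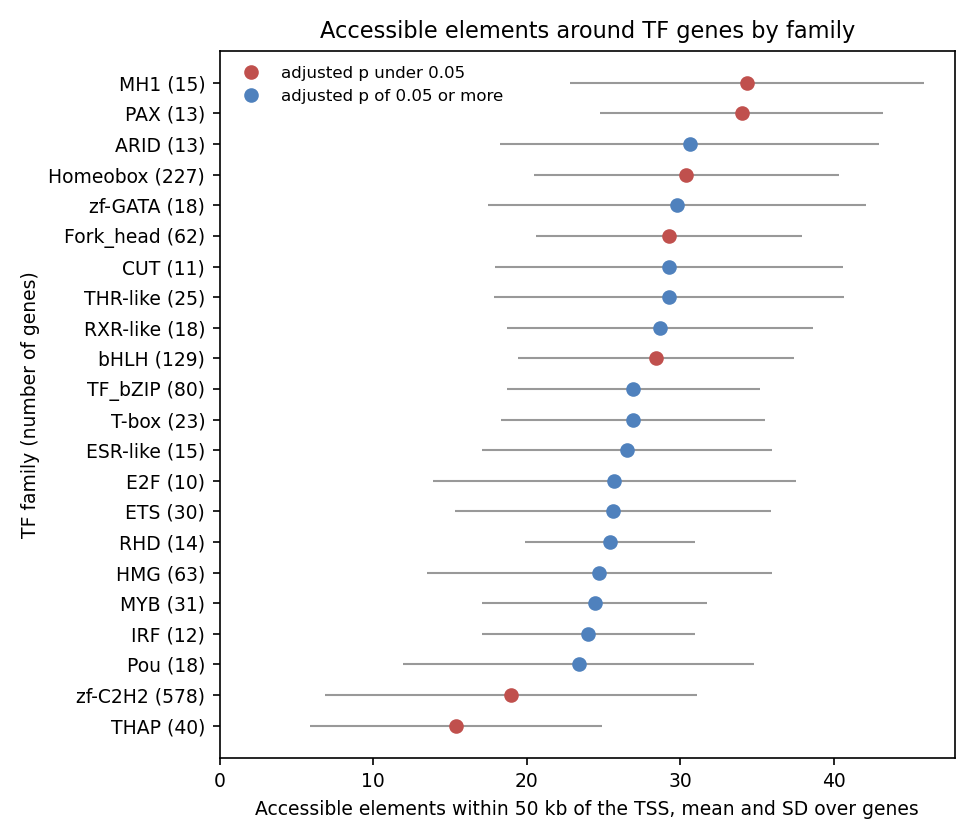
Accessible elements within 50 kb of the TSS by TF family, as mean (points) and SD over genes (lines), with the number of genes in parentheses. Families in red have an adjusted p under 0.05 against all other TF genes, with MH1 highest at 34.3 and THAP lowest at 15.4.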

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

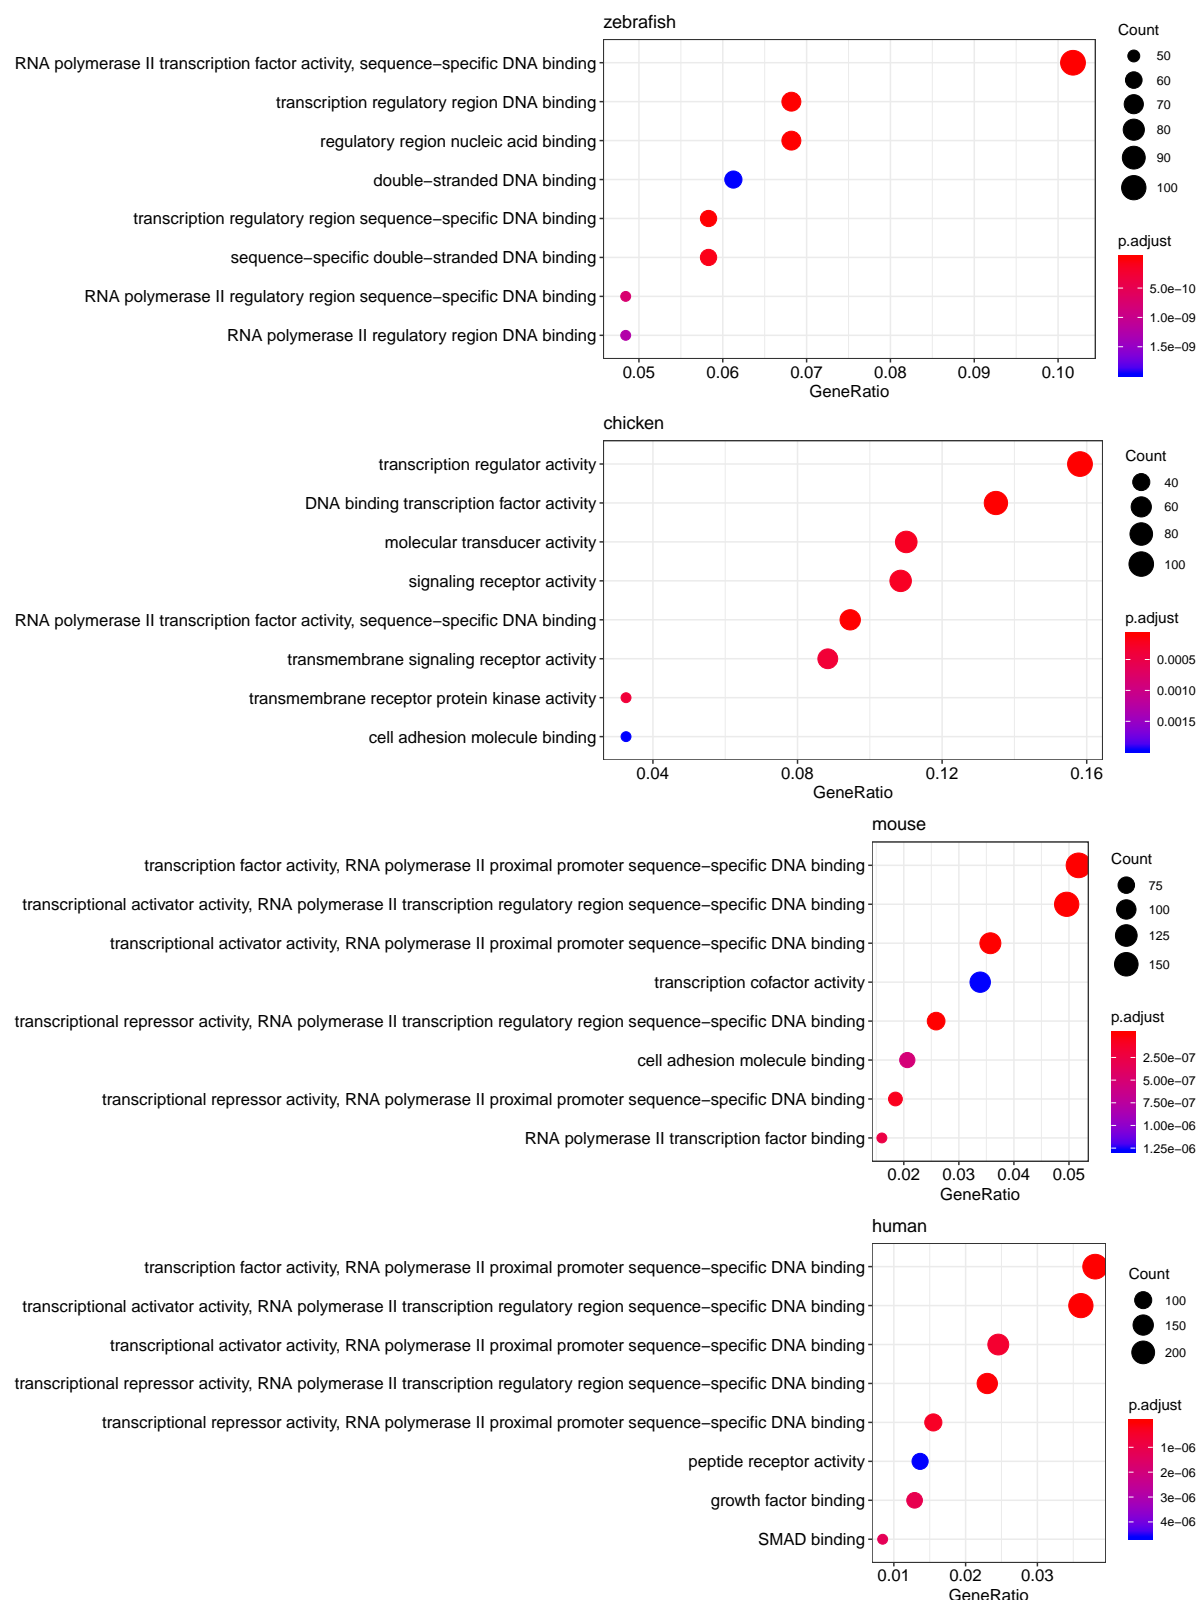

Supplementary Figures 16: GO analysis of genes with more than two distal elements in multiple species. All species showed a highly enrichment in ‘transcription regulator’ genes.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

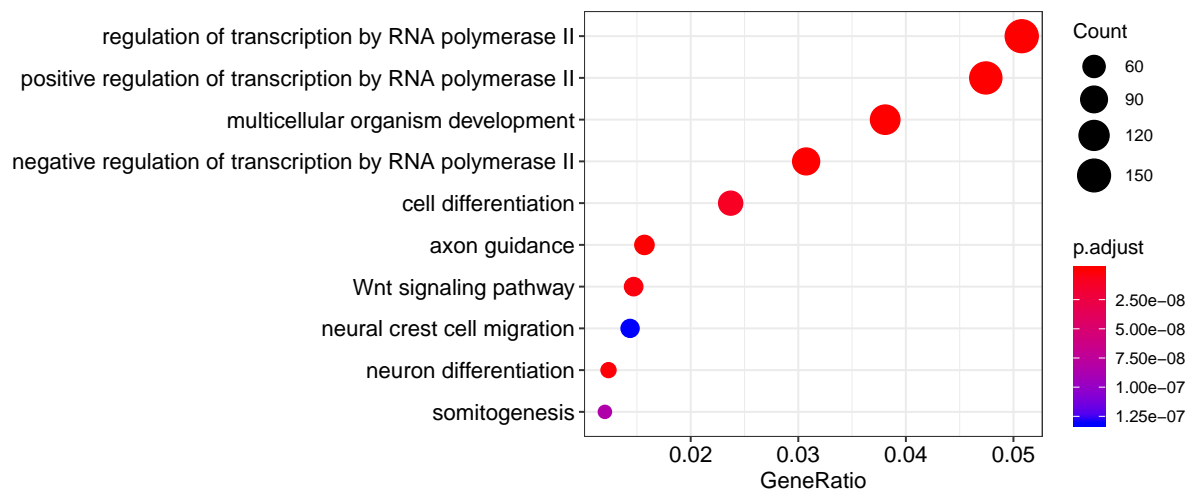

Supplementary Figures 17: GO analysis of genes which have more conserved ATAC peaks than non-conserved peaks (>2-fold) showed that they are enriched in 'regulation of transcription'.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

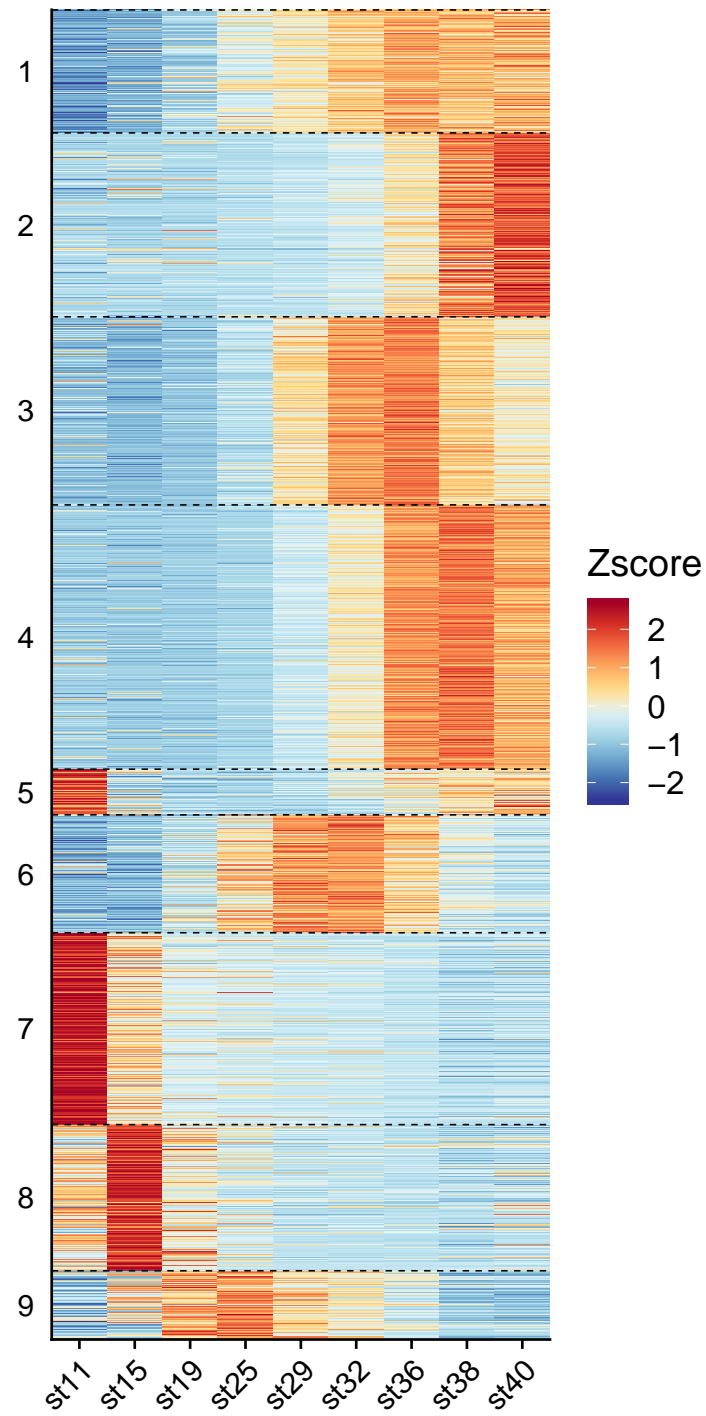

Supplementary Figures 18: K-means clustering of selected genes and gradually increased expression genes (in cluster 1, 2, 3, 4, 6, 8, and 9) were used to count early opening logic.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

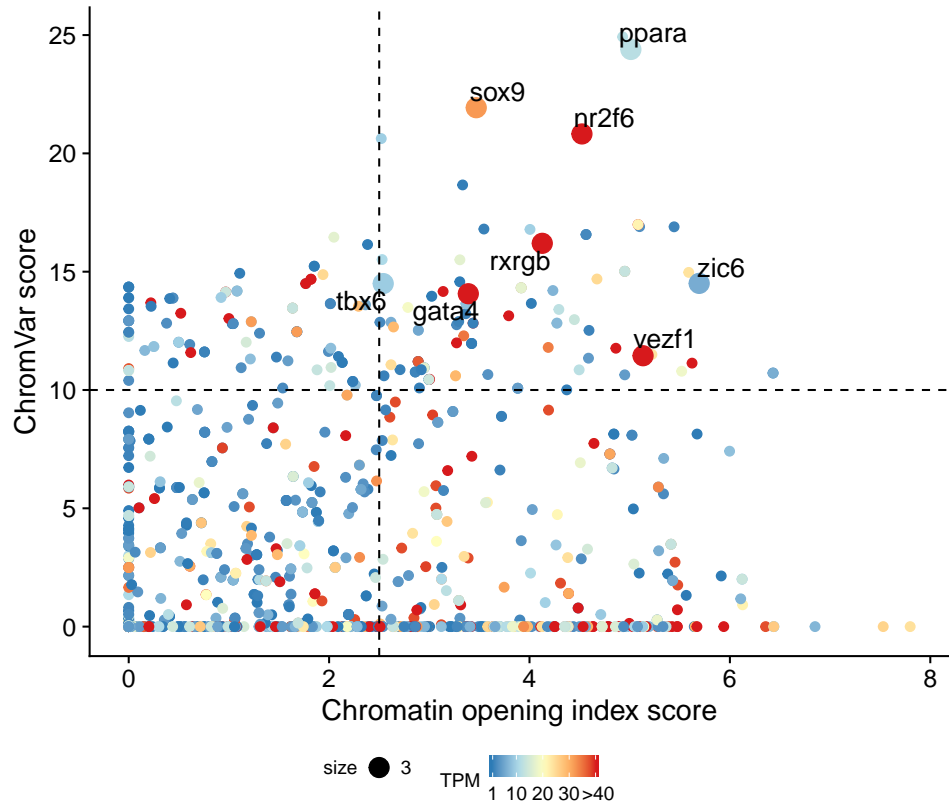

Supplementary Figures 19: Pioneer TF prediction at stage 19. Pioneer score is the x-axis, ChromVAR score is the y-axis, and the expression level is represented by the color. Pioneer TFs are those dots with high scores of three measurements, plotted with larger size.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

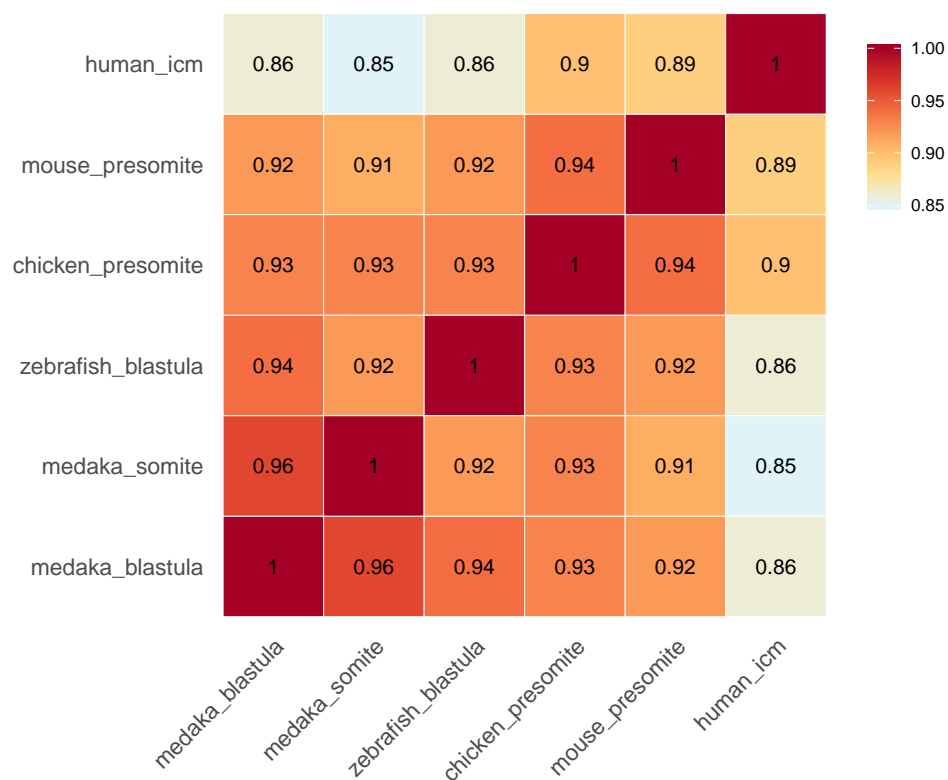

Supplementary Figures 20: Pioneer scores of medaka blastula (stage 11) , medaka somite (stage 19), zebrafish blastula (dome), chicken presomite (HH6), mouse presomite (E7.5) and human ICM are highly correlated.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

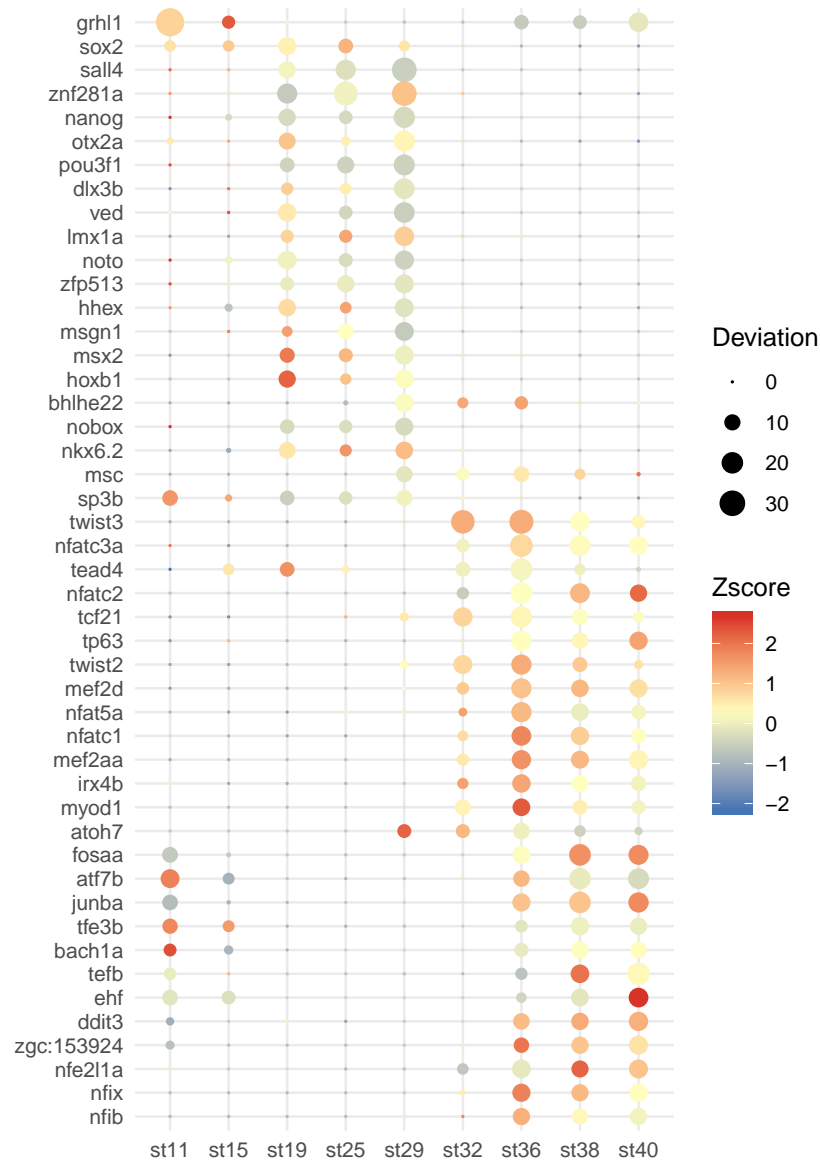

Supplementary Figures 21: TF expression and enrichment of its binding motif. The size of dots was correlated with accessible deviation calculated by ChromVAR, indicating the enrichment of TF motifs. The color of the dots reflects the expression level of the given TF.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

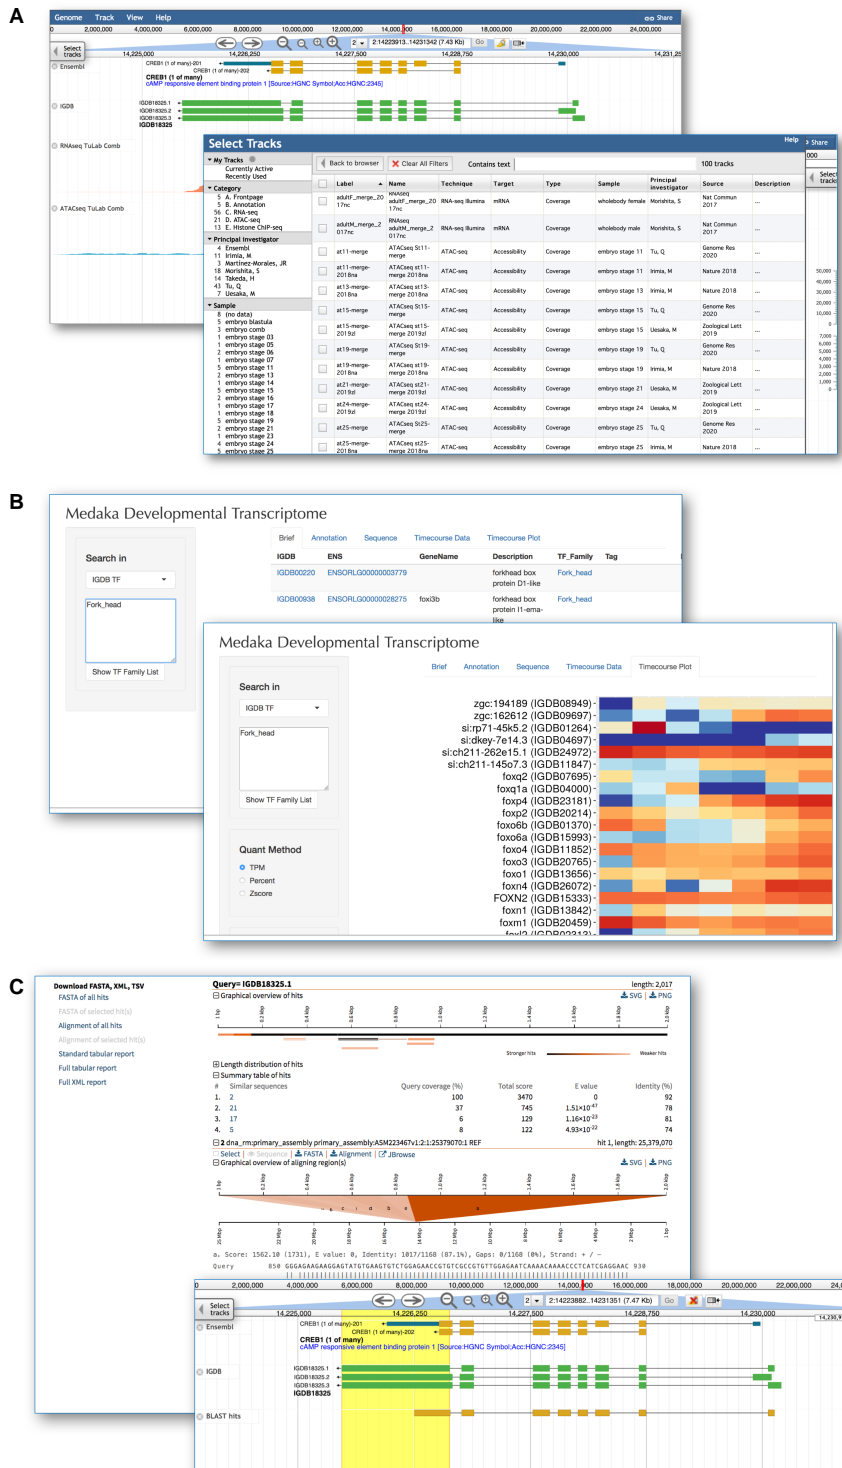

Supplementary Figures 22: Webtools for data query and visualization. (A) Genome browser, to search and visualize omics data of locus. (B) Gene viewer, to search and visualize gene annotation and expression data. (C) Sequence search (BLAST) tool, to search for similar sequences.

# Supplementary material for: Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis
**Source:** Genome Res. 2020 Jun;30(6):924–37. doi: 10.1101/gr.258871.119
**Supplement:** Supplemental Material

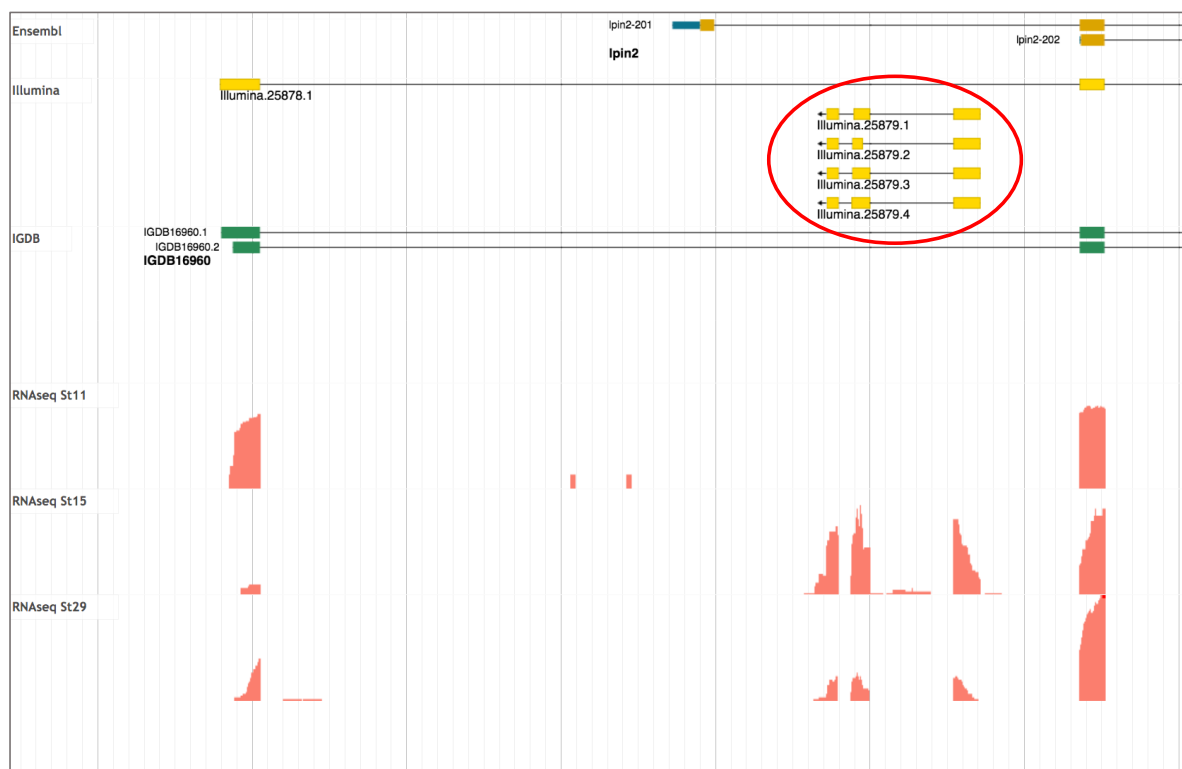

Supplementary Figures 23: LDAIR gene model. This lncRNA (red ellipse) was missed by the PacBio set, but was recovered from Illumina data. It is transiently expressed during stage 15 to 25.

How the deposited data were processed for this re-analysis (not part of the article)

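Chromatin accessibility was measured by ATAC-seq in whole medaka embryos at 9 stages (11, 15, 19, 25, 29, 32, 36, 38 and 40) with 2 replicates per stage, 18 libraries in all. The authors trimmed the reads with Trimmomatic 0.36, aligned them with Bowtie2 2.3.4.1 to the Hd-rR reference genome, and list Picard, bedtools and deepTools among their tools. They merged the replicates of each stage, called peaks per stage with MACS2 2.1.2, kept peaks with a −log q above 7 and merged these over the stages. The deposited list gives the chromosome, start and end of each element, a score, read here as the −log10 of the q value of MACS2, and a whole number from 1 to 29, read here as the number of peaks merged into the element. Every score was above 7. How the score of an element merged from several peaks was made is not named in the paper's text. All libraries were pooled in this list, which gives no values per stage or per replicate. Read coverage was not used here, the depth per library is not known from the list, and intervals given for shares cover counting error only.

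Elements were placed against the RefSeq genes of the assembly ASM223467v1, of which 26832 lie on the 24 chromosomes (22058 protein-coding). The table used gives no strand for these genes. An element was placed by its midpoint as at a gene end (within 1 kb of either end of a gene), in a gene body, proximal (within 5 kb of a gene) or distal. It was assigned to the gene whose body was closest, and inside several genes to the one whose end was closest. Elements on scaffolds were not assigned. For RefSeq genes the number of elements within 50 kb is the mean of the counts around both ends. For TF genes (Supplemental Table S2) and lncRNA genes (Supplemental Table S3) the TSS was taken from these tables. TF genes were matched to RefSeq genes by the highest overlap relative to both genes. The 374 RefSeq genes that overlap a TF gene matched to another gene were left out of the comparisons of TF genes with other genes, except for the test of genes with more than 2 distal elements, in which TF genes were set against all remaining genes. Values were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with Matplotlib 3.10.9.

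Means of groups of genes and pooled shares of distal elements were compared by two-sided permutation tests with 100000 permutations of the gene labels, so that the gene and not the element is the unit. TF families with at least 10 genes were compared with all other TF genes, and gene lists with all other genes, with p-values adjusted by Benjamini-Hochberg over families or lists. Shares of genes were compared by two-sided Fisher's exact tests, and shares are given with 95% Wilson intervals. The threshold was an adjusted p of 0.05. There are 14 gene lists: mesoderm and body axis TFs, signalling ligands and antagonists of axis formation, neural and sensory TFs, cardiac and endodermal TFs, erythroid and blood genes, skeletal muscle genes, Hox genes, retinoid signalling genes, germ cell genes, ribosomal protein genes, proteasome genes, oxidative phosphorylation genes, yolk syncytial and epidermal genes, and neural crest and pigment genes. Of their 447 symbols 317 were found, ignoring case and a final a or b, and with the names of Supplemental Table S5 and the RefSeq synonyms.

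The lists, the tests, the alternatives, apart from those named in the closing section, and the rule for naming genes were fixed before the data were examined. Genes are named if the paper names them in its text or in a figure with an ATAC-seq track, if they are among the 10 TF genes with the most elements within 50 kb of the TSS, among the 10 genes with the most assigned or the most distal elements, among the 3 members of a list with the most distal elements or the 1 with the fewest, or if they lead a tested TF family. 2 rules were changed after first results had been seen. TF genes were first matched by the number of overlapping bases, which gave sox2 the place of the longer gene around it, and list symbols were first matched without RefSeq synonyms. Both earlier rules were kept as alternatives. The regions shown for pou5f3, egr1 and sox11 were also set after the positions of the elements had been seen.

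The alternatives changed the window around the TSS (25 and 100 kb), the width of gene ends (500 bp and 2 kb), the proximal limit (3 and 10 kb), the order of categories, the gene set, the TF genes used, the placement by overlap, the merging of elements closer than 500 bp, the elements used (those of at least the median width or the median score), the way labels were permuted, comparison within 10 groups of genes with similar intergenic space, and each chromosome left out in turn. The procedure was tested on simulated data. All of 1436 made elements were placed in their category and assigned to their gene. Of 200 simulated sets without an effect 7% gave a p under 0.05, and with a 1.2-fold excess 100% did. These counts were drawn independently for each gene, while neighbouring genes share elements in the real data. The 7% is therefore not the error rate of the tests on the real counts. Where a simulated difference came only from steps between the 10 groups of intergenic space, 100% of 200 sets passed without strata and 3% within strata. Space had no effect inside a group there, so this does not show that the groups remove its effect in the real data. The measured space is also wrong for genes that overlap another, since one side was counted to the start of the next gene. Sequence motifs and GC content were not analysed here, since the genome sequence was not used. Accessibility per stage, conservation and expression were not analysed here either.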

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

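The 3 tests on chromosomes 2 and 18 were chosen only after the result was seen, and the 2 tests on elements merged from many peaks before it. The values below come from parts of the list that the paper does not report on: the number of merged peaks, the scaffolds and the single chromosomes.

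Chromosomes 2 and 18 had 145 and 143 elements per Mb, and the lowest of the other 22 chromosomes had 177. A lower number of genes was tested first. Of the other chromosomes 3 had fewer protein-coding genes per Mb than both, and the lowest of these 3 still had 191 elements per Mb, which argues against it. Lower coverage of the 2 chromosomes would lower all scores there. The ratio of strong to weak elements (above the upper and below the lower quartile of the score) was 0.907 on both together, inside the range of 0.880 to 1.17 of the others, and chromosome 18 alone had the lowest ratio, 0.874, and the lowest median score, 28.6, of all chromosomes. This does not decide for or against lower coverage, which stays open. Stretches of over 50 kb without any element covered 19.2% of chromosomes 2 and 18 and at most 11.0% of any other chromosome. They are defined by the absence of elements, so a chromosome with fewer elements tends to hold more of them, and leaving them out raises its number per Mb. Outside these stretches the 2 chromosomes together had 178 elements per Mb and the lowest of the others 198.5. Chromosome 18 alone had 172 and chromosome 2 alone 185, so the 2 differ, and this does not decide whether the stretches are the cause. Repeats, gaps of the assembly and reads that cannot be placed were not tested and stay open. The design offers no biological contrast for single chromosomes, and no biological explanation was tested.

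Elements merged from a single peak made up 27.7% of all elements, and 3471 elements were merged from 10 or more peaks, more than the number of stages. Either a stage can give more than 1 peak to an element or this number has another meaning than the one read here, which was not tested. The number of merged peaks rose with the score (Spearman's rho 0.801). Elements merged from 9 or more peaks lay at gene ends in 62.7% of cases and those from a single peak in 14.4%, an odds ratio of 10.0 (9.87 to 10.1 with each chromosome left out). Stronger peaks can be called at more stages, and this was tested by pooling over 20 groups by score, which gave an odds ratio of 8.51 (8.30 to 8.90). Only 10 of the 20 score groups held at least 20 elements of both kinds. Wider elements can take in more peaks, and pooling over 20 groups by width gave 13.5 (13.4 to 13.7). Neither score nor width accounts for the pattern as a whole. If the number counts peaks of single stages, a candidate explanation is that gene ends are open at more stages than other elements, which the pooled list cannot show by itself, since it has no values per stage.

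On 457 scaffolds outside the 24 chromosomes lay 5259 elements. They were counted in the number and width of elements and were not assigned to genes.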

How the results depend on the processing

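Alternatives with other matching of TF genes or list symbols, with a single gene end, or with elements of 1 peak or of 9 or more peaks were chosen only after the results were seen. No paired analysis was possible because the list used here pools the replicates and stages. For the same reason no replicate was left out. The depth behind each element was not used here.

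The 4 comparisons of TF genes kept their direction and their side of the threshold under every alternative run. The difference in distal share and the ratio to lncRNA genes were not compared within groups of genes with similar intergenic space. The ratio to other genes within 50 kb stayed between 1.13 and 1.30 in 41 alternatives (highest p 3.78e-05) and the ratio to lncRNA genes at 1.09 or more in 9 (highest p 0.00036). The difference in distal share stayed between 6.05 and 15.5 points in 37 (highest p 0.000113), and the odds ratio for more than 2 distal elements between 2.62 and 3.11 in 9 (highest p 1e-05, the smallest that its permutations can give). With TF genes matched by overlapping bases, these were a ratio of 1.24, 7.13 points and an odds ratio of 2.93. Over families 99 of 110 comparisons kept direction and call, over lists 34 of 42 for distal elements and 52 of 56 within 50 kb. Numbers for genes named in the text were counted as kept if they stayed within 1.5 times the main value. This held for 338 of 416 numbers of distal elements, 31 of 93 around a TSS and 21 of 35 in the regions of the panels. The alternatives around a TSS and in the panels include a narrower and a wider window, which take in fewer or more elements by construction. The shares kept there are therefore not a measure of how stable the named counts are. Of the lists with more distal elements, 1 passed within 10 groups of genes with similar intergenic space.

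The shares of elements by place moved under most alternatives, partly by construction, since the limits define the places. With gene ends of 500 bp, gene ends held 16.1%, gene bodies 56.7% and proximal places 9.88%, and with 2 kb 32.1%, 45.6% and 4.98%. With a proximal limit of 3 kb, 4.92% were proximal and 20.2% distal, and with 10 kb 12.5% and 12.6%. With gene bodies placed before gene ends, these held 68.1% and 6.72%. In the order gene end, gene body, proximal and distal, the shares were 24.9%, 50.3%, 7.65% and 17.1% by any overlap, 22.0%, 50.6%, 7.53% and 19.9% with protein-coding genes only, 20.8%, 53.0%, 8.14% and 18.1% with elements closer than 500 bp merged, and 22.3%, 52.0%, 6.84% and 18.8% for elements of at least the median width. With elements of at least the median score gene ends held 29.9%, gene bodies 46.6% and distal places 15.7%. Beyond the limits themselves, the cause was not tested.

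The median width was 305 bp with elements closer than 500 bp merged, 256 bp on the 24 chromosomes and 314 bp for the 74791 elements of at least the median score. The median chromosome had 162 elements per Mb when merged and 101 when only elements of at least the median width were used, and 6.01% of its bases were covered. Genes with an element were 84.5% by distance to the gene end, 89.9% of protein-coding genes, 80.4% with elements merged and 65.4% with elements of at least the median width, where fewer elements are counted. The regions of the named loci held 153 elements of at least the median width, and all elements numbered 149 in the narrower and 446 in the wider window tried. Merging joins elements, which lowers their number and widens them, and a limit on width leaves fewer to count. A narrower or wider window takes in fewer or more elements. These changes follow from the settings, and for the remaining ones the cause was not tested.

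Differences that reversed were all of results that did not pass the test. Around the TSS, in elements per gene, they became −0.0524 for ESR-like within 25 kb, −0.377 for HMG, 4.37 for IRF, 1.48 for MYB and 1.21 for Pou within 100 kb, 0.00184 for IRF and 0.725 for MYB with elements merged, and −0.00197 for E2F, −0.453 for HMG and −0.276 for RHD with the whole window inside the sequence. In distal elements they became 0.40 for Hox genes and 0.201 for proteasome genes within 10 groups of genes with similar intergenic space and 0.0155 for erythroid and blood genes with elements merged. For hoxd3, with 17 distal elements, the measured intergenic space was only 4.69 kb, less than the 5 kb beyond which an element is distal. Space on one side was counted to the start of the next gene, which is wrong for genes that overlap another. The reversal for Hox genes therefore cannot be read as an effect of space, and the cause of the other reversals was not tested. Motifs, GC content and an upstream-only promoter of 2 kb were not run, since they need the genome sequence or the strand of every gene.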

Differences from the paper's values

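The distance of sox11 to protein-coding genes was chosen only after the values were seen, and the other alternatives were set before the data were examined. The promoter share has no counterpart here, since gene ends cover both ends of a gene, and the TF genes of Supplemental Table S2 stand in for the regulatory genes of the paper. The limits of proximal and distal places were set here, since the paper's main text does not give its own. The genes are those of RefSeq, lncRNA and tRNA genes included, and not the IGDB set of the paper. The values below are therefore not measured alike, and a difference does not show that the paper's value fails to hold.

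The share of distal elements over all genes was 17.3%, and the paper's value is 30%. With a proximal limit of 3 kb it was 20.2%, within 1.5 times the paper's value. It was not within 1.5 times with a limit of 10 kb (12.6%), gene ends of 500 bp or 2 kb or gene bodies placed first (17.3% each), any overlap (17.1%), elements merged (18.1%), elements of at least the median width (18.8%), elements of at least the median score (15.7%) or protein-coding genes only (19.9%). For TF genes the share was 24.2%, and the paper's value for regulatory genes is 45%. With protein-coding genes only it was 33.6%, within 1.5 times. The other alternatives, from 18.1% with a limit of 10 kb to 27.5% with a limit of 3 kb, were not.

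The gene nearest to sox11 was a lncRNA gene at 167 kb, and the paper's value for the distance to the nearest gene is 350 kb. Among protein-coding genes only, a setting chosen after seeing the values, the nearest was at 318 kb on the other side, within 1.5 times the paper's value.

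The share of proximal elements was 7.87% over all genes and 9.26% for TF genes, and the paper's values are about 4% in Fig. 5E, read by eye, for all genes and about 4% in Fig. 5E, read by eye, for regulatory genes. With gene ends of 2 kb the shares were 4.98% and 5.70%, and with a proximal limit of 3 kb 4.92% and 6.00%, within 1.5 times in each case. With gene ends of 500 bp, any overlap, elements merged, gene bodies first, elements of at least the median width, elements of at least the median score, protein-coding genes only, a limit of 10 kb and, for TF genes, without the zf-C2H2 family they were not.

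Genes without any element numbered 4934, and the paper's value is about 3100 in Fig. 5D, read by eye. The gene sets differ, since the genes here are the 26832 of RefSeq, with 763 tRNA genes among them, and not those of the paper. By distance to the nearest gene end the number was 4163 and with protein-coding genes only 2224, both within 1.5 times. With elements merged it was 5253 and with elements of at least the median width 9291, which are not.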

Other observations

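The dense regions, the stretches without elements and the comparison of merged peaks between gene lists were chosen only after the results were seen, and the 3 tests on the excess around TF genes before it.

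The mean number of elements within 50 kb was 22.1% higher for TF genes than for other genes. If the wider intergenic space around TF genes were the cause, the excess would fall to under 1 in 2 of this when genes are compared within 10 groups by that space, but it was 25.7%. With TF genes within 100 kb of each other counted as 1, so that shared elements count once, it was 23.3%. Among elements of at least the median score, away from the threshold of the authors, it was 26.7%. These 3 tests argue against each of the technical explanations. The first covers intergenic space only as measured here, which is wrong for genes that overlap another. Against other protein-coding genes only, the excess was smaller, with means of 25.8 and 22.1 and a ratio of 1.17. Mappability and GC content were not tested and stay open, so that a denser set of elements around TF genes may be biological only as a hypothesis, found and tested on the same data.

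The densest stretch of 100 kb lay on chromosome 7 from 10371366 to 10471365, with 67 elements in and around rere. On chromosome 22 from 7169307 to 7269306, at meis2, there were 65, and on chromosome 15 from 28099757 to 28199756, at irf2bp2, 63. The window with mycn as its only gene, on chromosome 24 from 7092383 to 7192382, held 62.

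The longest stretch without any element was on chromosome 2 from 5077727 to 5501597, 424 kb with 24 genes, of which 14 are protein-coding. On chromosome 3 a stretch from 36491579 to 36865452 spanned 374 kb with 5 genes. On chromosome 10 a stretch from 6205663 to 6579071 spanned 373 kb with 28 genes, among them nitr20 and nitr22.

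The share of elements merged from 9 or more peaks was 34.9% for oxidative phosphorylation genes (83 elements), 33.3% for ribosomal protein genes (150 elements) and 23.1% for proteasome genes (65 elements). For elements of TF genes it was 11.8% and for those of other genes 12.5%. These shares were not tested against each other. Among all gene-end elements the share was 33.2%, and the lists were not compared within the same places.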
